# PRC2.1- and PRC2.2-specific accessory proteins drive recruitment of different forms of canonical PRC1

**DOI:** 10.1016/j.molcel.2023.03.018

**Published:** 2023-05-04

**Authors:** Eleanor Glancy, Cheng Wang, Ellen Tuck, Evan Healy, Simona Amato, Hannah K. Neikes, Andrea Mariani, Marlena Mucha, Michiel Vermeulen, Diego Pasini, Adrian P. Bracken

**Keywords:** Polycomb, PRC2.1, PRC2.2, H3K27me3, JARID2, Polycomb-like protein, PRC1, CBX2, CBX4, CBX7

## Abstract

Polycomb repressive complex 2 (PRC2) mediates H3K27me3 deposition, which is thought to recruit canonical PRC1 (cPRC1) via chromodomain-containing CBX proteins to promote stable repression of developmental genes. PRC2 forms two major subcomplexes, PRC2.1 and PRC2.2, but their specific roles remain unclear. Through genetic knockout (KO) and replacement of PRC2 subcomplex-specific subunits in naïve and primed pluripotent cells, we uncover distinct roles for PRC2.1 and PRC2.2 in mediating the recruitment of different forms of cPRC1. PRC2.1 catalyzes the majority of H3K27me3 at Polycomb target genes and is sufficient to promote recruitment of CBX2/4-cPRC1 but not CBX7-cPRC1. Conversely, while PRC2.2 is poor at catalyzing H3K27me3, we find that its accessory protein JARID2 is essential for recruitment of CBX7-cPRC1 and the consequent 3D chromatin interactions at Polycomb target genes. We therefore define distinct contributions of PRC2.1- and PRC2.2-specific accessory proteins to Polycomb-mediated repression and uncover a new mechanism for cPRC1 recruitment.

## Highlights

• PRC2.1/PRC2.2 are co-recruited to promote *de novo* Polycomb target gene repression
• PRC2.1 binds in sharp peaks and specializes in CBX2/4-cPRC1 recruitment
• PRC2.2 binds in broader H2AK119ub1-like profiles and has weak H3K27me3 acivity
• PRC2.2 component JARID2 specializes in CBX7-cPRC1 recruitment

## Introduction

Polycomb group proteins are chromatin-associated transcriptional repressors that are critical for maintaining cellular identity in higher eukaryotes.^1^^,^^2^^,^^3^^,^^4^ They contribute to establishing cellular identity by being recruited to and displaced from key lineage genes during cell-fate transitions.^5^^,^^6^^,^^7^^,^^8^^,^^9^ They function primarily as two multiprotein complexes, Polycomb repressive complex 1 (PRC1) and Polycomb repressive complex 2 (PRC2), both of which have histone-modifying activities.^10^ Many of the genes encoding Polycomb group proteins are essential for embryonic development, while mutations in PRC2 member genes are associated with human growth disorders^3^ and malignancies.^10^^,^^11^^,^^12^^,^^13^^,^^14^ Despite these central roles in development and disease, the distinct mechanisms by which PRCs function are still poorly understood.

It is thought that interplay between different forms of PRC1 and PRC2 mediates Polycomb silencing. PRC2 is built around core subunits EZH1/2, EED, and SUZ12, in association with the histone-binding RBBP4/7.^15^ The histone-methyl-transferases EZH1 and EZH2 are responsible for catalyzing mono-, di-, and tri-methylation of histone 3 at lysine 27 (H3K27me1/2/3) in higher eukaryotic cells.^15^^,^^16^^,^^17^ SUZ12 bridges the enzymatic core of PRC2 with several accessory subunits, which regulate its activity and recruitment to chromatin.^16^^,^^18^^,^^19^^,^^20^^,^^21^^,^^22^ Variant forms of PRC1 (vPRC1) catalyze mono-ubiquitination of histone H2A at lysine 119 (H2AK119ub1), which contributes to PRC2 binding and H3K27me3 deposition.^20^^,^^23^^,^^24^^,^^25^^,^^26^^,^^27^^,^^28^ The H3K27me3 modification is then thought to contribute to canonical PRC1 (cPRC1) recruitment via binding of chromodomain-containing CBX proteins.^29^^,^^30^^,^^31^ cPRC1 is then thought to contribute to stable gene repression via its 3D looping and chromatin compaction activities.^32^^,^^33^^,^^34^^,^^35^^,^^36^

PRC2 assembles into two mutually exclusive subcomplexes in mammals, PRC2.1 and PRC2.2.^37^^,^^38^^,^^39^^,^^40^ PRC2.1 contains one of three Polycomb-like proteins (PHF1, MTF2, or PHF19), together with either PALI1/2 or EPOP,^17^^,^^41^^,^^42^^,^^43^ while PRC2.2 contains JARID2 and AEBP2.^37^^,^^44^ PRC2.1 and PRC2.2 are targeted to largely the same loci in mouse embryonic stem cells (ESCs), where they combine to coordinate deposition of H3K27me3.^20^^,^^21^^,^^45^^,^^46^ The extended homologous (EH) domain of Polycomb-like proteins is thought to promote binding of PRC2.1 to CG-rich DNA within C-phosphate-G (CpG) islands (CGIs), but the sequence specificity of this interaction is disputed.^47^^,^^48^^,^^49^^,^^50^ Intriguingly, Polycomb-like proteins can also bind *in vitro* to H3K36me2/3 and more weakly to H3K27me3 via their N-terminal Tudor domain.^51^^,^^52^^,^^53^^,^^54^ However, the potential functional relevance of these interactions remains unknown.^16^ In contrast to PRC2.1, PRC2.2 members JARID2 and AEBP2 bind to H2AK119ub1, which enhances PRC2.2 histone-methyltransferase activity *in vitro*.^26^ A ubiquitin-interacting motif (UIM) at the N terminus of JARID2 and an H2AK119ub1 binding pocket in AEBP2 are required for this interaction.^24^^,^^55^ Supporting the link between PRC2.2 and H2AK119ub1, mouse ESCs with depleted H2AK119ub1 display a stronger reduction of PRC2.2 binding to chromatin, compared with PRC2.1.^20^^,^^23^^,^^25^^,^^28^^,^^56^ However, despite emerging evidence of potential divergent roles during differentiation,^57^^,^^58^ it is unclear why two PRC2 subcomplexes have persisted throughout evolution.

Here, we applied genetic and quantitative genomic approaches to study the roles of PRC2.1 and PRC2.2, using a model of naive to primed pluripotency.^59^^,^^60^ This revealed that PRC2.1, PRC2.2, and cPRC1 are universally co-displaced from, and co-recruited to, Polycomb target genes during this cell-fate transition. Strikingly, we discovered distinct functions for PRC2.1- and PRC2.2-specific subunits in ESCs and during differentiation. While PRC2.1 is the dominant subcomplex for promoting the deposition of H3K27me3 at target genes in ESCs and epiblast-like cells (EpiLCs), we found that it is not sufficient to promote CBX7-cPRC1 recruitment and that it instead promotes the recruitment of CBX2-cPRC1 and CBX4-cPRC1. By contrast, although PRC2.2 only weakly contributes to H3K27me3 deposition, we show that JARID2 functions to drive CBX7-cPRC1 recruitment to Polycomb target genes. Our results assign independent functions to PRC2.1- and PRC2.2-specific accessory proteins and challenge the prevailing model of cPRC1 recruitment.

## Results

### Co-recruitment and co-displacement of PRC2.1 and PRC2.2 during transition from naive to primed pluripotency

To explore the occupancy and dynamics of PRC2.1 and PRC2.2 subcomplexes during differentiation, we induced ESCs to undergo directed differentiation to post-implantation pre-gastrulation EpiLCs.^59^ 

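RNA-seq covered ESCs and EpiLCs of 2 WT mouse lines, with 3 libraries of each line at each stage. J2WT is the matched control of the Jarid2-null line, and PclWT is the matched control of the lines without the Polycomb-like proteins PHF1, MTF2 and PHF19. EpiLCs were collected after 2 days with activin A at 20 ng/mL and bFGF at 12 ng/mL. The authors prepared poly(A) RNA libraries, aligned the reads to mouse GRCm38 with STAR and deposited raw counts of reads per gene, which were used here without regard to strand. Counts in genes per library were 15924615 to 16615845 (median 16408398) in J2WT ESCs and 16535475 to 17154437 (median 17079733) in J2WT EpiLCs. In PclWT they were 8380012 to 9647838 (median 8788267) in ESCs and 8281855 to 8794206 (median 8655605) in EpiLCs. Levels below are read counts relative to library size (CPM), scaled by TMM over 36 libraries, given as mean ± SD of 3 libraries. Changes between stages come from edgeR's quasi-likelihood test on the 12 WT libraries, with line and stage in the model. It covered the 13523 genes with a mean normalized count of at least 15. Differentially expressed genes had an adjusted p under 0.05 and an absolute log2 fold change over 1, and 1561 genes were higher and 1262 lower in EpiLCs. The text does not name the WT line of Figure 1A, so both lines were used. PclWT EpiLC replicate 1 stood apart, with 2104 genes over 2-fold from replicate 3, against 188 genes between replicates 2 and 3. Neither the text nor the labels say that the libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.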

We confirmed this through downregulation of genes associated with naive pluripotency, including *Prdm14* and *Klf4*, and upregulation of genes associated with primed pluripotency, including *Fgf5* and *Dnmt3b* (Figure 1A). 

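Transcription factor genes of naive pluripotency fell and genes of formative and primed pluripotency rose in EpiLCs. Prdm14 (ENSMUSG00000042414, chromosome 1 of GRCm38 from 13113457 to 13127163), a repressor of differentiation genes, fell from 48.1 ± 0.984 CPM to 0.97 ± 0.28 CPM in J2WT and from 55.9 ± 1.84 CPM to 1.76 ± 0.3 CPM in PclWT (n = 3 each). Its log2 fold change over both lines was -5.31 (standard error 0.16, edgeR adjusted p = 2.31e-10). Klf4 (ENSMUSG00000003032, chromosome 4 of GRCm38 from 55527143 to 55532466), one of the reprogramming factors, fell from 376 ± 2.67 CPM to 4.89 ± 0.88 CPM and from 332 ± 29.5 CPM to 7.15 ± 1.83 CPM, with a log2 fold change of -5.91 (standard error 0.18, edgeR adjusted p = 3.15e-10). Dnmt3b (ENSMUSG00000027478, chromosome 2 of GRCm38 from 153649450 to 153687730), a de novo DNA methyltransferase, rose from 257 ± 6.52 CPM to 2210 ± 31.2 CPM and from 106 ± 4.02 CPM to 430 ± 72.5 CPM, with a log2 fold change of 2.56 (standard error 0.19, edgeR adjusted p = 4.43e-07). Fgf5 (ENSMUSG00000029337, chromosome 5 of GRCm38 from 98254184 to 98277030), a growth factor of the post-implantation epiblast, had 2820 counts in the J2WT EpiLC libraries and 3 in J2WT ESCs, a ratio of 922 (95% interval 315 to 4470, counting error only). All 3 ESC counts lay in J2WT ESC replicate 2, so the size of this ratio rests on 1 library. PclWT EpiLCs had 26 Fgf5 counts and PclWT ESCs 0, so Fgf5 was at least 8.59-fold higher there, against a floor of 3 counts over the group. Of 13 naive genes, listed before the data were examined, 12 were lower and 1 was higher (limma's camera adjusted p = 9.28e-31, and adjusted p = 0.00022 with an estimated correlation). Nanog fell by 3.73 on the log2 scale and Esrrb fell by 4.03, while Dppa3, also known as Stella, rose by 2.26. Of 15 formative and primed genes, 12 were higher and 3 did not pass (limma's camera adjusted p = 1.61e-11, and adjusted p = 0.222 with an estimated correlation). The counts adjusted over the list alone were equal for both lists. The lines differed in size of change, with Dnmt3b's log2 fold change -1.11 in PclWT relative to J2WT (standard error 0.15, edgeR adjusted p = 0.000138) and that of Otx2, a formative transcription factor gene, -1.93 (standard error 0.68, edgeR adjusted p = 0.0387). The paper uses the naive and primed genes to establish that the cells had become EpiLCs.

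**Figure D1:**
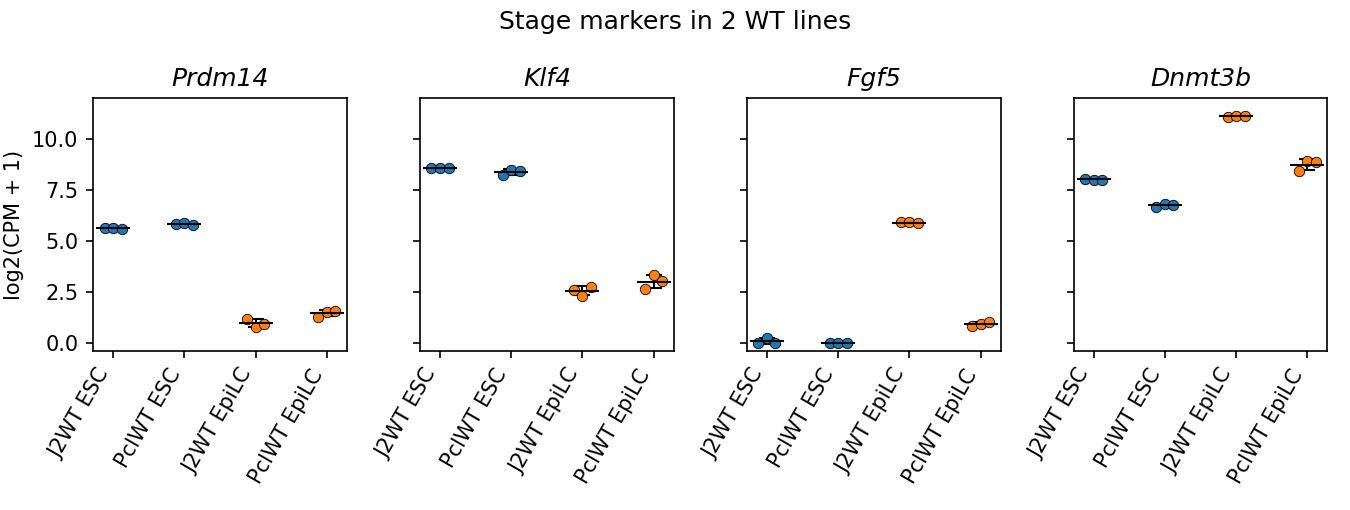
mRNA levels of Prdm14, Klf4, Fgf5 and Dnmt3b as log2(CPM + 1) in ESCs (blue) and EpiLCs (orange) of J2WT and PclWT. Points are libraries, and bars are the mean ± SD of 3 libraries. Fgf5 lies at 58.3 ± 1.05 CPM in J2WT EpiLCs and 0.896 ± 0.12 CPM in PclWT EpiLCs.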

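Mtf2, which encodes the PRC2.1 subunit MTF2, fell in EpiLCs of both WT lines, and Jarid2, which encodes the PRC2.2 subunit JARID2, moved differently in the 2 lines. Mtf2 (ENSMUSG00000029267, chromosome 5 of GRCm38 from 108065674 to 108109004) went from 583 ± 5.28 CPM to 365 ± 4.4 CPM in J2WT and from 419 ± 2.51 CPM to 223 ± 22.4 CPM in PclWT (n = 3 each). The log2 fold change of Mtf2 was -0.80 (standard error 0.08, edgeR adjusted p = 3.12e-06), below the 2-fold size required of a differentially expressed gene. Jarid2 (ENSMUSG00000038518, chromosome 13 of GRCm38 from 44729474 to 44921643) was at 457 ± 12.1 CPM and 769 ± 4.26 CPM in J2WT ESCs and EpiLCs. In PclWT, Jarid2 was at 512 ± 25.8 CPM and 386 ± 79.5 CPM, with 294 CPM in EpiLC replicate 1. Over both lines the log2 fold change of Jarid2 was 0.17 (standard error 0.20, edgeR adjusted p = 0.504). With J2WT libraries alone Jarid2 rose by 0.76 (standard error 0.03, edgeR adjusted p = 1.63e-16), and the 2 lines differed by -1.18 (edgeR adjusted p = 0.000258). The mRNA counts say nothing of protein levels.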

A key strength of this system for studying PRC2.1 and PRC2.2 is that the levels of MTF2 and JARID2 are stable during the 2-day directed differentiation (Figures S1A and S1B).

**Figure 1:**
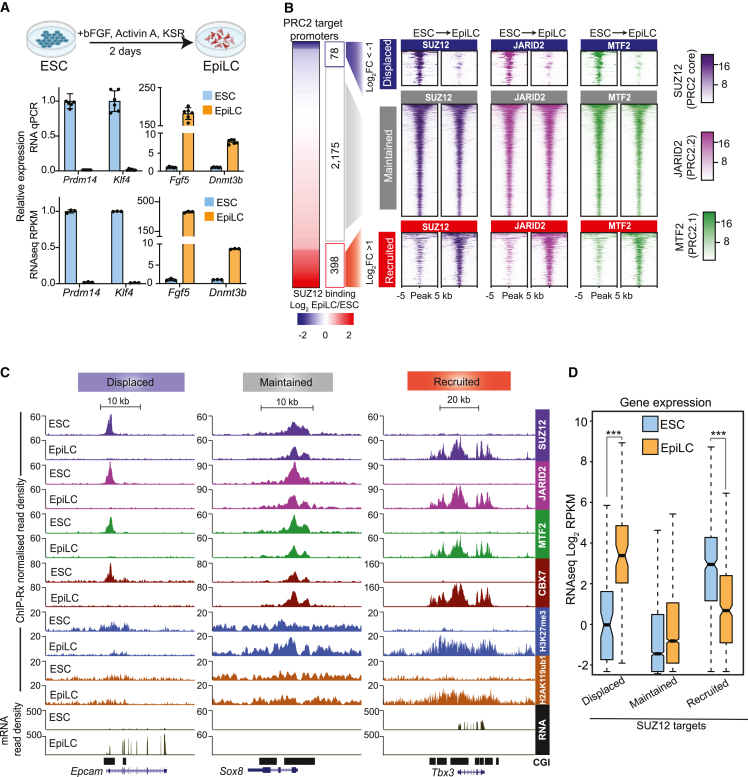
Co-recruitment and co-displacement of PRC2.1 and PRC2.2 during ESC to EpiLC differentiation (A) Top: schematic of differentiation model. Bottom: bar plots showing the expression of ESC marker genes *Prdm14* and *Klf4*, and EpiLC marker genes *Fgf5* and *Dnmt3b* by qPCR (n = 2) and RNA-seq (n = 3). Error bars represent SD. (B) Left: heatmap representing fold change in SUZ12 binding at PRC2 target promoters in ESC versus EpiLC cells. Indicated are three categories of PRC2 targets—displaced SUZ12 (log_2_FC < −1 and p value < 0.05; n = 78), maintained SUZ12 (n = 2,175), and recruited SUZ12 in EpiLC cells (log_2_FC > 1 and p value < 0.05; n = 398). Right: tornado plots showing enrichments of indicated antibodies at displaced, maintained, and recruited promoters in ESCs and EpiLCs. (C) Genome browser tracks showing ChIP-Rx for the indicated antibodies and RNA-seq profiles in ESC and EpiLC cells at *Epcam* (displaced), *Sox8* (maintained), and *Tbx3* (recruited). (D) Boxplots presenting mRNA abundance of displaced, maintained, and recruited PRC2 target genes. ^∗∗∗^p value < 0.001. See also Figure S1 and Table S1.

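Epcam rose, Tbx3 fell and Sox8 was low in WT ESCs and EpiLCs. Epcam (ENSMUSG00000045394, chromosome 17 of GRCm38 from 87635979 to 87651129), which encodes an epithelial adhesion molecule, was at 30.1 ± 1.81 CPM in J2WT ESCs and 311 ± 4.39 CPM in J2WT EpiLCs. PclWT had 43.3 ± 2.61 CPM and 201 ± 47.7 CPM of Epcam at these stages, and the log2 fold change over both lines was 2.79 (standard error 0.21, edgeR adjusted p = 4.44e-07). Tbx3 (ENSMUSG00000018604, chromosome 5 of GRCm38 from 119670669 to 119684724), a T-box factor gene of naive pluripotency, fell from 423 ± 5.12 CPM to 6.9 ± 0.599 CPM in J2WT. In PclWT, Tbx3 fell from 343 ± 21.3 CPM to 8.84 ± 1.82 CPM, and its log2 fold change over both lines was -5.62 (standard error 0.15, edgeR adjusted p = 1.41e-10). Sox8 (ENSMUSG00000024176, chromosome 17 of GRCm38 from 25565892 to 25570686), an SRY-box factor gene, had 11 counts over the 3 J2WT ESC libraries and 46 over the 3 J2WT EpiLC libraries, at 0.23 ± 0.235 CPM and 0.945 ± 0.333 CPM. PclWT had 20 and 36 Sox8 counts, at 0.7 ± 0.228 CPM and 1.24 ± 0.154 CPM. Sox8 lay under the count minimum and was not tested.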

We performed quantitative chromatin immunoprecipitation sequencing (ChIP-seq) with exogenous reference genome spike-in (ChIP-Rx) of PRC2.1- and PRC2.2-specific subunits—MTF2 and JARID2, respectively—as well as the core PRC2 member SUZ12 (Figure 1B). We subdivided PRC2-bound target promoters based on fold changes in SUZ12 abundance between ESCs and EpiLCs, thereby generating three categories: those with displaced SUZ12 (n = 78), the majority that maintained SUZ12 (n = 2,175), and those that recruited SUZ12 (n = 398) (Figure 1B; Table S1). This revealed a remarkable co-recruitment and co-displacement of PRC2.1 and PRC2.2 during ESC-EpiLC differentiation (Figures 1B and S1C). Genome browser tracks of representative genes from each of the three categories are highlighted (Figure 1C). Further supporting the co-dynamics of PRC2.1 and PRC2.2, we did not find any evidence of specific recruitment of either subcomplex to unique sites in EpiLCs (Figure S1C). Notably, we also observed an accumulation of H3K27me3, vPRC1-mediated H2AK119ub1, and cPRC1 member CBX7 on PRC2-recruited genes (Figures 1C and S1D).

Next, we examined the mRNA levels of the three groups of Polycomb target genes during ESC-EpiLC differentiation. The expression of genes with PRC2.1/PRC2.2 displacement was increased, and this correlated with an accumulation of H3K27ac, whereas the expression of genes with co-recruitment of PRC2.1/PRC2.2 was repressed and correlated with a depletion of H3K27ac (Figures 1D and S1D). 

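Genes at displaced PRC2 sites rose and genes at recruited sites fell in WT EpiLCs. Of 75 displaced genes tested, 65 were higher and the rest did not pass, with a median log2 fold change of 2.62 (quartiles 1.83 and 3.96). Among them, Bcl11a, which encodes a zinc-finger transcription factor, rose from 0.175 ± 0.0602 CPM to 9.29 ± 1.01 CPM in PclWT and from 0 to 32.9 ± 0.41 CPM in J2WT. Esrp1, an epithelial splicing regulator, had a log2 fold change of 6.75 (standard error 0.58, edgeR adjusted p = 1.35e-06). The Notch ligand gene Dll1 had one of 5.80 (standard error 0.50, edgeR adjusted p = 1.47e-06). Of 352 recruited genes tested, 221 were lower and 2 were higher, with a median log2 fold change of -1.44 (quartiles -2.46 and -0.65). Jam2, a junctional adhesion molecule gene, fell from 517 ± 13.3 CPM to 4.66 ± 1.06 CPM and from 386 ± 14.5 CPM to 4.25 ± 0.888 CPM. The endothelin gene Edn1 had 233 counts in WT ESCs and 0 in WT EpiLCs, at least 78.9-fold lower against a floor of 3 counts over the group. The recruited genes that rose were Ndrg1, at a log2 fold change of 1.51 (standard error 0.11, edgeR adjusted p = 4.18e-07), and Nsmaf, at 1.08 (standard error 0.11, edgeR adjusted p = 6.19e-06). Against all other genes, limma's camera gave p = 1.75e-32 for the displaced set and p = 1.22e-39 for the recruited set, and both sets pass with an estimated correlation (p = 0.0459 and p = 0.0205). Sites are those of Table S1, and a gene belongs to a class when a TSS lies within 2000 bp of one of its sites. The authors chose the classes on SUZ12 binding in the same 2 lines, so the sets are not independent of these cells. In PclWT alone the medians were 1.64 for displaced and -0.92 for recruited genes, against 3.73 and -1.88 in J2WT. From these expression changes and those of H3K27ac, the paper associates displacement with activation and recruitment with repression.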

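Genes at PRC2 sites classed as maintained had low mRNA levels at both stages, and many of those that could be tested were higher in EpiLCs. In J2WT, the median log2 RPKM over 2336 maintained genes was -3.39 ± 0.06 in ESCs and -2.22 ± 0.01 in EpiLCs (mean ± SD of 3 libraries, 0.01 added before the log). PclWT had -2.26 ± 0.04 and -1.59 ± 0.10 for the same genes. Recruited genes, for comparison, stood at 1.78 ± 0.01 in J2WT ESCs and -0.67 ± 0.02 in J2WT EpiLCs. Of 1120 maintained genes over the count minimum, 399 were higher and 86 lower in EpiLCs by edgeR, and their median log2 fold change was 0.55 (quartiles -0.14 and 1.42). One is the homeobox gene Otx2, which rose from 2 ± 0.229 CPM to 117 ± 5.23 CPM in J2WT and from 0.22 ± 0.223 CPM to 3.39 ± 0.256 CPM in PclWT. The copy of Table S1 used here lacks part of the maintained sites, so the class is described without a set test. The maintained genes under the count minimum were not tested.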

The maintained group of target genes, which had no change in PRC2.1 or PRC2.2 binding, remained in their repressed states both before and after differentiation (Figure 1D). Taken together, these data suggest that during the transition from naive to primed pluripotency, the co-displacement and co-recruitment of PRC2.1 and PRC2.2 are directly associated with transcriptional upregulation and downregulation of target genes, respectively.

### PRC2.1 drives H3K27me3 deposition while PRC2.2 component JARID2 drives CBX7-cPRC1 recruitment at *de novo* target genes

Next, we wanted to explore the relative contributions of PRC2.1 and PRC2.2 during this cell-state transition. To address this, we used a set of ESC lines we developed previously,^20^ including “WT” (wild-type), “TKO” (lacking the three paralogous Polycomb-like proteins; PHF1, MTF2, and PHF19), “J2KO” (lacking JARID2), and “QKO” (lacking the three Polycomb-like proteins and JARID2), and induced them to differentiate to EpiLCs (Figure 2A). We again used ChIP-Rx to analyze the enrichment of core PRC2 subunit SUZ12, PRC2.2-specific JARID2, PRC2.1-specific MTF2, cPRC1 subunits CBX7 and PHC1, and PRC2-mediated H3K27me3 at the Polycomb-recruited sites (Figures 2B and S2A) and at sites that maintained Polycomb occupancy during the ESC-EpiLC differentiation (Figures 2C and S2B). The loss of PRC2.1 (TKO) had a stronger negative impact on H3K27me3 accumulation, compared with the loss of PRC2.2 function (J2KO), while the combined loss of both (QKO) reduced it to minimal levels (Figures 2B, 2C, S2A, and S2B). Notably, loss of the enzymatically dominant PRC2.1 in TKO and QKO cells caused H3K27me3 to focus around two peaks (Figure 2B). Intriguingly, a strong co-dependence between the two subcomplexes is evident from the fact that loss of JARID2 leads to reduced MTF2 recruitment and vice versa (Figures 2B, 2C, S2A, and S2B). The combined loss of JARID2 and Polycomb-like proteins was required for complete ablation of PRC2 recruitment and almost complete ablation of H3K27me3 enrichment (Figures 2B, 2C, S2A, and S2B), supporting previous results in ESCs.^20^^,^^21^^,^^45^

**Figure 2:**
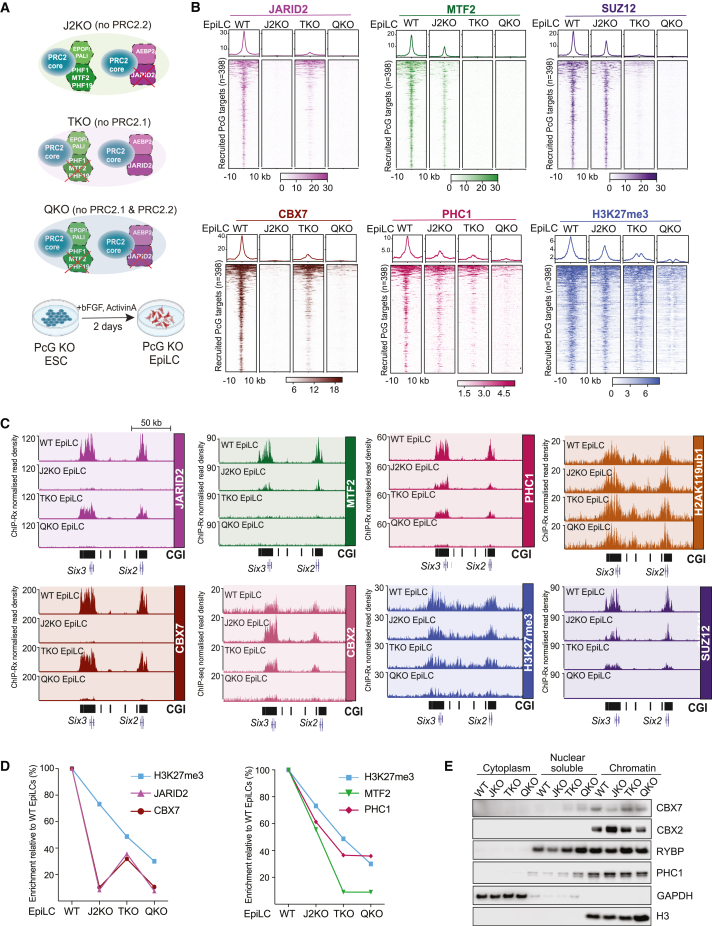
PRC2.1 drives H3K27me3 deposition while PRC2.2 drives CBX7-cPRC1 recruitment to Polycomb target genes (A) Schematic of ESC lines used. (B) Tornado and average plots showing ChIP-Rx enrichments for the indicated antibodies at recruited Polycomb target genes (n = 398 sites) in WT and mutant EpiLCs. (C) Genome browser tracks showing ChIP-Rx profiles of the indicated antibodies in WT and mutant EpiLCs at the maintained *Six3* and *Six2* gene loci. (D) Line plots representing ChIP-Rx enrichment of indicated antibodies in WT and mutant EpiLCs, relative to their respective levels in WT EpiLCs. (E) Western blot of the indicated antibodies on cytoplasm, nucleosol, or chromatin fractions of the indicated cell lines. See also Figure S2.

Remarkably, loss of PRC2.2-specific subunit JARID2 reduced CBX7-cPRC1 binding to background levels, whereas the loss of PRC2.1-specific MTF2 caused a much more moderate reduction in CBX7-cPRC1 binding at both increased and maintained target genes (Figures 2B, 2C, and S2A). This was particularly surprising since loss of JARID2 had a minimal impact on H3K27me3 accumulation (Figures 2B, 2C, S2A, and S2B). We also performed ChIP-Rx of CBX7 in EpiLCs generated from an independent *Jarid2*-null line and confirmed our observations (Figure S2C). We further confirmed the dependency of CBX7 on JARID2 in *Jarid2*-null ESCs (Figure S2D) and with an alternative CBX7 antibody (Figure S2E). Furthermore, we observed that disruption of CBX7-cPRC1 through *Pcgf2/4*-null EpiLCs did not affect JARID2 binding (Figure S2F), confirming that JARID2 acts upstream of CBX7-cPRC1. Since loss of JARID2 did not affect the stability of *Cbx7* mRNA or protein levels (Figures S2G and S2H), these data imply that JARID2 is necessary for enrichment of CBX7 at Polycomb target genes.

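RNA-seq of the PRC2 mutants covered ESCs and EpiLCs of 3 lines, with 3 libraries per line and stage. J2KO lacks JARID2, TKO lacks PHF1, MTF2 and PHF19, and QKO lacks all of these proteins. J2KO was compared with J2WT, and TKO and QKO with PclWT, each at the same stage. The authors' deposited counts were used as for the WT libraries. Counts in genes per library were 16082221 to 18026492 (median 17191871) in J2KO ESCs and 16207201 to 17122267 (median 17116815) in J2KO EpiLCs. TKO had 9241009 to 10182668 (median 9462084) in ESCs and 6784578 to 10599906 (median 9057119) in EpiLCs, and QKO had 8097673 to 9302561 (median 8744379) and 8880984 to 11253158 (median 9676674). Each comparison was fitted by edgeR on its own 6 libraries, and PclWT EpiLC replicate 1, which stood apart from replicates 2 and 3, is among the controls of TKO and QKO EpiLCs. QKO EpiLC replicate 2 had 4.037% of counts in rRNA genes, against 0.419% and 0.351% in the other 2. Mtf2 was at 43.9 ± 2.28 CPM in TKO ESCs and 37.9 ± 1.86 CPM in QKO ESCs. The log2 fold changes of Mtf2 in EpiLCs were -2.37 (standard error 0.13, edgeR adjusted p = 0.000144) in TKO and -2.62 (standard error 0.12, edgeR adjusted p = 8.42e-05) in QKO. Phf1 (ENSMUSG00000024193) fell from 7.8 ± 1.85 CPM in PclWT EpiLCs to 0.123 ± 0.135 CPM in TKO and 0.324 ± 0.0908 CPM in QKO. Phf19 (ENSMUSG00000026873), low in these cells, was at 3.04 ± 0.317 CPM, 2.43 ± 0.368 CPM and 0.99 ± 0.38 CPM in the same groups and did not pass in TKO, with a log2 fold change of -0.35 (standard error 0.21, edgeR adjusted p = 0.238). Jarid2 kept 508 ± 4.61 CPM in J2KO EpiLCs, a log2 fold change of -0.58 (standard error 0.03, edgeR adjusted p = 7.99e-17), and 492 ± 6.96 CPM in QKO EpiLCs, one of 0.33 (standard error 0.17, edgeR adjusted p = 0.17). Counts over a whole gene do not show whether a deleted exon is present, so Jarid2 and Phf19 mRNA do not check the labels.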

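Cbx7 mRNA, which encodes the chromobox subunit of canonical PRC1, changed by less than 2-fold in every mutant. Cbx7 (ENSMUSG00000053411, chromosome 15 of GRCm38 from 79915807 to 79971119) was at 247 ± 4.9 CPM in J2WT EpiLCs and 200 ± 19.4 CPM in J2KO EpiLCs (n = 3 each), a log2 fold change of -0.29 (standard error 0.04, edgeR adjusted p = 1.3e-06). In ESCs, Cbx7 was at 272 ± 1.37 CPM in J2WT and 349 ± 3.31 CPM in J2KO, a log2 fold change of 0.37 (standard error 0.03, edgeR adjusted p = 1.21e-09). The Cbx7 change in J2KO was thus downward in EpiLCs and upward in ESCs, each beyond the spread between replicates. TKO had a Cbx7 log2 fold change of 0.43 (standard error 0.12, edgeR adjusted p = 0.0343) in EpiLCs and 0.56 (standard error 0.06, edgeR adjusted p = 2.5e-07) in ESCs. QKO had 0.52 (standard error 0.12, edgeR adjusted p = 0.0144) and 0.32 (standard error 0.05, edgeR adjusted p = 1.24e-05). The adjusted p of Cbx7 in TKO EpiLC libraries rose over 0.05 when any 1 library other than PclWT EpiLC replicate 1 was left out (edgeR adjusted p = 0.0514 to 0.139), and also without a count filter (0.0584), and that in QKO EpiLCs did without any 1 of the QKO libraries.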

Since PHC1 is the most abundant PHC subunit in cPRC1 in ESCs,^4^ we next performed ChIP-Rx of PHC1 in mutant and matched WT ESCs and EpiLCs (Figures 2B, 2C, S2A, and S2B). This revealed that in contrast to CBX7, which tracks with JARID2, PHC1 tracked more closely with MTF2 and H3K27me3 (Figures 2B–2D). This suggests that most cPRC1 complexes are predominantly dependent on the levels of H3K27me3 for their association with target genes. This prompted us to investigate the effects of loss of PRC2.1 and PRC2.2 on the recruitment of the other CBX proteins. Since *Cbx4* is not expressed in EpiLCs (Figure S1B), we performed ChIP-seq of CBX2 in mutant and matched WT EpiLCs (Figures 2C and S2B). This strikingly revealed that CBX2 had increased binding on Polycomb target genes in *Jarid2*-null cells. Furthermore, in contrast to CBX7, the total amount of CBX2 binding to chromatin is increased in *Jarid2*-null ESCs (Figure 2E). However, in QKO ESCs that lack *Jarid2* and the three Polycomb-like proteins, CBX2 binding was mostly lost from Polycomb target genes, likely as a consequence of the reduced H3K27me3. 

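Cbx2, which encodes a chromobox subunit of canonical PRC1, was higher in EpiLCs than in ESCs of both WT lines, by less than 2-fold. Cbx2 (ENSMUSG00000025577, chromosome 11 of GRCm38 from 119022962 to 119031270) went from 34.8 ± 1.57 CPM to 63.3 ± 0.498 CPM in J2WT and from 54.3 ± 2.71 CPM to 74.2 ± 8.48 CPM in PclWT (n = 3 each). The log2 fold change of Cbx2 over both lines was 0.65 (standard error 0.09, edgeR adjusted p = 0.000108). In J2WT alone it was 0.87 (standard error 0.05, edgeR adjusted p = 5.94e-14), and in PclWT alone 0.43 (standard error 0.12, edgeR adjusted p = 0.0375).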

Finally, we found that vPRC1-mediated H2AK119ub1 accumulation was largely unchanged in the absence of PRC2 subcomplexes (Figures 2C and S2B), consistent with it acting upstream of PRC2 recruitment.^20^^,^^23^^,^^28^

Taken together, these data demonstrate that the PRC2.2 subunit JARID2 drives CBX7-cPRC1 recruitment to Polycomb target genes, whereas other cPRC1 formations are more reliant on H3K27me3, which is predominantly deposited by PRC2.1.

### JARID2 drives CBX7-cPRC1 recruitment while MTF2 drives CBX4-cPRC1 recruitment in ESCs

To further explore the respective functions of PRC2.1 and PRC2.2 in H3K27me3 deposition and cPRC1 recruitment, we established an exogenous *de novo* recruitment assay in mouse ESCs (Figure 3A). We ectopically expressed either FLAG-tagged MTF2 or FLAG-tagged JARID2 in QKO ESCs (Figure 3B). Importantly, expression of FLAG-MTF2 or FLAG-JARID2 was sufficient to re-establish PRC2.1 and PRC2.2 formation, respectively (Figure S3A), and Polycomb target gene binding (Figure S3B). Our previous work established that the majority of Polycomb target genes in ESCs are co-occupied by PRC2.1 and PRC2.2, while a subgroup of 187 gene promoters was bound by PRC2.1 only.^20^ Confirming the specificity of our assay, we found that the exogenous expression of FLAG-MTF2 promoted PRC2.1 binding at both “shared” and “PRC2.1 only” sites, whereas expression of FLAG-JARID2 promoted binding solely at the shared sites (Figure S3C). Consistent with its inability to bind to PRC2.1 only sites, FLAG-JARID2 was only capable of promoting CBX7 binding on PRC2.1/PRC2.2 shared sites (Figure S3C).

**Figure 3:**
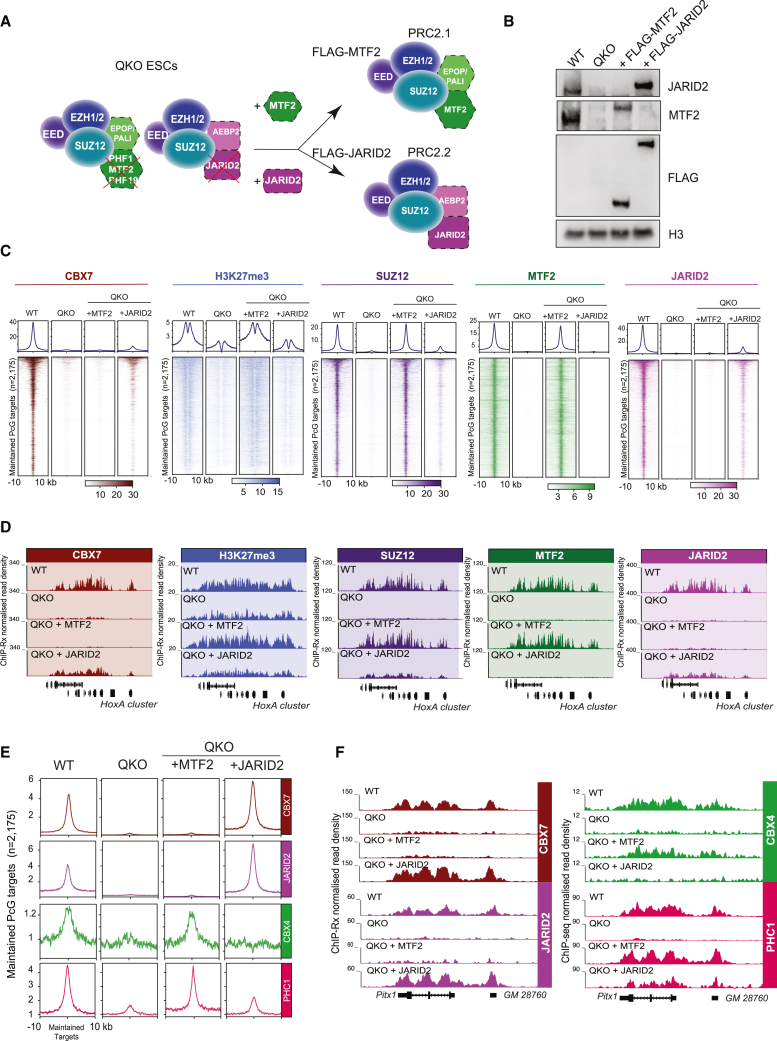
JARID2 promotes CBX7-cPRC1 while MTF2 promotes CBX4-cPRC1 recruitment to Polycomb target genes in ESCs (A) Schematic of PRC2.1 or PRC2.2 rescue strategy in QKO ESCs. (B) Western blot analyses of the indicated antibodies on total protein extracts from QKO ESC rescue lines, described in (A). (C) Average and tornado plots showing ChIP-Rx enrichments of indicated antibodies at maintained Polycomb targets (n = 2,175) in the relevant cell lines. (D) Genome browser tracks showing ChIP-Rx enrichments of indicated antibodies in the relevant cells at the extended *HoxA* locus. (E) Average plot showing ChIP-Rx and ChIP-seq enrichments of indicated antibodies at maintained Polycomb target genes (n = 2,175) in the relevant cell lines. (F) Genome browser tracks showing ChIP-Rx and ChIP-seq enrichments of indicated antibodies in the relevant cell lines at the *Pitx1* locus. See also Figure S3.

Strikingly, although exogenous FLAG-MTF2 promoted H3K27me3 deposition, it did not lead to CBX7 recruitment, whereas FLAG-JARID2 promoted CBX7 recruitment without promoting increases in H3K27me3 levels (Figures 3C and 3D). These results suggest that CBX7-cPRC1 is recruited, at least partially, independently of high levels of H3K27me3. Next, to directly compare the respective abilities of MTF2 and JARID2 to recruit CBX4-cPRC1 and CBX7-cPRC1 to target genes in ESCs, we repeated and extended the ectopic rescue assays (Figures 3E and 3F). In this experiment, we achieved higher levels of FLAG-JARID2, and this correlated with increased recruitment of CBX7 (Figures 3E and 3F). Strikingly, although FLAG-MTF2 was again not capable of promoting CBX7 recruitment, it was capable of recruiting CBX4 and PHC1 (Figures 3E and 3F). We believe this is due to a greater dependence of CBX4-cPRC1 on H3K27me3, which is largely mediated by MTF2-PRC2.1 (Figure 3C). It is also clear that PHC1 increases slightly upon FLAG-JARID2 expression, and this is likely representative of CBX7-PHC1-cPRC1 complexes (Figures 3E, 3F, and S3D).

We next speculated that PRC2-mediated methylation of residue K116 in JARID2 could serve as a binding substrate for the CBX7 chromodomain.^61^^,^^62^ To test this, we ectopically expressed either WT JARID2 or a JARID2-K116R mutant in QKO ESCs (Figure S3E). This revealed that the K116R mutation had no effect on the ability of JARID2 to promote CBX7 recruitment to target genes, and it suggests further that CBX7 localization is not largely affected by partially impaired PRC2.2 enzymatic activity. We next used *Aebp2* knockout (KO) ESCs^44^ and found that loss of AEBP2 has no consequence on the recruitment of CBX7 to target genes (Figures S3F and S3G). Furthermore, to rule out the possibility that JARID2 and CBX7 directly interact, we performed endogenous immunoprecipitation (IP) mass spectrometry of CBX7 in WT ESCs. This revealed that while we could detect the expected cPRC1 components, including PHC1/2/3 and PCGF2/4, we did not detect any PRC2 components above immunoglobulin G (IgG) negative control (Figure S3H).

Taken together, we have uncovered divergent functions for accessory proteins of PRC2.1 and PRC2.2 in the recruitment of different versions of cPRC1.

### CBX7-cPRC1 requires both JARID2 and H3K27me3 to bind to Polycomb target genes

To determine if H3K27me3 is required for CBX7-cPRC1 binding to Polycomb target genes, we treated WT ESCs with an inhibitor of PRC2 histone-methyltransferase activity (tazemetostat) for 7 days (Figure 4A). To test how this impacted the genome-wide occupancy and activities of PRC1 and PRC2, we performed genome-wide ChIP-Rx of H3K27me3, JARID2 and CBX7 (Figures 4B–4D) and SUZ12, MTF2 and H2AK119ub1 (Figures S4A–S4C). This revealed that even though CBX7 is overall reduced, it is not displaced from all target genes (Figure 4B), while tazemetostat effects on JARID2 binding were mild (Figure 4B). Interestingly, SUZ12, MTF2, and H2AK119ub1 increased on target genes (Figures S4A and S4B). We next divided Polycomb target genes into five quintiles, based on the CBX7 enrichment difference between DMSO and tazemetostat-treated cells, and plotted ChIP-Rx of CBX7, JARID2, and H3K27me3 (Figures 4C, 4D, and S4C). This revealed that CBX7 was largely retained on sites in quintile 1, while completely depleted from sites in quintile 5, and that its relative reduction on target genes correlated with reductions of JARID2 (Figures 4C, 4D, and S4C). However, an inherent limitation of this pharmacological approach, using an S-Adenosyl-L-methionine-competitive inhibitor, is that H3K27me3 is not 100% removed on all Polycomb target genes (Figure 4C).

**Figure 4:**
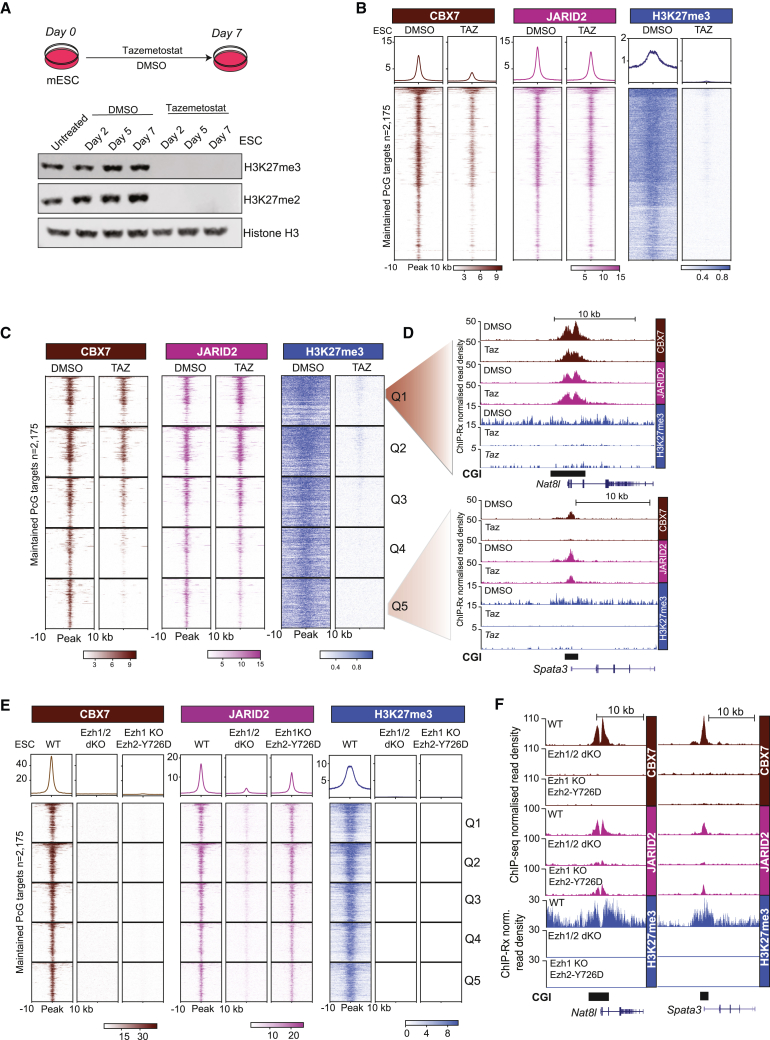
CBX7-cPRC1 requires JARID2 and low levels of H3K27me3 to bind to Polycomb target genes (A) Top: schematic of experimental design. Bottom: western blot analyses for the indicated antibodies on total protein extracts. (B) Average and tornado plots showing ChIP-Rx enrichments of indicated antibodies at maintained Polycomb targets (n = 2,175) in tazemetostat-treated or DMSO control ESCs. (C) Tornado plots showing ChIP-Rx enrichments of indicated antibodies in tazemetostat-treated or DMSO control ESCs at maintained Polycomb targets (n = 2,175), grouped into quintiles based on CBX7 abundance difference between DMSO and tazemetostat-treated ESCs. (D) Genome browser tracks of representative genes from quintile 1 (*Nat8I*) and quintile 5 (*Spata3*), showing ChIP-Rx of indicated antibodies in tazemetostat-treated or DMSO control ESCs. (E) Average and tornado plots showing ChIP-seq and ChIP-Rx enrichments of indicated antibodies in WT, *Ezh1*/*2*-dKO, and *Ezh1* KO/*EZH2-Y726D* at maintained Polycomb targets (n = 2,175) grouped into quintiles, as described in (C). (F) Genome browser tracks of indicated antibodies in *Ezh1*/*2*-dKO and *Ezh1* KO/*EZH2-Y726D* at representative genes from Q1 (*Nat8I*) and Q5 (*Spata3*). See also Figure S4.

This prompted us to take a genetic approach to evaluating if the complete loss of H3K27me3 would affect CBX7 binding to target genes. We availed of an ESC line CRISPR engineered to express a catalytically dead *Ezh2* (*Ezh2-Y726D*) in an *Ezh1* KO background.^63^ We performed ChIP-Rx of H3K27me3 and ChIP-seq of SUZ12, JARID2, and CBX7 (Figures 4E, 4F, S4D, and S4E). This confirmed that we could induce a complete loss of H3K27me3 in matched *Ezh1/2* KO and *Ezh1* KO/*Ezh2-Y726D* mutant ESCs lines (Figures 4E and 4F). Importantly, while SUZ12 and JARID2 were present on Polycomb target genes in this latter context, confirming the formation of a stable PRC2, no CBX7 was bound to Polycomb target genes.

Taken together, we propose that while modifying the levels of JARID2 on Polycomb target genes controls CBX7-cPRC1 recruitment, the presence of H3K27me3 is also necessary.

### Contrasting PRC2.1 and PRC2.2 binding profiles are consistent with independent recruitment mechanisms

Since PRC2.1 and PRC2.2 bind to target genes in ESCs via independent mechanisms,^16^^,^^20^^,^^24^^,^^48^^,^^50^^,^^64^ we sought to more closely explore their respective *de novo* recruitment profiles during ESC-EpiLC differentiation. We carefully monitored the recruitment profiles of PRC2.1 in the absence of PRC2.2 (J2KO) and separately monitored PRC2.2 in the absence of PRC2.1 (TKO). This revealed strikingly different binding profiles for each subcomplex (Figures 5A, S5A, and S5B). We first focused on PRC2 binding across the extended *HoxC* locus, which includes a region of *de novo* PRC2.1/PRC2.2 recruitment (spanning *Hoxc12-13*; red highlighted region) and another nearby region (spanning *Hoxc5-9*; gray highlighted region) where PRC2.1/PRC2.2 is maintained between ESCs and EpiLCs (Figures 5A, S5A, and S5B). In cells lacking PRC2.1 (TKO), SUZ12 was recruited in a broad, diffuse profile, whereas in cells lacking PRC2.2 (J2KO), SUZ12 was recruited in distinct peak-like profiles (Figure 5A). The broad profiles of SUZ12 in TKO EpiLCs mirrored JARID2 and CBX7 binding, as well as the broad and diffuse profiles of H2AK119ub1 (Figures 5A and S5A). By contrast, the distinct sharp peak profiles of SUZ12 in J2KO EpiLCs resembled MTF2 binding and mirrored the presence of CGIs (Figures 5A and S5B). Taken together, these distinct binding profiles of the PRC2 subcomplexes support previous evidence that PRC2.1 recruitment is dependent on CGIs, whereas PRC2.2 recruitment is dependent on H2AK119ub1.^20^^,^^23^^,^^28^^,^^47^^,^^48^

**Figure 5:**
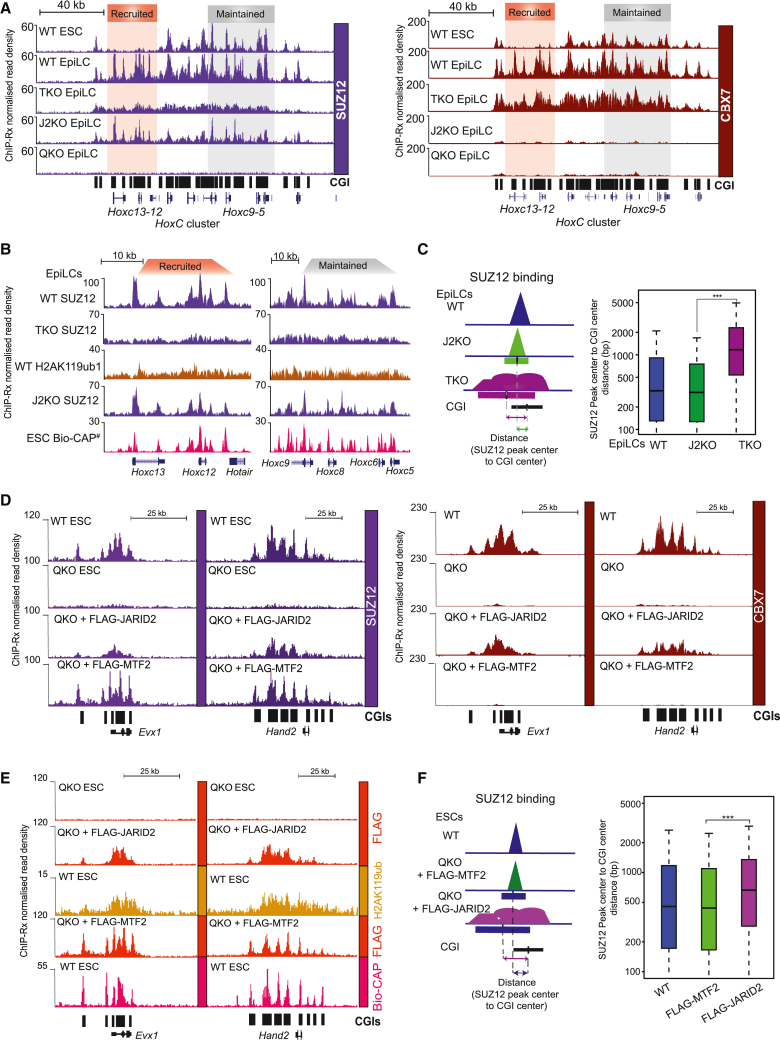
Contrasting PRC2.1 and PRC2.2 binding profiles consistent with independent recruitment mechanisms (A) Genome browser tracks showing SUZ12 and CBX7 ChIP-Rx binding in the relevant cells at the *HoxC* locus. The red region represents recruited genes, whereas the gray region represents a group of maintained genes. (B) Genome browser tracks of the indicated antibodies in the indicated cell lines. Bio-CAP tracks generated on wild-type ESCs, taken from GSE43512.^65^ (C) Left: schematic of assay design. Right: boxplot representing the distance between the SUZ12 peak center of WT, J2KO, and TKO EpiLCs and the center of the CGIs. ^∗∗∗^p value < 0.001. (D) Genome browser tracks of the indicated antibodies in the indicated cell lines at the extended *HoxC* locus. (E) Genome browser tracks of the indicated antibodies in the indicated cell lines, as well as Bio-CAP, the extended *HoxC* locus. (F) Boxplot representing the distance between the center of SUZ12 peaks in WT, and in QKO + FLAG-MTF2 or QKO + FLAG-JARID2. See also Figure S5.

We next directly compared SUZ12 binding in J2KO and TKO cells with H2AK119ub1 profiles and with Bio-CAP-seq, a method used for capturing non-methylated CpG-rich DNA^65^ (Figure 5B). This confirmed that in EpiLCs lacking PRC2.2 (J2KO), PRC2.1 consistently aligned precisely on CGIs. On the other hand, in cells lacking PRC2.1 (TKO), PRC2.2 tracked with H2AK119ub1 (Figures 5B, S5A, and S5B). Importantly, these data replicated across several published datasets,^20^^,^^21^ and the merged binding profiles of SUZ12 from TKO and J2KO reflect WT profiles (Figures S5C and S5D). To further explore PRC2.1 binding specificity to CGIs, we compared the distance between the CGI center and SUZ12 peak center in WT EpiLCs and cells lacking either PRC2.2 (J2KO) or PRC2.1 (TKO) (Figure 5C). The distance was greater in cells lacking PRC2.1 (TKO), compared with cells lacking PRC2.2 (J2KO). We also examined the correlation between PRC2 binding, Bio-CAP, and H2AK119ub1 across all Polycomb contexts and plotted them into a hierarchical clustering heatmap. This revealed that the CBX7 and “merged” SUZ12 profiles, as well as the SUZ12, MTF2, and JARID2 ChIP-Rx of WT EpiLCs, all enriched in the same cluster (Figure S5E, blue box). This analysis further confirmed a positive correlation between PRC2.1 (MTF2 and SUZ12 in J2KO ESCs) and Bio-CAP (Figure S5E, green box) and PRC2.2 (JARID2 and SUZ12) and CBX7 in TKOs with H2AK119ub1 (Figure S5E, purple box). Taken together, these analyses highlight a distinct shift in overall binding profiles depending on whether PRC2.1 or PRC2.2 is present.

Importantly, we corroborated these results using our exogenous *de novo* recruitment assay in QKO ESCs. Strikingly, exogenous FLAG-MTF2 recruited PRC2.1 in sharp peak-like binding profiles that overlapped with Bio-CAP, whereas exogenous FLAG-JARID2 recruited PRC2.2 and CBX7-cPRC1 to broad profiles, mirroring H2AK119ub1 at several independent Polycomb target genes (Figures 5D and 5E). Furthermore, the distance between the center of a CGI and SUZ12 peak was greater in FLAG-JARID2 compared with FLAG-MTF2 expressing ESCs (Figure 5F).

Taken together, these complementary systems establish that MTF2 directs PRC2.1 specifically to CGIs, whereas JARID2 is essential for directing PRC2.2 and CBX7-cPRC1 to broader regions, which mirror H2AK119ub1 deposition (Figure S5F).

### DNA and histone modification binding activities of MTF2 and JARID2 facilitate PRC2.1 and PRC2.2 chromatin binding

Next, we used our ectopic expression system to dissect the functional domains within the MTF2 and JARID2 proteins, which are necessary for the independent recruitment of PRC2.1 and PRC2.2, respectively. MTF2 is a multi-domain protein, containing a Tudor domain reported to bind *in vitro* to the H3K36me2/3 posttranslational modifications, and to a lesser extent to H3K27me3,^51^^,^^52^^,^^53^^,^^54^ and an EH domain capable of binding DNA with high affinity.^47^^,^^48^^,^^50^ The short isoform of MTF2 naturally lacks a Tudor domain, thereby facilitating a comparison between MTF2 with and without this domain. To disrupt MTF2-EH domain function, we introduced charge-swap mutations to two positively charged residues in the helix 3 region and to two conserved lysine residues in the wing 1 region (Figure S6A). To delineate the contributions of the MTF2-EH and MTF2-Tudor domains for targeting PRC2.1 to chromatin, we rescued QKO ESCs with FLAG-MTF2-L, FLAG-MTF2-L with the EH domain mutated (FLAG-MTF2-L-EH^mut^), FLAG-MTF2-S (lacking Tudor domain), and MTF2-S with the EH domain mutated (FLAG-MTF2-S-EH^mut^) (Figure 6A). Exogenous expression of each MTF2 protein was achieved to comparable levels, and initial ChIP-qPCR analyses of SUZ12, FLAG, and EPOP in the rescued QKO ESC lines revealed that expression of FLAG-MTF2-L rescued PRC2.1 binding at Polycomb target genes (Figures 6B and S6B). Strikingly, the disruption of the EH domain in either MTF2-L or MTF2-S was sufficient to completely deplete PRC2.1 recruitment (Figures 6C, 6D, S6B, and S6C), consistent with previous findings.^47^^,^^48^^,^^50^ Interestingly, exogenous expression of FLAG-MTF2-S, which lacks the Tudor domain, was capable of partially rescuing PRC2.1 binding, albeit to a lesser extent than FLAG-MTF2-L (Figures 6C, 6D, S6B, and S6C). However, while the PRC2.1 binding profile in the MTF2-S line still correlated with Bio-CAP peaks at CGIs (Figure 6D), its reduced binding at these sites was accompanied by moderate increases elsewhere in the genome (Figure S6D). Taken together, while these data support previous reports that the MTF2-EH domain is the primary mediator of PRC2.1 binding at CGIs, they also establish that the MTF2-Tudor domain further stabilizes PRC2.1 at these sites.

**Figure 6:**
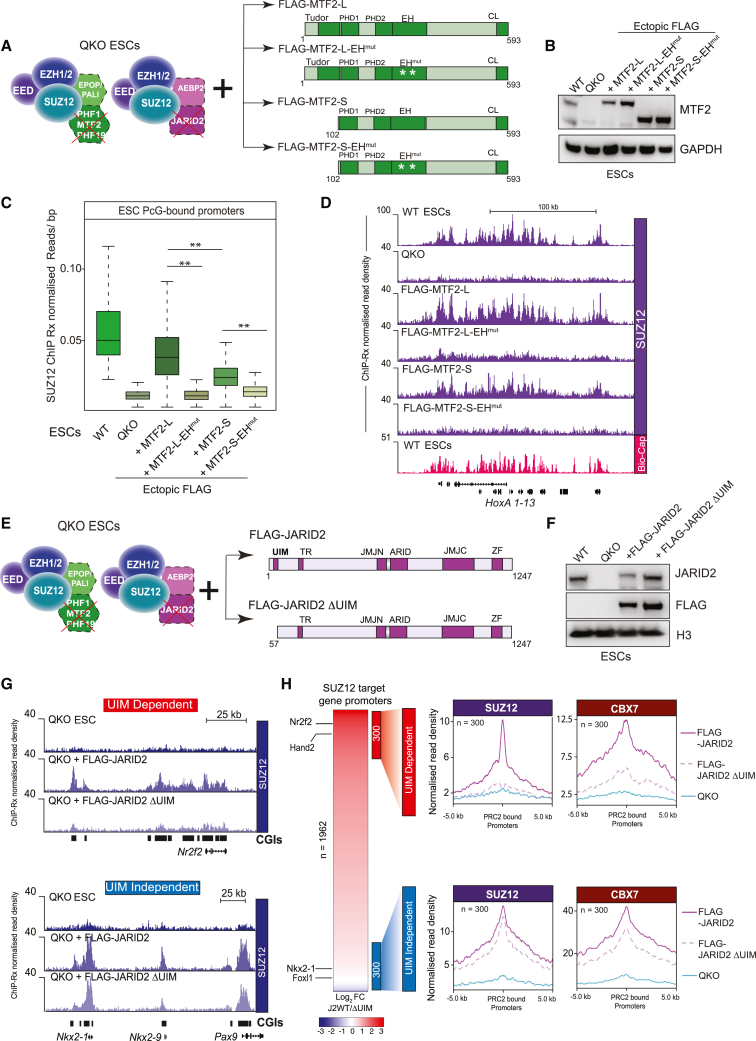
DNA and histone modification binding activities of MTF2 and JARID2 facilitate the respective chromatin binding of PRC2.1 and PRC2.2 (A) Schematic of wild-type or mutant MTF2 rescue strategy. (B) Western blot analyses using the indicated antibodies of total protein extracts in the indicated ESC lines. (C) Boxplot of SUZ12 ChIP-Rx read counts in the indicated ESC lines at all PRC2-bound promoters. ^∗∗^p value < 0.01. (D) Genome browser tracks showing SUZ12 ChIP-Rx profile on the *HoxA* locus in the indicated cell lines. Note the y axis values are adjusted to facilitate the visualization of the tracks. (E) Schematic of wild-type or truncated JARID2 rescue strategy. (F) Western blot analyses using the indicated antibodies on total protein extracts in the indicated ESC lines. (G) Genome browser tracks showing SUZ12 ChIP-Rx profile in the indicated cell lines at representative UIM-dependent (top) and UIM-independent (bottom) gene loci. (H) Left: heatmap representing the fold change of SUZ12 binding at PRC2 target promoters in QKO + JARID2-WT or QKO + JARID2-ΔUIM. Right: average plots showing ChIP-Rx normalized read densities for SUZ12 and CBX7 at the UIM-dependent (n = 300) and UIM-independent (n = 300) regions, in QKO and JARID2 rescue ESCs. See also Figure S6.

Next, to evaluate the contribution of the JARID2-UIM to the recruitment of PRC2.2 to Polycomb target genes, we ectopically expressed either WT FLAG-JARID2 or a truncated version, lacking the N-terminal region containing the UIM, in QKO ESCs (Figures 6E–6G). ChIP-Rx analysis of SUZ12 revealed that exogenous expression of FLAG-JARID2 partially rescued overall PRC2 binding at Polycomb target genes (Figures S6E and S6F). We identified a subset of target genes, including *Nr2f2* and *Hand2*, which was JARID2-UIM dependent, while another subcohort of target genes, including *Pax9 and Nkx2-1*, was JARID2-UIM independent (Figure 6G). We next ranked all PRC2-bound promoters based on the difference in SUZ12 binding between FLAG-JARID2 and FLAG-JARID2-Δ UIM expressing ESCs (Figure 6H, left). Average plots of SUZ12 and CBX7 binding at the top 300 “UIM-dependent” and “UIM-independent” Polycomb target genes confirmed that the ability of PRC2.2 to recruit CBX7-cPRC1 was dependent on the JARID2-UIM at the UIM-dependent sites (Figures 6H, right and S6G). The UIM-dependent sites had lower enrichments of H2AK119ub1, H3K27me3, MTF2, and JARID2 in WT ESCs, compared with the UIM-independent sites (Figure S6H). This indicates that the UIM-dependent sites are weaker Polycomb target genes and therefore perhaps more susceptible to changes in stabilizing interactions. We anticipate that additional interactions such as those mediated by AEBP2 may contribute to PRC2.2 binding at UIM-independent sites in the absence of the JARID2-UIM.

### JARID2 promotes 3D chromatin looping through CBX7-cPRC1 at Polycomb target genes

To explore the potential contributions of PRC2.1 and PRC2.2 to 3D chromatin interactions at a *de novo* Polycomb target gene during ESC-EpiLC differentiation, we performed circular chromosome conformation capture sequencing (4C-seq) at the *Tbx3* promoter in WT ESCs, WT EpiLCs, and EpiLCs lacking key PRC2 accessory proteins (Figure 7A). In WT ESCs, the interactions that were lost during the transition to EpiLCs were located at H3K27ac-enriched, ESC-specific enhancers (e.g., E1, E2, and E3) (Figures 7A, 7B, and S7A). The p300 acetyltransferase and OCT4 were previously shown to bind to these three enhancer elements in ESCs^66^ and are displaced upon differentiation to EpiLCs (Figure S7A). The sites that gained *de novo* interactions with the *Tbx3* promoter in WT EpiLCs were pre-bound distal SUZ12-enriched sites (e.g., S1, S2, and S3), which co-localized with JARID2, MTF2, and H3K27me3, and correspond to the promoters of the nearby *Tbx5* and *Lhx5* genes (Figures 7A and S7B). Both *Tbx5* and *Lhx5* are Polycomb repressed in both ESCs and EpiLCs and therefore classed among the “maintained” group of PRC2-bound genes (Figures 1B and S7C). 

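Tbx5 and Lhx5 gave few reads in WT ESCs and EpiLCs. Tbx5 (ENSMUSG00000018263, chromosome 5 of GRCm38 from 119832668 to 119885219), a T-box factor gene of heart and limb development, had 6 counts over the 3 J2WT ESC libraries and 2 over the 3 J2WT EpiLC libraries. PclWT had 8 Tbx5 counts in ESCs and 2 in EpiLCs. Lhx5 (ENSMUSG00000029595, chromosome 5 of GRCm38 from 120431699 to 120441223), a LIM homeobox gene, had 4 and 2 counts in J2WT ESCs and EpiLCs, and 15 and 1 in PclWT. No group mean of either gene among these exceeded 0.536 ± 0.314 CPM, that of Lhx5 in PclWT ESCs. In the mutant EpiLCs, Tbx5 counts were 5 in J2KO, 8 in TKO and 8 in QKO, and Lhx5 counts were 9, 1 and 4. Both genes lay under the count minimum and were not tested by edgeR.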

Loss of PRC2.1, PRC2.2, or both caused concurrent increases in *Tbx3* expression and associated H3K27ac deposition at recruited target sites (Figures S7C and S7D). 

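Tbx3 was higher in all 3 PRC2 mutants than in matched WT EpiLCs, by 16-fold in QKO, 4.61-fold in TKO and 1.35-fold in J2KO. J2KO EpiLCs had 9.18 ± 0.9 CPM of Tbx3 (n = 3), a log2 fold change of 0.43 (standard error 0.11, edgeR adjusted p = 0.0013), below the 2-fold size required of a differentially expressed gene. TKO EpiLCs had 41.9 ± 2.09 CPM (n = 3), a log2 fold change of 2.20 (standard error 0.16, edgeR adjusted p = 0.000345). In QKO EpiLCs, Tbx3 reached 144 ± 4.69 CPM (n = 3), a log2 fold change of 4.00 (standard error 0.17, edgeR adjusted p = 6e-05). WT EpiLCs, by comparison, had 6.9 ± 0.599 (J2WT) and 8.84 ± 1.82 CPM (PclWT). Every mutant library was above every library of its WT.

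**Figure D2:**
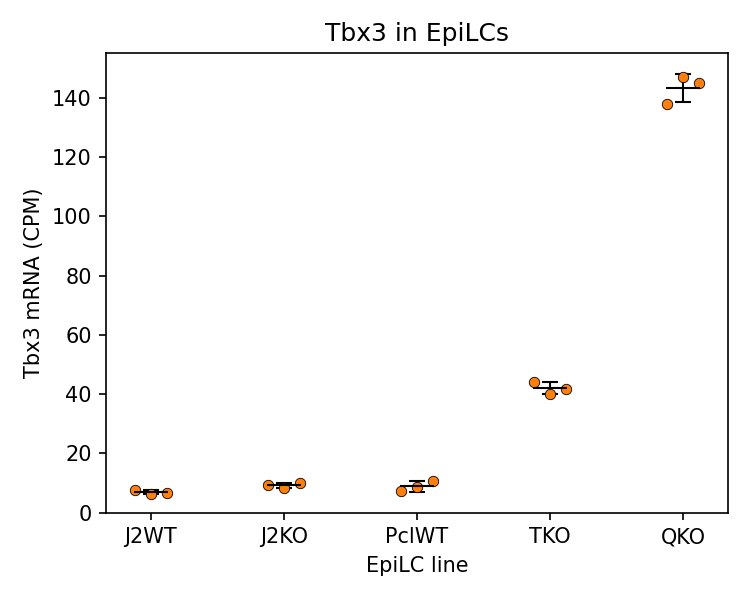
Tbx3 mRNA in CPM in EpiLCs of each line. Points are libraries, and bars are the mean ± SD of 3 libraries. QKO libraries lie highest, at a mean of 144 CPM.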

Strikingly, the *de novo* interactions with the *Tbx3* promoter did not occur in J2KO and QKO EpiLCs but were still able to form in TKO EpiLCs (Figures 7A and 7B). Importantly, JARID2 binding was maintained at these sites in TKO EpiLCs (Figures 7C and S7B). We next confirmed that cPRC1 subunits PHC1 and CBX7 are precisely co-localized with the PRC2 subcomplexes at S1, S2, and S3 regions in WT ESCs and EpiLCs, and CBX7 is not bound in J2KO and QKO cells (Figure 7C). We performed 4C-seq in *Pcgf2/4* KO EpiLCs (Figure 7C), in which the majority of CBX7 localization is lost (Figure S7E). 

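Tbx3 was higher in EpiLCs without PCGF2 and PCGF4, subunits of canonical PRC1, than in WT EpiLCs of the same set. This RNA-seq set held 3 Pcgf2/4 KO and 3 WT EpiLC libraries, with 10403211 to 10856276 (median 10492694) and 10452715 to 11146921 (median 10622069) counts in genes, treated as the other libraries. Neither the labels nor the text names the WT line, which was taken as the matched control. Tbx3 was at 13.3 ± 2.51 CPM in Pcgf2/4 KO and 3.88 ± 0.608 CPM in WT EpiLCs (n = 3 each), a log2 fold change of 1.79 (standard error 0.15, edgeR adjusted p = 4.43e-13). With all 9 WT EpiLC libraries as control Tbx3 was 2.04-fold higher and still called, against 3.46-fold with the matched WT. Pcgf2 (ENSMUSG00000018537) mRNA was at 64.6 ± 2.96 CPM in the knockout and 59 ± 3.26 CPM in WT. Bmi1 (ENSMUSG00000026739), which encodes PCGF4, was at 23 ± 1.05 CPM and 21.9 ± 2.63 CPM, so whole-gene counts of the targeted genes do not check the labels. Over the 12754 genes tested, 250 were higher and 490 lower in Pcgf2/4 KO. Cbx7 had a log2 fold change of 0.31 (standard error 0.04, edgeR adjusted p = 2.41e-09) there. Of 13 naive genes, 7 were higher and 1 was lower (limma's camera adjusted p = 1.16e-12, and adjusted p = 0.099 with an estimated correlation). Of 15 formative and primed genes, 0 were higher and 2 lower (limma's camera adjusted p = 8e-04, and adjusted p = 0.127 with an estimated correlation). All 3 fibroblast and feeder genes tested were lower (camera adjusted p = 0.000729, 0.099 with an estimated correlation). The 6 mitochondrial genes had a median log2 fold change of -0.42 (camera adjusted p = 5.48e-05, 0.256 with an estimated correlation), with 0 called. Genes of the Y chromosome were lower as a group, with Eif2s3y at least 1190-fold lower (0 counts in the knockout, a floor of 3 counts over the group).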

The interactions between the *Tbx3* promoter and the pre-bound Polycomb promoter regions (S1, S2, and S3) were lost in the absence of cPRC1 (Figure 7C), despite unaffected JARID2 binding, and this correlated with impaired repression of *Tbx3* during EpiLC differentiation (Figures 7D and 7E). Taken together, these data suggest that the proper repression of this *de novo* Polycomb target gene during differentiation is at least partially dependent on the activities of JARID2 to promote the focal recruitment of CBX7-cPRC1, which in turn is required to establish long-range chromatin interactions to either create or expand a Polycomb-repressed domain.

**Figure 7:**
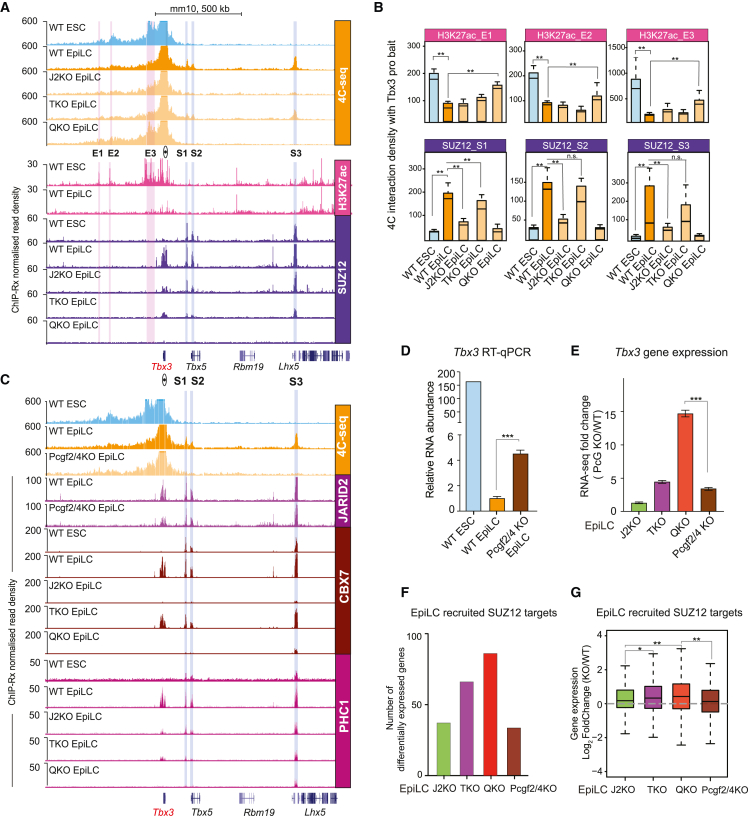
PRC2.1-deposited H3K27me3 and PRC2.2-JARID2-recruited CBX7-cPRC1 cooperate to mediate Polycomb target repression (A) Genome browser tracks showing 4C-seq analyses of the indicated cell lines using the *Tbx3* gene promoter as the viewpoint bait. SUZ12 and H3K27ac ChIP-Rx profiles are shown below. SUZ12-bound sites (S1, S2, and S3) are highlighted in blue, while the H3K27ac-enriched enhancers (E1, E2, and E3) are highlighted in pink. (B) Boxplots representing the 4C-seq densities at S1, S2, and S3 and E1, E2, and E3 in the indicated cell lines. ^∗∗^p value < 0.01. (C) Genome browser tracks showing 4C-seq analyses of the indicated cell lines using the *Tbx3* gene promoter as the viewpoint bait. ChIP-Rx profiles of the indicated antibodies in the relevant cell lines are also shown. (D) Relative mRNA abundance of *Tbx3* in WT ESCs, and WT and *Pcgf2/4* KO EpiLCs. Error bars represent SD (n = 3). (E) Bar plots representing the fold change of *Tbx3* expression between WT and PcG mutant EpiLCs. ^∗∗∗^p value < 0.001. Error bars represent SD (n = 3). (F) Bar plots representing the number of DESeq2-identified differentially expressed recruited Polycomb target genes in the indicated EpiLCs (n = 3). (G) Boxplots showing RNA-seq log_2_-fold change of WT compared with the respective KO EpiLCs. The gray dashed line indicates the y axis at 0. ^∗^p value < 0.05 and ^∗∗^p value < 0.01. Error bars represent SD (n = 3). See also Figure S7.

Finally, to explore the consequences of impaired recruitment of the PRC2 subcomplexes on Polycomb target gene expression, we compared global RNA-seq of WT and PRC2-mutant EpiLCs (Figure S7F). 

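TKO and QKO EpiLCs differed from their WT in Hox genes, and J2KO, TKO and QKO EpiLCs in genes of primitive endoderm and of naive pluripotency, as did J2KO and TKO EpiLCs in genes of formative and primed pluripotency, with 7 of these 10 list tests not passing at an estimated correlation. In J2KO EpiLCs, 859 genes were higher and 361 lower of 13781 tested. TKO EpiLCs had 885 higher and 924 lower genes of 12869 tested, and QKO EpiLCs 840 and 931 of 12897. Of 14 Hox genes tested, 11 were higher and 1 lower in TKO (limma's camera adjusted p = 2.52e-12, and adjusted p = 0.0635 with an estimated correlation), and of 15 in QKO, 12 were higher and 2 lower (limma's camera adjusted p = 7.18e-19, and adjusted p = 0.0217 with an estimated correlation). In J2KO, 2 of 3 Hox genes were higher, and the list did not pass (limma's camera adjusted p = 0.616, and adjusted p = 0.665 with an estimated correlation). Hoxa9, a patterning gene of the trunk, was counted 285 times in TKO and 2 times in PclWT EpiLCs, a ratio of 147 (95% interval 40.4 to 1220), and 752 times in QKO, a ratio of 357 (95% interval 98.6 to 2960). Of primitive endoderm genes, 11 of 13 were higher in TKO (limma's camera adjusted p = 1.76e-12, and adjusted p = 0.0489 with an estimated correlation), and 7 of 12 were higher and 1 lower in QKO (limma's camera adjusted p = 1.26e-05, and adjusted p = 0.14 with an estimated correlation). In J2KO, 5 of 12 were lower and 1 higher (limma's camera adjusted p = 0.0223, and adjusted p = 0.232 with an estimated correlation). The endoderm factor gene Gata6 had a log2 fold change of 5.38 (standard error 0.34, edgeR adjusted p = 0.000228) in TKO and -3.22 (standard error 0.22, edgeR adjusted p = 3.98e-13) in J2KO. Naive genes were higher in 9 cases and lower in 2 of 13 in QKO (limma's camera adjusted p = 8.96e-11, and adjusted p = 0.0201 with an estimated correlation), and in J2KO 4 were higher and 9 did not pass (limma's camera adjusted p = 0.000137, and adjusted p = 0.188 with an estimated correlation). In TKO, 6 naive genes were higher and 3 lower (limma's camera adjusted p = 0.00629, and adjusted p = 0.112 with an estimated correlation). Of formative and primed genes, 5 of 15 were higher and 1 lower in J2KO (limma's camera adjusted p = 0.000174, and adjusted p = 0.115 with an estimated correlation), and 7 of 14 were higher and 1 lower in TKO (limma's camera adjusted p = 0.00629, and adjusted p = 0.112 with an estimated correlation). In QKO, 3 of 13 were higher and 2 lower, and the list did not pass (limma's camera adjusted p = 0.616, and adjusted p = 0.692 with an estimated correlation). Mitochondrial genes had a median of -0.93 in TKO (camera adjusted p = 0.00162) and -0.86 in QKO (0.00197). Of 5 neuroectoderm genes, 2 were higher in TKO (0.000985). In QKO, 2 of 18 imprinted genes were higher and 7 lower (0.000313), and 5 of 13 germline genes higher and 1 lower (0.000288). None of these 5 tests passed with an estimated correlation (adjusted p = 0.121 to 0.172). Esrrb had a log2 fold change of 3.10 (standard error 0.17, edgeR adjusted p = 0.000118) in QKO, Klf4 one of 2.72 (standard error 0.20, edgeR adjusted p = 0.000242), and Dppa3 one of -7.18 (standard error 0.46, edgeR adjusted p = 0.000167). Among these lists the count adjusted over the list alone differed only for primitive endoderm in QKO, with 8 higher. H19, an imprinted noncoding RNA, had a log2 fold change of -2.70 (standard error 0.07, edgeR adjusted p = 3.88e-22) in J2KO and -5.03 (standard error 0.19, edgeR adjusted p = 4.78e-05) in QKO. Chromosomes 1, 11 and 14 shifted in TKO relative to PclWT, with median log2 fold changes of 0.41, -0.60 and 0.52. Divided at its middle gene, chromosome 14 had unequal parts, at 0.29 and 0.73. PclWT EpiLCs had a chromosome 11 median of 0.41 over J2WT, so part of that shift lay in the control. Without chromosomes 1, 11, 14 and Y, 1259 TKO EpiLC genes were called, a choice made after the medians were seen. In J2KO, chromosome 11 had a median of 0.50, with 155 of 1143 genes called, and chromosome 14 one of 0.24, with 98 of 454 called, and 897 J2KO EpiLC genes were called without the same 4 chromosomes. The mean log2 CPM of the formative list was 5.42 in PclWT EpiLCs, the control of TKO and QKO, and 7.50 in J2WT EpiLCs.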

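Genes near a PRC2 site of Table S1 were called in larger number in TKO than in J2KO EpiLCs, each against its WT. The excess lay in lower genes, and fewer of these genes were higher in TKO than in J2KO. Over all genes tested, 1809 of 12869 were called in TKO and 1220 of 13781 in J2KO. Chromosomes 1, 11 and 14 held 136, 289 and 118 of the TKO calls. In TKO, 392 of 1523 such genes were differentially expressed, 254 higher and 138 lower. J2KO EpiLCs had 350 of 1583, of which 281 were higher and 69 lower. Among recruited targets, 63 were higher and 26 lower in TKO, and 48 and 11 in J2KO. The homeobox gene Gbx2, a recruited target, rose from 4.04 ± 0.96 CPM in PclWT to 75.5 ± 0.702 CPM in TKO, a log2 fold change of 4.18 (standard error 0.18, edgeR adjusted p = 9.41e-05). Hmga2, a recruited target that encodes a chromatin architectural protein, had one of 3.36 (standard error 0.14, edgeR adjusted p = 9.34e-05), and Klf2, a naive pluripotency gene, one of -2.52 (standard error 0.21, edgeR adjusted p = 0.000488). In J2KO, Prdm14 had a log2 fold change of 2.25 (standard error 0.21, edgeR adjusted p = 2.54e-10) and the laminin gene Lama1 one of -2.07 (standard error 0.13, edgeR adjusted p = 4.49e-14), both recruited targets. Maintained targets called were 176 higher and 108 lower in TKO, and 230 and 51 in J2KO. The targets come from a copy of Table S1 that lacks part of the maintained sites. Gbx2 and Prdm14 lie on chromosome 1, 1 of the chromosomes that shifted as a whole in TKO. In J2KO, from which the Prdm14 value comes, chromosome 1 had a median of -0.01.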

The total number of differentially expressed direct target genes was greater in TKO EpiLCs, compared with J2KO EpiLCs (Figure S7F). While the number of differentially expressed genes did not vary much between TKO and QKO EpiLCs (Figure S7F), the degree to which genes such as *Tbx3* were upregulated in QKO compared with TKO and J2KO was significantly greater (Figures 7E–7G). 

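QKO EpiLCs had higher Tbx3, Prdm14 and Aqp3 than TKO EpiLCs, and the total numbers of called genes were close in the 2 mutants. Compared directly, 194 genes were higher and 421 lower in QKO than in TKO, of 12762 tested by edgeR on 3 libraries of each. The log2 difference of Tbx3 between QKO and TKO was 1.75 (standard error 0.05, edgeR adjusted p = 1.23e-17). The effect on Tbx3 exceeded that in J2KO by 3.60 in QKO (standard error 0.19, edgeR adjusted p = 1.34e-07) and by 1.79 in TKO (standard error 0.20, edgeR adjusted p = 2.42e-05), each relative to its own WT. Prdm14 was at 3.34 ± 0.647 CPM in TKO and 15.4 ± 0.804 CPM in QKO, a log2 difference of 2.21 (standard error 0.15, edgeR adjusted p = 5.38e-11). Aqp3, a water channel gene and recruited target, differed by 2.96 (standard error 0.12, edgeR adjusted p = 7.05e-15), and Nt5e, a 5′-nucleotidase gene, by -2.38 (standard error 0.21, edgeR adjusted p = 3.3e-09). Of 13 naive genes, 7 were higher and 1 was lower in QKO than in TKO (limma's camera adjusted p = 2.83e-14, and adjusted p = 0.0948 with an estimated correlation). Of 12 primitive endoderm genes, 0 were higher and 5 lower (camera adjusted p = 3.43e-09, 0.0948 with an estimated correlation). Of 14 formative and primed genes, 1 was higher and 5 lower (camera adjusted p = 0.00559, 0.287 with an estimated correlation). Mest, an imprinted gene, was at 3.64 ± 0.624 CPM in TKO and 106 ± 5.53 CPM in QKO. Against PclWT, Mest had a log2 fold change of -5.70 in TKO ESCs, so this difference need not be a rise in QKO. The rRNA gene n-R5-8s1, at 4.36 (standard error 0.74, edgeR adjusted p = 4.43e-05), the microRNA gene Mir6236, at 3.24 (standard error 0.55, edgeR adjusted p = 4.72e-05), and the tRNA synthetase gene Lars2, at 3.06 (standard error 0.55, edgeR adjusted p = 9.77e-05), were among the 10 genes most raised in QKO over TKO. Without QKO EpiLC replicate 2, which was high in rRNA genes, n-R5-8s1 in QKO vs TKO EpiLC libraries was at 1.77, Mir6236 at 1.2 and Lars2 at 0.96. DESeq2 gave these 3 genes no adjusted p. TKO and QKO share their PclWT controls. Both mutants had 505 genes higher and 581 lower, against 49.5 and 67 for independent lists, and 4 genes moved oppositely. Their fold changes correlated across genes at r = 0.838 with a covariance of 0.526, against 0.505 and 0.0243 in simulated unchanged groups with shared controls. Part of the excess may come from the controls. Unchanged groups hold no difference in level from PclWT, such as that on chromosome 11, so they set no upper limit on this part. Genes are not independent replicates.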

We found that the level of impaired gene repression in cells lacking *Pcgf2/4* was similar to that for loss of JARID2, while there was a significantly greater increase in the impaired repression in QKO and TKO (Figures 7F and 7G).

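Recruited targets were mostly higher where they changed in each mutant, with QKO EpiLCs at the largest number. In Pcgf2/4 KO EpiLCs, 35 of 279 recruited targets were higher and 14 lower, with a median log2 fold change of 0.18 (quartiles -0.23 and 0.62). With all WT EpiLC libraries as control the Pcgf2/4 KO median reversed to -0.07, and limma's camera at the preset inter-gene correlation gave p = 0.287. J2KO had a median of 0.21 (quartiles -0.19 and 0.72) over 317 targets and TKO one of 0.25 (quartiles -0.33 and 0.84) over 316. QKO had 89 higher and 17 lower of 321, with a median of 0.44 (quartiles -0.21 and 1.13). Inhbb, which encodes an activin subunit, had a log2 fold change of 2.74 (standard error 0.11, edgeR adjusted p = 2.36e-24) in Pcgf2/4 KO and 6.09 (standard error 0.31, edgeR adjusted p = 9.77e-05) in QKO, where its chromosome 1 had a median of 0.52. Jam2 had one of 2.22 (standard error 0.19, edgeR adjusted p = 2.32e-13) in Pcgf2/4 KO and 2.68 (standard error 0.11, edgeR adjusted p = 4.62e-18) in J2KO. Hmga2 went the other way in Pcgf2/4 KO, at -2.15 (standard error 0.08, edgeR adjusted p = 2.16e-25). Of the 142 recruited targets higher in at least 1 mutant, 17 were higher in at least 3 of 4 and 4 in all 4, namely Elovl7, Inhbb, Jam2 and Klf4. Elovl7 is named after its values were seen. Within each mutant, limma's camera gave p = 0.000454 in Pcgf2/4 KO, 0.0139 in J2KO, 0.000274 in TKO and 3.48e-10 in QKO, and with an estimated correlation p = 0.144, 0.115, 0.134 and 0.0378. The effect in Pcgf2/4 KO minus that in J2KO had a median of -0.02 (camera adjusted p = 0.818, and adjusted p = 0.863 with an estimated correlation). For TKO the median difference was 0.05 to J2KO (camera adjusted p = 0.172, and adjusted p = 0.611 with an estimated correlation) and 0.14 to Pcgf2/4 KO (camera adjusted p = 0.122, and adjusted p = 0.611 with an estimated correlation). QKO differed by 0.25 from J2KO (camera adjusted p = 0.000888, and adjusted p = 0.173 with an estimated correlation) and by 0.31 from Pcgf2/4 KO (camera adjusted p = 0.000201, and adjusted p = 0.173 with an estimated correlation). Directly, QKO and TKO differed by 0.16 (camera adjusted p = 7.08e-05, and adjusted p = 0.173 with an estimated correlation). The mean log2 CPM over recruited targets was higher in every library of a mutant than in every library of its own WT (exact permutation test, p = 0.1 for each mutant, the smallest p that 3 libraries against 3 allow). This mean covered 321 targets for every mutant, the number tested in QKO, and not each mutant's own tested targets. From Figures 7F and 7G, the paper states that impaired repression without PCGF2 and PCGF4 was like that without JARID2, and greater in QKO and TKO.

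**Figure D3:**
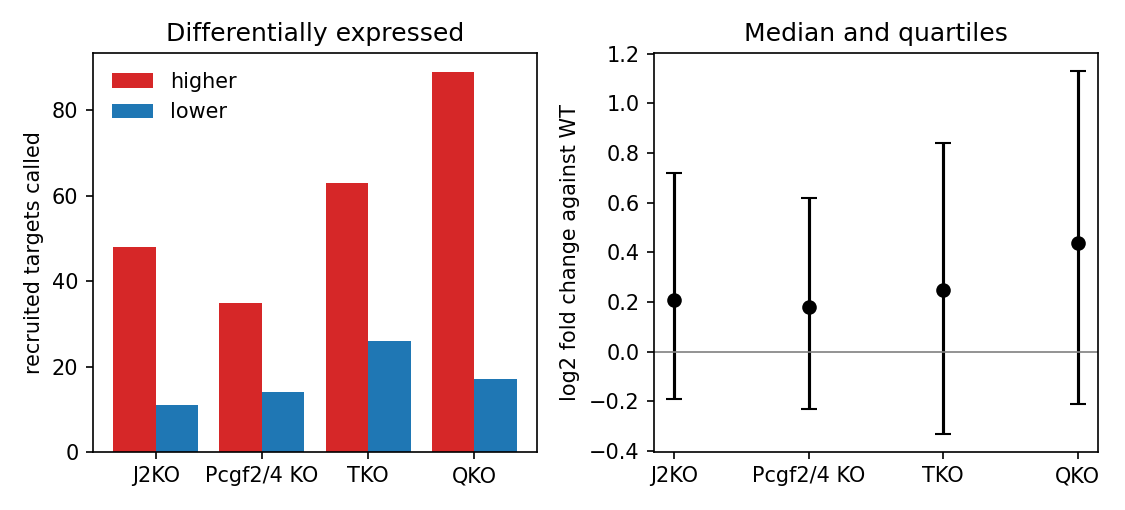
Recruited targets in EpiLCs of each mutant against its WT. The left panel gives the numbers of differentially expressed targets, higher (red) and lower (blue), and the right panel the median log2 fold change of the tested targets, with bars from the lower to the upper quartile. QKO has 89 higher targets and J2KO 48.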

Taken together, these data support a model whereby two distinct axes, directed by PRC2.1 and PRC2.2, combine for faithful repression of Polycomb target genes during differentiation. This occurs via a combination of PRC2.1-mediated broad H3K27me3 depositions and JARID2-dependent CBX7-cPRC1-mediated 3D looping, both of which contribute to the transition of the chromatin and transcriptional landscape.

## Discussion

It has been unclear why two independent PRC2 subcomplexes, PRC2.1 and PRC2.2, have persisted throughout evolution. Here, through genetic KO and replacement of key specific subunits, we discover independent functions of PRC2.1 and PRC2.2 in mediating Polycomb target gene repression. PRC2.1 has a specialized role in promoting the majority of H3K27me3 deposition, which promotes CBX2/4-cPRC1 recruitment, whereas PRC2.2 component JARID2 drives recruitment of CBX7-cPRC1. Furthermore, we define how PRC2.1 and PRC2.2 are independently recruited to Polycomb target genes via the DNA and chromatin-binding abilities of their specific subunits MTF2 and JARID2. The combination of their respective actions in promoting H3K27me3 deposition, cPRC1 recruitment, and in turn 3D chromatin looping, ultimately establishes stable Polycomb domains and gene repression during a cell-fate transition.

### PRC2.1 and PRC2.2 are co-recruited during pluripotent-state transition to promote repression of *de novo* Polycomb target genes

We establish that PRC2.1 and PRC2.2 are co-displaced from and co-recruited to Polycomb target genes during ESC-EpiLC differentiation. While it is possible that PRC2.1 and PRC2.2 regulate divergent sets of target genes during differentiation, our focus here on direct Polycomb target genes does not provide supporting evidence. Notably, the distinct recruitment mechanisms of PRC2.1 and PRC2.2 via CpG and H2AK119ub1 binding, respectively, coupled with more restricted expression of key accessory proteins, could provide avenues for distinct target gene regulation in different cellular contexts and other stages during development. Despite this, the mouse KO phenotypes of *Jarid2* or *Mtf2* cause prenatal lethality—indicating both are required for early development.^3^^,^^67^^,^^68^^,^^69^^,^^70^ However, in the absence of a mouse model lacking JARID2 and all three Polycomb-like proteins, it’s not yet known if the combined loss of PRC2.1 and PRC2.2 functions would have a more severe developmental phenotype.

While PRC2.1 and PRC2.2 have been reported to be recruited to chromatin via alternative mechanisms,^20^^,^^23^^,^^24^^,^^28^^,^^46^^,^^47^^,^^48^^,^^50^ we extend this by showing PRC2.1 binds precisely at CGIs, forming narrow peak-like profiles, whereas PRC2.2 binds in broader profiles, mirroring H2AK119ub1 deposition.

### JARID2 drives CBX7-cPRC1 recruitment while MTF2-PRC2.1 drives CBX2/4-cPRC1 recruitment

The prevailing model of cPRC1 recruitment involves its association with target genes through an affinity of chromodomain-containing CBX subunits for H3K27me3, and this facilitates subsequent Polycomb domain formation and compaction.^29^^,^^30^^,^^31^^,^^32^ However, there are five cPRC1-associated CBX proteins (CBX2/4/6/7/8) expressed in mammalian cells. While each of their chromodomains have varying affinities for H3K27me3, all display a lower affinity, compared with their homologous *Drosophila* subunit dPc.^71^ Although we show that CBX7 can immunoprecipitate vPRC1-PCGF1 and -PCGF6 proteins, their respective stoichiometries with CBX7 are more than 20-fold lower compared with cPRC1 member, PHC1. This, together with changes in PHC1 occupancy upon modulation of JARID2 levels, implies that CBX7 is recruited together with PHC1 in the context of cPRC1. Taken together, our data suggest that while CBX7-cPRC1 localization to target genes would appear to require at least low levels of H3K27me3, the extent of its recruitment is not modulated by changes in the level of H3K27me3 enrichment.

Interestingly, mammalian CBX chromodomains can bind to DNA as well as H3K27me3.^72^^,^^73^^,^^74^ Similarly, the C terminus of JARID2 has been reported to have affinity for DNA.^75^ While the exact mechanism of JARID2-dependent CBX7 recruitment is still unclear, a recent cross-linked IP mass spectrometry experiment suggested JARID2 and CBX7 are in close proximity at target sites.^33^ We speculate that the recruitment mechanism could involve the ability of CBX7 to interact with DNA and histones, in addition to its ability to bind to H3K27me3. Supporting this, cPRC1 has been reported to associate with target genes in the presence of PRC2, but absence of H3K27me3, in *Drosophila* larval tissues.^76^ Taken together with our data, this raises the possibility of H3K27me3-independent associations of cPRC1 with chromatin. In fact, an interesting possibility is that JARID2 promotes CBX7-cPRC1 recruitment as part of the less enzymatically active EZH1-PRC2.

### Deciphering the DNA and histone-binding domains required for PRC2.1 and PRC2.2 recruitment

Here, using an exogenous rescue assay, we establish that the JARID2-UIM is not required for PRC2.2 binding at approximately half of all PRC2.2 target genes in ESCs. This subcohort of Polycomb target genes that do not require the JARID2-UIM is associated with higher enrichment of Polycomb proteins. Therefore, we speculate that the presence of AEBP2 provides sufficient interaction for PRC2.2 to bind at these loci. Additionally, the JARID2-ARID and -zinc finger DNA-binding domains may also play a role.^75^^,^^77^^,^^78^

We also decipher the contributions of the MTF2-EH and MTF2-Tudor domains for targeting PRC2.1 to target genes. We find that that the EH domain is essential for targeting PRC2.1 to all target genes in ESCs, supporting previous studies.^48^ Intriguingly, a direct comparison of the naturally occurring short and long MTF2 isoforms revealed that the Tudor domain also contributes to overall levels of PRC2.1 binding at target genes. However, its loss did not impair the specificity of PRC2.1 binding to CGIs. Furthermore, the short isoform lacking the Tudor domain had moderately increased binding at regions outside of Polycomb target genes. This suggests that the Tudor domain contributes to stabilizing PRC2.1 at CGIs. Potentially, it could engage with or “sample” H3K36me2 and/or H3K36me3 elsewhere throughout the genome and function to direct PRC2.1 away from these regions.

Overall, we have uncovered independent functions for PRC2.1 and PRC2.2, which reshape our understanding of the hierarchical recruitment model for Polycomb complexes. The prevailing model implicates H3K27me3 as the sole recruiting factor for CBX proteins in cPRC1. Instead, our results place JARID2 at the forefront of CBX7-cPRC1 recruitment. In addition, we elucidated the mechanisms through which the distinct PRC2.1 and PRC2.2 subcomplexes bind on chromatin and contribute to establish *de novo* Polycomb-mediated repression during the transition from naive to primed pluripotency. Together, these results reshape our understanding of the mechanisms governing Polycomb system function.

### Limitations of the study

Although the data provided in this paper show that JARID2 is essential for CBX7-cPRC1 association with Polycomb target genes, the precise mechanism remains elusive. While we establish that fellow PRC2.2 component AEBP2 does not have a role, further dissection of the domains within JARID2 will be necessary to evaluate how it exerts its control on CBX7-cPRC1. In addition, further studies are needed to compare the binding dependencies of all CBX proteins (CBX2/4/6/8) of cPRC1 and to dissect their likely divergent mechanisms of chromatin targeting. Finally, while we established that PRC2.1- and PRC2.2-specific accessory proteins drive the recruitment of different forms of cPRC1 to chromatin in pluripotent ESCs and pre-gastrulation EpiLCs, it will be important to further evaluate the biological significance of these findings in additional cellular contexts, including models of development and disease.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

H3K27me3; ChIP	Cell Signaling	Cat#9733 (C36B11); RRID: AB_2616029
H2K119ub1; ChIP, WB	Cell Signaling	Cat#8240 (D27C4); RRID: AB_10891618
H3K27me3; WB	Active motif	Cat#61017; RRID: AB_2614987
H3K27ac; ChIP	Abcam	Cat#ab4729; RRID: AB_2118291
SUZ12; ChIP, WB	Cell Signaling	Cat#3737 (D39F6); RRID: AB_2196850
JARID2; ChIP, WB	Cell Signaling	Cat#13594 (D6M9X); RRID: AB_2798269
MTF2; ChIP, WB	Peprotech	Cat#16208-1-AP; RRID: AB_2147370
CBX7; ChIP, WB	Abcam	Cat#ab21873; RRID: AB_726005
CBX7; ChIP, IP-MS	Millipore	Cat#07-981; RRID:AB_10807034
CBX2; ChIP, WB	Cell Signaling	Cat#18687
CBX4; ChIP, WB	Cell Signaling	Cat#44268; RRID:AB_2799261
PHC1; ChIP, WB	Cell Signaling	Cat#13768; RRID:AB_2716803
FLAG; ChIP, WB	Gift from Dr. Claudio Ciferri	N/A
IgG; ChIP	Merck	Cat#12371; RRID: AB_145840
H3; WB	Abcam	Cat#ab1791; RRID: AB_302613
IRDye 800CW Goat anti-Mouse IgG; WB	LI-COR	Cat#925-32210; RRID: AB_2687825
IRDye 800CW Goat anti-Rabbit IgG; WB	LI-COR	Cat#925-32211; RRID: AB_2651127
IRDye 680LT Goat anti-Mouse IgG; WB	LI-COR	Cat#925-68020; RRID: AB_2687826
IRDye 680LT Goat anti-Rabbit IgG; WB	LI-COR	Cat#925-68021; RRID: AB_2713919

**Chemicals, peptides, and recombinant proteins**		

2i-PD0325901	CAYMAN	Cat#13034-10
2i- CHIR99021	CAYMAN	Cat#13122-10
bFGF Recombinant Human Protein	Gibco	Cat#13256029
Activin A	Peprotech	Cat#120-14
Fibronectin	Millipore	Cat#FC010
Tazemetostat (EPZ-6438)	Selleck Chemicals	Cat#S7128
Formaldehyde	Sigma-Aldrich	Cat#252549
Triton X-100	Sigma-Aldrich	Cat#T8787
IGEPAL CA-630	Sigma-Aldrich	Cat#I8896
Phenol – chloroform – isoamyl alcohol mixture	Sigma-Aldrich	Cat#77617
Proteinase K	Sigma-Aldrich	Cat#P2308
RNase A	Thermo Fisher Scientific	Cat#EN0531

**Critical commercial assays**		

NDiff227 medium	Takara	Cat#Y40002
GMEM medium	Sigma-Aldrich	Cat#G5154
AMPure beads	Beckman Counter	Cat#A63881
Protein-A-Dyna Beads	Thermo Fisher Scientific	Cat#10001D
Protein-G-Dyna Beads	Thermo Fisher Scientific	Cat#10003D
RNeasy Mini Kit	Qiagen	Cat#74104
RNase-Free DNase Set	Qiagen	Cat#79254
T4 DNA ligase	New England Biolabs	Cat#M0202M
T4 DNA ligase buffer	New England Biolabs	Cat#B0202S
High Sensitivity D1000 Reagents	Agilent	Cat#5067-5585
High Sensitivity D1000 ScreenTape	Agilent	Cat#5067-5584
Q5 Site-Directed Mutagenesis Kit	New England Biolabs	Cat#E0554
Luna Universal qPCR Master Mix	New England Biolabs	Cat#M3003E
NEBNext Ultra II DNA Library Kit for Illumina	New England Biolabs	Cat#E7645
NEBNext Poly(A) mRNA Magnetic Isolation Module	New England Biolabs	Cat#E7490
NEBNext Ultra RNA Library Prep Kit	New England Biolabs	Cat#E7770
Expand Long Template PCR System	Roche	Cat#11759060001

**Deposited data**		

ChIP-seq	This paper	GEO:GSE199530
RNA-seq	This paper	GEO:GSE199530
4C-seq	This paper	GEO:GSE199530
Original western blot and gel images	This paper	Mendeley Data: https://doi.org/10.17632/t969jsj3t7.1
ESC Bio-CAP	Long et al.^65^	GEO:GSE43512
ESC ChIP-seq	Healy et al.^20^	GEO:GSE127121
ESC ChIP-seq	Hojfeldt et al.^21^	GEO:GSE127804
OCT4 and P300 ChIP-seq	Buecker et al.^66^	GEO:GSE56138

**Experimental models: Cell lines**		

J2WT mESC	Fisher lab	Landeira et al.^79^
JARID2 KO mESC	Fisher lab	Landeira et al.^79^
PclWT mESC	Koseki lab	N/A
PHF1, MTF2, PHF19 TKO mESC	Koseki lab	N/A
JARID2,PHF1, MTF2, PHF19 QKO mESC	Bracken lab	Healy et al.^20^
Pcl JARID2 KO ESC	Bracken lab	Healy et al.^20^
QKO+res MTF2-L mESC	This paper	N/A
QKO+res MTF2-S mESC	This paper	N/A
QKO+res MTF2-L-EHmut mESC	This paper	N/A
QKO+res MTF2-S-EHmut mESC	This paper	N/A
QKO+res JARID2-Full lenth (FL) mESC	This paper	N/A
QKO+res JARID2-ΔUIM	This paper	N/A
Ezh1/2 dKO mESC	Pasini lab	Lavarone et al.^63^
Ezh1 KO/Ezh2 Y726D mESC	Pasini lab	Lavarone et al.^63^

**Software and algorithms**		

Botwie2, v2.3.4.3	Langmead and Salzberg^80^	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Ensembl, GRCm38.101	Yates et al.^81^	https://www.ensembl.org/index.html
Fastqc, v0.11.9	Andrews^82^	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/
macs2, v2.2.7.1	Feng et al.^83^	https://github.com/macs3-project/MACS/releases/tag/v2.2.7.1
samtools, v1.9	Li et al.^84^	http://www.htslib.org/
bedtools, v2.27.1	Quinlan and Hall^85^	https://bedtools.readthedocs.io/en/latest/
deeptools, v3.3.0	Ramirez et al.^86^	https://deeptools.readthedocs.io/en/develop/
Picard tools	Broad Institute	http://broadinstitute.github.io/picard/
STAR, v2.7.1a	Dobin et al.^87^	https://github.com/alexdobin/STAR
DESeq2, v1.22.1	Love et al.^88^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
featureCounts, v1.6.4	Liao et al.^89^	https://rdocumentation.org/packages/Rsubread/versions/1.16.1
R:pheatmap,v1.0.12	Klode^90^, R package, 2012	https://cran.r-project.org/web/packages/pheatmap/index.html
R:ggplot2, v3.3.3	Wickham, R package, 2011^91^	https://cran.r-project.org/web/packages/ggplot2/index.html
pipe4C	Krijger et al.^92^	https://github.com/deLaatLab/pipe4C
intervene	Khan and Mathelier^93^	https://intervene.readthedocs.io/
MaxQuant 1.6.0.1	Cox and Mann^94^	https://www.maxquant.org/
R v3.5.1	R Core Team	https://cran.r-project.org/

**Other**		

NextSeq 500/550 High Output Kit v2.5 (75 Cycles)	Illumina	Cat# 20024906

### Resource availability

#### Lead contact

Further information and request for resources and reagents should be directed to and will be fulfilled by the lead contact, Adrian Bracken ().

#### Materials availability

Commercially available reagents are listed in the key resources table. All plasmids or cell lines generated in this study are available on request.

### Experimental model and subject details

#### Cell culture

Mouse embryonic stem cells (ESCs) were grown on gelatinized culture dishes in GMEM (Sigma) supplemented with 20% FBS (Gibco), 100U/mL Penicillin-Streptomycin (Gibco), 50 μM β-mercaptoethanol (Sigma), 1:100 GlutaMax, 1:100 non-essential amino acids (Gibco), 1mM sodium pyruvate (Gibco), 1:500 homemade leukaemia inhibitory factor (LIF), and 2i components; 3 μM GSK inhibitor CHIRON99021 (Cayman) and 1 μM MEK inhibitor PD0325901 (Cayman).The ESCs were spited and changed medium every 2 days. For EpiLC differentiation experiments, the dishes were coated with 16 μg/ml fibronectin for 2∼3 hours. 2 million ESCs were washed three times with PBS and seeded on the fibronectin coated dish in NDiff227 medium (Takara) supplemented with 20 ng/ml Activin A (Peprotech), 12 ng/ml bFGF (Gibco) and 1% Knockout Serum Replacement (KSR, Thermo) for 2 days. The EpiLC culture medium were changed daily. Human NTERA2 embryonic carcinoma cells (NT2) for ChIP-Rx spike-in were cultured in DMEM supplemented with 10% FBS (GIBCO), 100 U/mL penicillin (GIBCO) and 100U/mL streptomycin (GIBCO).

### Method details

#### Exogenous expression in mESCs

For rescue experiments, pCAG or pLenti vectors encoding FLAG-HA-tagged human JARID2 or MTF2 constructs were generated by site-directed mutagenesis (Q5 SDM kit, New England Biolabs). pCAG vectors were transfected into knockout ESCs using Lipofectamine 2000 (Thermo Fisher). Stable clones were derived through puromycin-selection. Single clones were expanded, and stable integration of the construct was screened by western blot. The pLenti venti vector was used to make lenti-virus. This was transduced into knockout ESCs. Stable clones were derived through puromycin-selection and stable integration of the construct was screened by western blot analysis.

#### Inhibition of PRC2 histone methyltransferase activity

E14 mouse ESCs were treated with high concentration of (10 μM) of Tazemetostat for 7 days. Cells were harvested for western blot analyses at days 2, 5, and 7, and for ChIP-qPCR analyses at day 7.

#### Preparation of nuclear lysates and western blotting

Cells were scraped down to collect them, washed three times in PBS and resuspended in ice cold nuclear extract buffer (10 mM Tris pH 8.0, 100 mM NaCl, 2 mM MgCl2, 0.3 M Sucrose, 0.25% NP40, 1mM PMSF, 2 mg/mL Aprotinin, 1 mg/mL Leupeptin). Lysate was then passed through a tight dounce six times and centrifuged for 15 minutes at 200rpm at 4°C to isolate nuclei. Nuclei were then lysed in ice cold High Salt buffer (50 mM Tris-HCl, pH 7.2, 300mM NaCl, 0.5% (v/v) NP-40, 1mM EDTA pH7.4, 2 mg/mL Aprotinin, 1 mg/mL Leupeptin, 1mM PMSF). Cells were then sonicated and incubated for 20 minutes at 4 °C while rotating to ensure sufficient lysis. The lysates were then clarified at 14,000rpm at 4 °C for 25 mins. Nuclear lysates were then separated on SDS-PAGE gels and transferred to nitrocellulose membranes. Membranes were subsequently probed using the relevant primary (overnight at 4 °C) and secondary (1 hour at room temperature) antibodies. Relative proteins levels were then determined by chemiluminescence or fluorescence-based approaches on an Odyssey LiCOR Fc imaging system.

#### FLAG immunoprecipitation

Whole cell lysates of QKO mESCs expressing Flag-tagged JARID2 and Flag-tagged MTF2 constructs were prepared in High Salt buffer (50 mM Tris-HCl pH7.2, 300 mM NaCl, 0.5% (v/v) NP-40, 1 mM EDTA pH7.4, 2 μg/mL Aprotinin, 1 μg/mL Leupeptin, 1mM PMSF), sonicated 3 x 10 sec pulses and subjected to tight dounce 20 times. The lysates were rotated at 4°C for 20 mins. Before being diluted with No Salt Buffer (50 mM Tris-HCl, 0.5% (v/v) NP-40, 1 mM EDTA pH7.4, 2 μg/mL Aprotinin, 1 μg/mL Leupeptin, 1mM PMSF). The lysates were incubated with 20 μL anti-FLAG M2 beads (Genentech) overnight with rotation at 4 °C, in the presence of 250 U/mL Benzonase nuclease. Beads were washed 5 times with wash buffer (1:1 dilution of, high salt buffer: no salt buffer). Precipitated proteins were eluted from the beads by addition of 60 μL 0.5 mg/mL FLAG-peptide (sequence: DYKDDDDK), while shaking at 25°C for 30 min.

#### Endogenous CBX7 immunoprecipitations

Cells were resuspended in Buffer C (20mM HEPES pH 7.9, 0.2mM EDTA, 1.5mM MgCl_2_, 20% glycerol, 420mM NaCl, 2μg/mL Aprotinin, 1 μg/mL Leupeptin, 1mM PMSF), sonicated 3 x 15 seconds and dounced 20 times with a tight pestle. Lysates were incubated for 20 min rotating at 4 °C and clarified by centrifugation at 20,817g at 4 °C for 20 min. Lysates were dialysed for 5 hours at 4 °C against 50 volumes of Buffer C100 (20mM HEPES pH 7.9, 0.2 mM EDTA, 1.5 mM MgCl2, 20% glycerol, 125 mM KCl). Lysates were again clarified by centrifugation at 20,817g at 4 °C for 20 min. 5 μg antibody was coupled to 20μL packed Protein A beads (Sigma) by incubation in 1mL PBS (0.1% Tween-20) at 4 °C rotating overnight. Beads were collected by centrifugation at 5,440g at room temperature and washed twice in 1 mL 0.2 M Sodium Borate pH 9.0. Antibodies were then crosslinked to beads by incubation in 1mL 0.2M Sodium Borate pH 9.0 (containing 20mM dimethyl pimelimidate dihydrochloride) at room temperature rotating for 30 min. The reaction was quenched by washing beads once in 1 mL 0.2 M Ethanolamine pH 8.0 and incubating for 2 hr at room temperature rotating in 1 mL 0.2 M Ethanolamine pH 8.0. The beads were washed once in Buffer C100 and blocked for 60 minutes at 4 °C rotating in Buffer C100 (0.1mg/mL Insulin (Sigma), 0.2mg/mL Chicken egg albumin (Sigma), 0.1% (v/v) fish skin gelatin (Sigma)). Antibody-crosslinked beads were incubated with protein lysates, in the presence of 250U/mL Benzonase nuclease, at 4 °C rotating overnight and then washed 5 times in Buffer C100 (+0.02% NP-40). After the final wash, beads were resuspended in 100 μL of SDS-PAGE sample buffer. Immunoprecipitated material was eluted by boiling for 5 min with shaking before centrifuging the beads at 20,817g for 5 minutes and keeping the resulting supernatant.

#### Mass spectrometry measurements and analysis

All immunoprecipitations for mass spectrometry were performed in triplicate. After the final wash, beads were resuspended in 50 μl elution buffer (2M Urea, 100 mM Tris pH 8, 10 mM DTT) and incubated 20 min on a shaker (1300 rpm) at RT. After incubation, iodoacetamide was added to a final concentration of 50 mM, followed by 10 min shaking in the dark at RT. Partial digestion and elution from the beads was initiated by adding 0.25 mg Trypsin (Promega; V5113) for 2 hr. The supernatant containing the IP samples was collected and the beads were resuspended in 50 μL elution buffer followed by a 5 min incubation shaking at RT. Both supernatants were combined and 0.1 mg Trypsin was added followed by overnight incubation at RT. The digestion was stopped by adding TFA (final concentration 0.5%). The resulting digested samples were desalted and purified using StageTips.^95^ The peptides were eluted from StageTips with buffer B (80% acetonitrile, 0.1% formic acid), concentrated to 5 μL by SpeedVac centrifugation at room temperature, and filled up to 12 μL using buffer A (0.1% formic acid). Pulldown samples were measured on an Orbitrap Exploris (Thermo Fisher Scientific) using a gradient from 9%–32% Buffer B for 50 min followed by washes at 50% then 95% Buffer B resulting in total of 60 min data collection time. Scans were collected in data-dependent top speed mode with dynamic exclusion set at 45 s. Acquired mass spectra were analyzed with MaxQuant 1.6.0.1^94^ with default settings, and algorithms for label-free quantification and iBAQ (intensity based absolute quantification) were enabled, and by searching the mouse UniProt protein database downloaded in June 2017. All MaxQuant output was analysed with R (version 4.0.3) and enrichment analysis of the pulldowns was done with the use of the DEP package for differential enrichment analysis of proteomics data^96^ to determine significant interactors of CBX7 over IgG control.

#### RNA extraction and RT-PCR analysis

Total RNA was extracted using the Qiagen RNeasy RNA kit with DNaseI on-column treatment. Then cDNA was synthesized with High-Capacity cDNA Reverse Transcription kit (Thermo Fisher). For quantitative RT-PCR, cDNA was amplified using Luna Universal qPCR Master Mix (NEB) with specific primers on QuantStudio 3 real-time PCR systems (Applied Biosystems).

#### Chromatin immunoprecipitations

Cells were collected and washed with PBS 2x, then suspended in 10 ml PBS. Next, cells were fixed with 1% formaldehyde (Sigma) with rotation for 10 minutes, followed by quenching with glycine. Fixed cells were washed with cold PBS (with proteinase inhibitors cocktails, PIC) then lysed in SDS lysis buffer (0.5% SDS, 100mM NaCl, 50mM Tris pH 8.0, 5mM EDTA pH 8.0) pulsed PIC. The lysate was pelleted by spinning at 1400 rpm for 5 minutes at room temperature. With discarding the supernatant, the chromatin pellet was suspended in 0.33% SDS incubation buffer (0.3% SDS, 1.6% Triton X-100, 100mM NaCl, 50mM Tris pH 8.0, 5mM EDTA pH 8.0) pulsed PIC at a concentration of ∼30 million cells per ml, followed by Branson Sfx150 Sonifier sonication for total ON 4 minutes (1 second ON, 4 seconds OFF; 50% amplitude) to achieve enrichment of 200∼500 bp DNA fragments. Sonicated chromatin was checked by agarose gel electrophoresis or TapeStation 2000 (Agilent) and quantitated with Qubit.

For regular ChIP, 10∼20 μg chromatin and specific antibodies (e.g. SUZ12, JARID2, MTF2, FLAG, H3K27me3, and H2AK119ub1) were incubated overnight with rotation at 4 °C. Following morning, 30 μl protein A/G magnetic beads were added to each ChIP sample, and incubated with rotation at 4 °C for 2 hours. After incubation, the beads were washed 5 times; once with low salt buffer (2 mM EDTA, 20 mM Tris, 1% Triton, 0.1% SDS and 150 mM NaCl), twice with high salt buffer (2 mM EDTA, 20 mM Tris, 1% Triton, 0.1% SDS and 500 mM NaCl) and twice with TE (1 mM EDTA and 10 mM Tris). After the last wash, beads were suspended in 200 μl elution buffer (1% SDS, 0.1 M NaHCO_3_) and incubated for 15 minutes with rotation at room temperature followed by incubation in the thermomixer for 10 minutes with gentle shaking (500 rpm) at 37 °C. The eluted ChIP supernatant was transferred to a new EP tube and incubated in a thermomixer overnight with 1000 rpm shaking at 65°C to remove the crosslinks. Then, RNase A was added and incubated for 1 hour at 37 °C with shaking; followed by Proteinase K treatment for 2 hours at 55 °C with shaking. ChIP DNA was purified using the Qiagen MinElute PCR purification kit and measured with the Qubit High-Sensitive DNA assay kit. Quantitative PCR was performed to check the ChIP efficacy with suitable primers.

In addition, quantitative ChIP-Rx was performed using a modified published approach.^20^^,^^97^ Briefly, 10% human NT2 chromatin was added to mouse chromatin lysate. Alternatively, spike-in chromatin of *Drosophila* S2 cells (Active Motif, 53083) and spike-in antibody H2Av (Active Motif, 61686) were added to mouse chromatin according to the manufacturer’s protocol. Mixed chromatin was treated as single regular ChIP-seq experiment until the completion of DNA sequencing.

#### 4C-seq assay

Circularized chromosome conformation capture (4C) assays were performed using a modified published approach.^98^^,^^99^ Briefly, 10 million detached ESCs or EpiLCs were fixed with 1% final formaldehyde for 10 minutes and quenched with final 0.125 M glycine. The cells were lysed in the 30 ml lysis buffer (50 mM Tris pH 7.5, 150 mM NaCl, 0.5% NP-40, 1% Triton, 5 mM EDTA, and proteinase inhibitors: 2 μg/mL Aprotinin, 1 μg/mL Leupeptin, 1mM PMSF) with rotation at 4 °C for 45 minutes. Isolated nuclei were then fully digested by restricted enzyme DpnII overnight digestion followed by overnight ligation with 50 U T4 DNA ligase at cool room temperature (18∼20 °C). Ligated circular DNA were purified after de-crosslinking incubation with proteinase K at 65 °C for overnight, followed by further incubation with Rnase A at 37 °C for 1 hour. The purified DNA was further digested with restricted enzyme NlaIII and then ligated again and purified. The 4C libraries were amplified with the viewpoint-specific primers with inverse PCR using Roche Expand Long Template PCR System. For each viewpoint, at least 8 PCR reaction products were pooled to enhance the library complexity. The 4C PCR products were purified using Qiagen Quick PCR purification Kit. *Tbx3* promoter viewpoint primers are AAGGGAAGAAGCTGCAGATC (Reading primer) and TGAAGGGAGCCCCACATG.

#### ChIP-seq and 4C-seq library preparation

ChIP-seq and 4C-seq library preparation was performed using the NEBNext Ultra II DNA Library Kit for Illumina (E7645) according to the manufacturer’s protocol. Briefly, 5 ng DNA for ChIP-seq (50 ng DNA for 4C-seq) was incubated with end-repair and A-tailing buffer and enzyme and incubated first for 30 minutes at 20 °C and then for 30 minutes at 65 °C. Then adapters, DNA ligation mix, ligation enhancer were added and incubated at 20 °C for 15 minutes, following USER enzyme treatment at  37 °C for 15 minutes. Post-ligation clean-up was performed using AMPure XP beads. 87 μl (0.9x) beads were added to ligated DNA by gentle pipetting up-down a few times and incubated for 10 minutes at room temperature, then washed with freshly made 80% ethanol twice, eluted in 15 μl 0.1x TE buffer. Library DNA was PCR amplified for 7∼8 cycles (4∼5 cycles for 4C-seq library) with unique index primers and purified with AMPure beads. ChIP-seq libraries were sequenced using Illumina NextSeq 500 platform with 75-bp single-end module.

#### RNA-seq library preparation

RNA-Seq library preparation was performed using the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490) and NEBNext Ultra RNA Library Prep Kit for Illumina (E7770), according to the manufacturer’s protocol. Prior to starting library preparation, RNA integrity quality was confirmed by RNA ScreenTape with TapeStation (RIN > 9). Total 1 μg RNA was used for library preparation. Following poly(A) RNA enrichment, RNA was fragmented to a size of ∼290 bp, and reverse transcribed to double-strand cDNA. Following cDNA end-repair and A-tailing and adaptor ligation, library DNA was amplified with index primers. Purified library DNA was quantified using the Qubit, and size distributions were measured on a TapeStation (Agilent). RNA-seq library was sequenced with Illumina NextSeq 500 platform.

#### ChIP-seq analysis

ChIP-seq reads quality was confirmed by fastqc,^82^ then high-quality reads were aligned to reference mouse genome (mm10) by bowtie2.^80^ PCR duplicate reads were removed by Picard. For UCSC genome browser visualization, bigwigs were generated by BamCoverage with extending to 200 bp and RPGC normalization.^86^

ChIP-Rx seq reads quality was confirmed by fastqc, then high-quality reads were aligned to target reference mouse genome pulsed spike-in genome (mm10+hg38 or mm10+dm6) by bowtie2 with MAPQ > 2.^97^ The aligned bam files were split to target bam (mm10) and spike-in bam (hg38 or dm6). PCR duplicate reads were removed by Picard for both target and spike-in bam files. The duplicates-removed spike-in bam files mapped reads number was counted and used for generating the normalization factor (a). Generally, normalization factor (a) was calculated by 1 divide the spike-in genome bam file reads count. ChIP-Rx bigwig files were generated by BamCoverage with times normalization factor (a).^86^ For H3K27me3 ChIP-Rx analysis of Tazemetostat treated cells, the normalization factor was normalized to background H3K27me3 regions.^100^ We used the top 2000 H3K27ac peaks as the H3K27me3 background regions for this normalization.

For peak calling, H3K27me3 and H2AK119ub1 peaks were called by macs2 with broad cut-off 0.05; Polycomb peaks were called with narrow cut-off 0.05 setting.^83^ To identify Polycomb target genes, the genes of TSS ±2 kb overlapped with polycomb peaks were regarded as Polycomb target genes. To classify the three groups of Polycomb target genes (see Table S1), the SUZ12 signal of Polycomb targets in ESC and EpiLC (n=2, J2WT and PclWT) was compared using DESeq2 with cut-off (Log_2_FC > 1 and p-value<0.05). The ‘Recruited’ Polycomb target genes were identified using log_2_FC (EpiLC/ESC) > 1; and the ‘Displaced’ Polycomb target genes were identified using Log_2_FC (EpiLC/ESC) < -1. The overlap pie chart analyses of SUZ12, MTF2 and JARID2 ChIP-Rx was plotted using the Intervene tool.^93^

#### CpG islands and Bio-CAP data analysis

CpG islands (CGI) were adapted from ESC Bio-CAP peaks GSE43512.^65^ The Bio-CAP reads were processed according to Long et al. pipeline, which is similar to ChIP-seq. Briefly, the reads were aligned to the mouse genome (mm10) with bowtie2. PCR duplicates were removed using Picard MarkDuplicates. The bigwig file was generated by BamCoverage with RPGC normalization. To investigate the Polycomb binding around CGI in MTF2-lack ESC, or EpiLC, the distance between Polycomb ChIP peak center and CGI was determined by bedtools intersect. The distances in relevant ESC and EpiLC were plotted as boxplot. The merged Polycomb peaks were extended from the center to 5 kb up- and down-streaming with total length of 10 kb. Because the Polycomb protein peaks are narrow and H2AK119ub1 peaks are broad, to investigate the correlation among ChIP-seq samples, the 2 kb-bins were introduced to calculate the correlation. Then extended peaks were spitted to 5 equal bins (2 kb bin), the mapped reads count of each 2-kb bin was measured by multiBamSummary with the option of -bed. The correlation heatmap of ChIP-seq samples was plotted with R pheatmap.

#### RNA-seq analysis

RNA-seq reads quality was confirmed by fastqc, then high quality reads aligned to reference mouse transcriptome (Ensembl GRCm38.101) with STAR2.7.1.^87^ The transcriptome aggregated reads counts were combined a metatable for down-streaming analysis. Differentially expressed genes (DE genes) were identified using DESeq2.^88^ Removed the low-expressed genes (BaseMean < 15), the DE genes were counted with cut-off 2 folds change (Log_2_FC> 1 or Log_2_FC <-1) and padj<0.05. For visualization on the UCSC Genome Browser, bigwigs were generated by BamCoverage with no extend and RPKM normalization.^86^

#### 4C-seq analysis

4C-seq fastq was trimmed to same length and confirmed the quality using fastqc. 4C-seq data was analysied using the full analysis pipeline pipe4C.^92^ Briefly, the index information text file was edited according to the restrict enzyme and specific bait information. pipe4C will process data, identify and trim read primer fastq, then align to mouse genome mm10. The analysis module was *cis*, which analyze the site 2 Mb region around the bait, provide normalized bigwig and wig files. The quantitative 4C-seq signal at H3K27ac and SUZ12 sites was measured from normalized 4C bigwig files.

### Quantification and statistical analysis

Data obtained from RT-qPCR and RNA-seq quantifications were analyzed using a two-tailed Student’s t-test assuming unequal variances. Correlations were analyzed using the Pearson’s method. Numbers of experimental replicates, P-values and the tests can be found in the figure legends.

## Data Availability

• Newly generated high-throughput sequencing data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Original western blot and gel images reported in this paper have been deposited at Mendeley and are publicly available as of the date of publication. The DOI is listed in the key resources table. • No new software was developed during this study. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: PRC2.1- and PRC2.2-specific accessory proteins drive recruitment of different forms of canonical PRC1
**Source:** Mol Cell. 2023 May 4;83(9):1393–1411.e7. doi: 10.1016/j.molcel.2023.03.018
**Supplement:** Document S1. Figures S1–S7 and supplemental references

**Supplemental information**

**PRC2.1- and PRC2.2-specific accessory proteins  
drive recruitment of different forms  
of canonical PRC1**

**Eleanor Glancy, Cheng Wang, Ellen Tuck, Evan Healy, Simona Amato, Hannah K. Neikes, Andrea Mariani, Marlena Mucha, Michiel Vermeulen, Diego Pasini, and Adrian P. Bracken**

## **Supplemental information**

### **PRC2.1 and PRC2.2 Specific Accessory Proteins Drive Recruitment of Different Forms of Canonical PRC1.**

Eleanor Glancy, Cheng Wang, Ellen Tuck, Evan Healy, Simona Amato, Hannah K. Neikes, Andrea Mariani, Marlena Mucha, Michiel Vermeulen, Diego Pasini, Adrian P. Bracken.

**Figure S1. Polycombs and histone modifications during ESC to EpiLC differentiation, Related to Figure 1.**

(A) Western blot analyses on nuclear lysates from ESCs and EpiLCs, using the indicated antibodies.

(B) Bar plot representing mRNA abundance of genes encoding PRC2 and PRC1 subunits in WT ESCs (blue) and EpiLCs (orange). 

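mRNAs of most PRC2 and PRC1 subunits changed by less than 2-fold between WT ESCs and EpiLCs. Of 13 PRC2 subunit genes, 1 was higher and 2 were lower (limma's camera adjusted p = 0.172, and adjusted p = 0.435 with an estimated correlation). The core subunit gene Eed fell from 313 ± 5.77 CPM to 145 ± 1.74 CPM in J2WT and from 190 ± 7.31 CPM to 86.5 ± 13.3 CPM in PclWT (n = 3 each), a log2 fold change of -1.13 (standard error 0.07, edgeR adjusted p = 1.42e-07). Epop, a PRC2.1 accessory gene, had a log2 fold change of -1.93 (standard error 0.29, edgeR adjusted p = 0.000146), and Phf19 one of 1.28 (standard error 0.19, edgeR adjusted p = 0.000114). Suz12 had one of -0.83 (standard error 0.08, edgeR adjusted p = 3.22e-06) and Ezh2, the methyltransferase gene, one of 0.06 (standard error 0.08, edgeR adjusted p = 0.553). Of 20 PRC1 subunit genes, 2 were lower and 18 did not pass (limma's camera adjusted p = 0.86, and adjusted p = 0.872 with an estimated correlation), and the counts adjusted over each list alone were equal. Phc1, a polyhomeotic subunit gene, went from 400 ± 17.1 CPM to 808 ± 33.2 CPM in J2WT, a log2 fold change of 0.93 (standard error 0.10, edgeR adjusted p = 1.3e-05) over both lines. Cbx7 had a log2 fold change of -0.02 (standard error 0.07, edgeR adjusted p = 0.837). Gapdh, a glycolysis gene often used as a reference, had one of -0.06 (standard error 0.07, edgeR adjusted p = 0.503).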

Error bars show standard deviation (n=3).

(C) Pie charts showing the overlap fraction of 'displaced', 'maintained', and 'recruited' sites from JARID2, MTF2 and SUZ12 ChIP-Rx analyses, respectively. The colour and size of pie indicate the fraction of overlap.

(D) Heatmaps of H3K27me3, H2AK119ub1, CBX7 and H3K27ac ChIP-Rx enrichments with normalized read densities from three categories of SUZ12 target genes, identified in Figure 1B.

**Figure S1.**

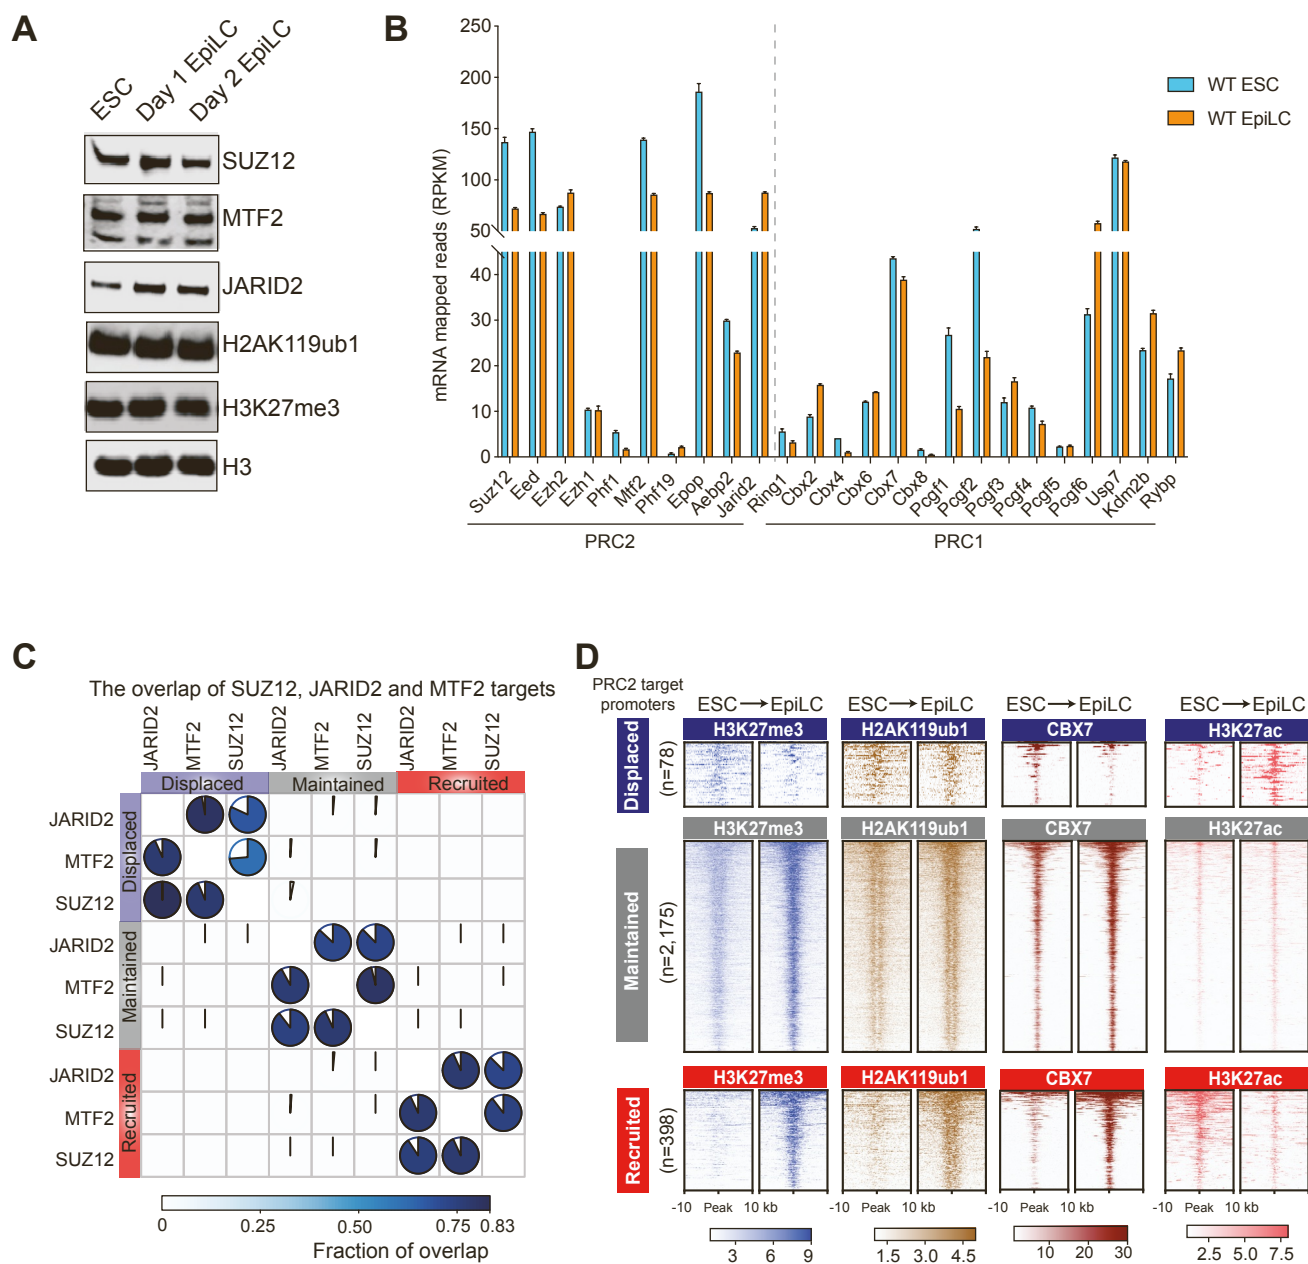

**Figure S2. PRC2.1 drives H3K27me3 deposition while PRC2.2 drives CBX7-cPRC1 recruitment to Polycomb target genes, Related to Figure 2.**

- (A) Genome browser tracks showing ChIP-Rx profiles of the indicated antibodies in WT ESCs; WT, J2KO, TKO and QKO EpiLCs at the 'Recruited' *Pdgfa* gene locus. (B) Average and tornado plots showing ChIP-Rx and ChIP-seq enrichments of the indicated antibodies at 'Maintained' Polycomb target genes (n=2,175) in WT, J2KO, TKO and QKO EpiLCs.
- (C) Tornado plots showing CBX7 ChIP-Rx enrichments on 'Maintained' Polycomb target genes in WT and J2KO EpiLCs, generated from a different ESC strain (E14).
- (D) As in C for WT, J2KO, TKO and QKO ESCs.
- (E) Tornado plots showing CBX7 ChIP-Rx enrichments generated using an alternative antibody (Millipore) on 'Maintained' Polycomb target genes in WT, J2KO, TKO and QKO EpiLCs (n=2,175).
- (F) Tornado plots showing JARID2 ChIP-Rx enrichments on 'Maintained' Polycomb target genes in WT and *Pcgf2/4* KO EpiLCs.
- (G) Bar plot representing the mRNA abundance of *Cbx7* (RPKM from RNA-seq) in relevant cell lines. Error bars represent standard deviation (n=3)
- (H) Western blot analysis of total protein extracts from WT, J2KO, TKO and QKO ESCs, using the indicated antibodies.

Figure S2.

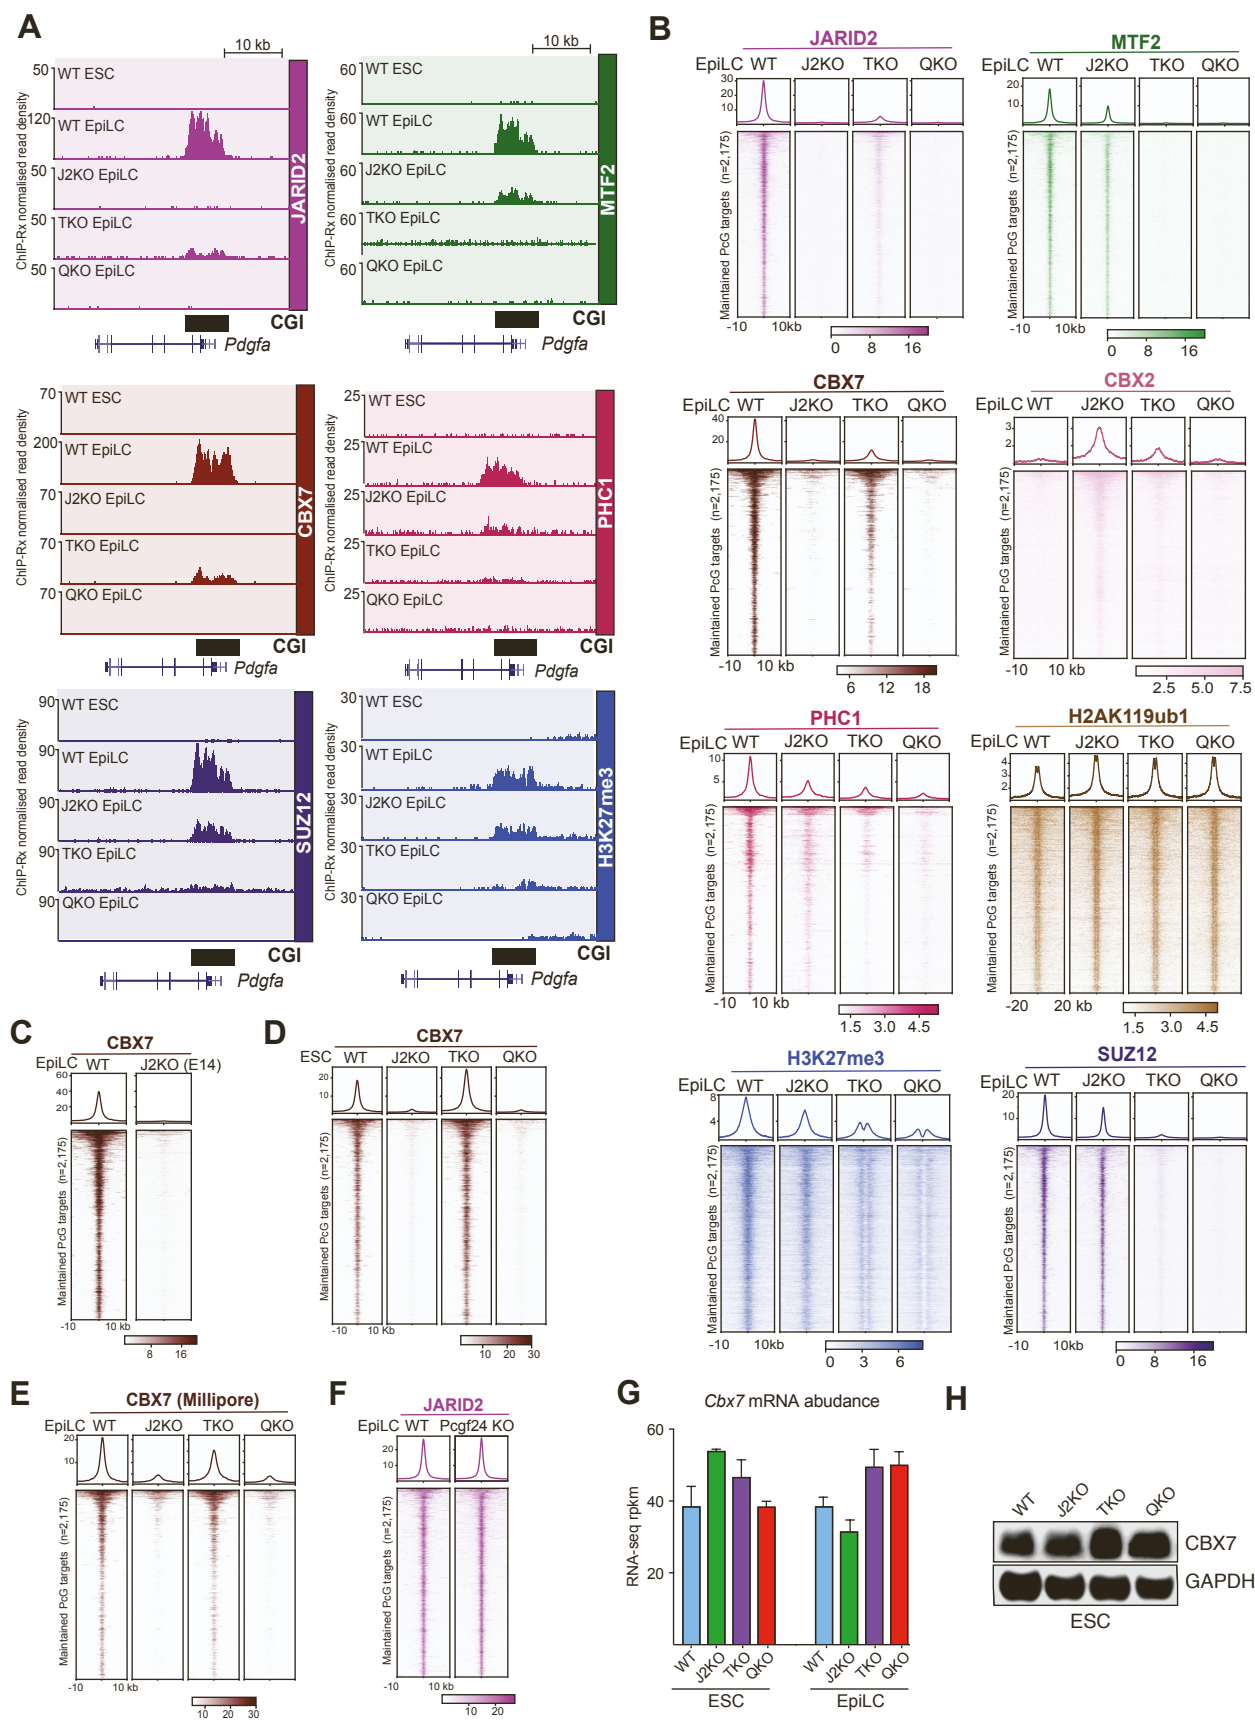

**Figure S3. Rescue of PRC2.1 or PRC2.2 recruitment with ectopic expression of MTF2 or JARID2, respectively, Related to Figure 3.**

(A) Western blot analyses using the indicated antibodies on FLAG immunoprecipitations and input lysates from QKO ESCs, and from QKO ESCs either ectopically expressing FLAG-MTF2 or FLAG-JARID2.

(B) ChIP-qPCR analysis of AEBP2, EPOP and IgG in WT, QKO, QKO + FLAG-MTF2 and QKO + FLAG-JARID2 ESCs. Error bars represent standard deviation of technical triplicates.

(C) Average plots of ChIP-Rx enrichments for JARID2, CBX7, SUZ12 and MTF2 and ChIP-seq enrichments of PHC1 in QKO, and QKO ESCs ectopically expressing either FLAG-MTF2 or FLAG-JARID2 at PRC2.1 only regions (top) and PRC2.1/PRC2.2 shared regions (bottom). The PRC2.1/PRC2.2 shared and PRC2.1 only regions were taken from Healy *et al.*, 2019<sup>1</sup>.

(D) Box plot of PHC1 ChIP-seq signal in QKO and QKO ESCs ectopically expressing either FLAG-MTF2 or FLAG-JARID2 at PRC2.1/PRC2.2 shared regions. The \*\*\* indicates a p-value < 0.001.

(E) ChIP-qPCR analysis of CBX7 and JARID2 in WT, QKO, QKO + JARID2 and QKO + JARID2-K116R ESCs. Error bars represent standard deviation of technical triplicates.

(F) Western blot analyses using the indicated antibodies on whole cell lysates from WT and *Aebp2*<sup>GT/GT</sup> ESCs.

(G) ChIP-qPCR analysis of CBX7 in WT and *Aebp2*<sup>GT/GT</sup> ESCs. Error bars represent standard deviation of technical triplicates.

(H) Endogenous IP-MS using CBX7 as bait. Table of iBAQ values (units x10<sup>7</sup>) of PRC1 and PRC2-associated proteins identified in endogenous co-IPs of CBX7 performed on E14 mouse ESCs (n=3).

Figure S3.

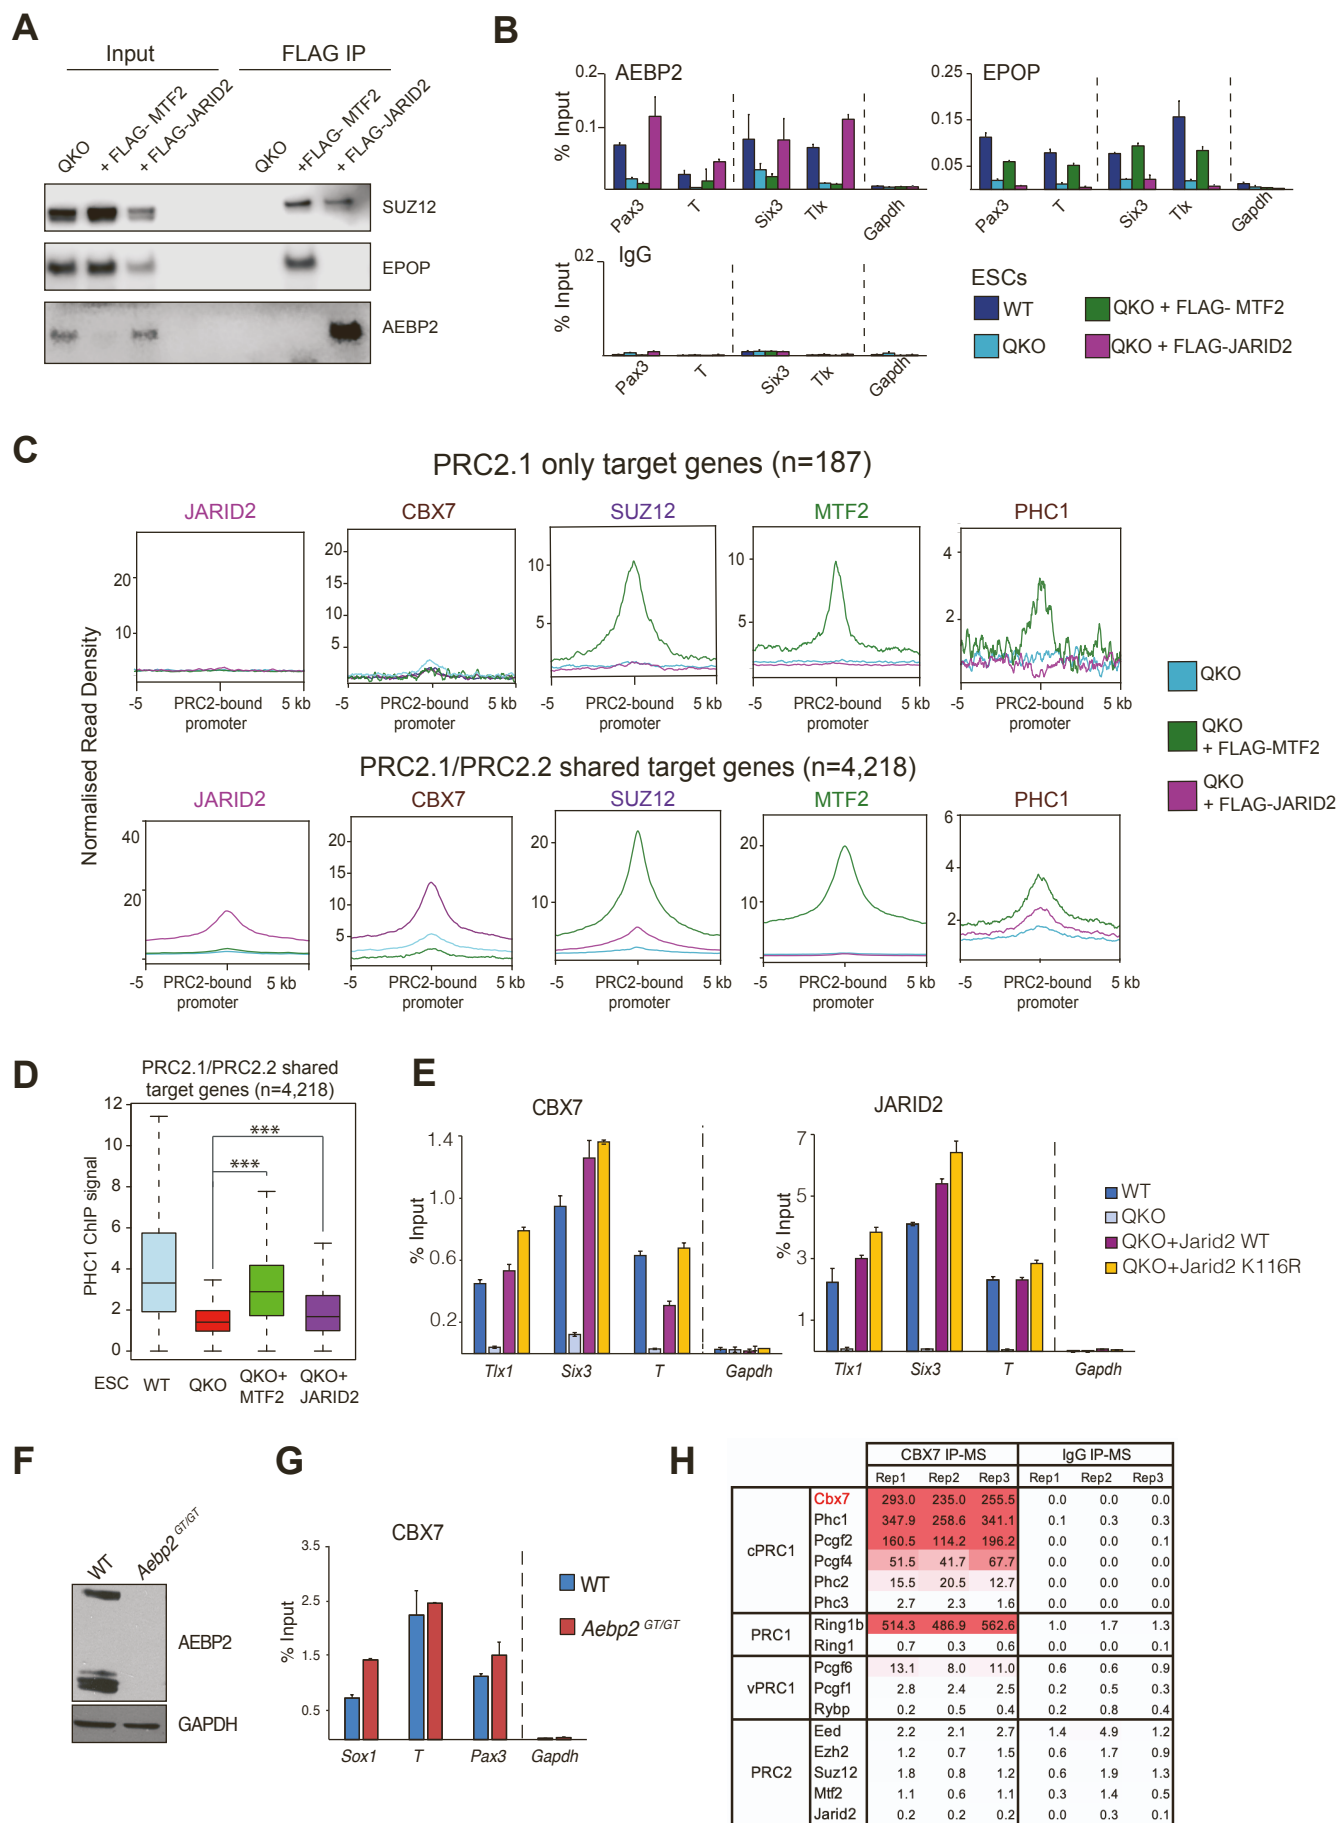

**Figure S4. Consequences of pharmacological or genetic mediated depletion of H3K27me3, Related to Figure 4.**

- (A) Average and tornado plots showing ChIP-Rx enrichments of SUZ12, MTF2 and H2AK119ub1 at 'Maintained' Polycomb targets (n=2,175) in ESCs treated for 7 days with Tazemetostat (TAZ) or DMSO control.
- (B) Genome browser tracks of representative genes from Quintile 1 (*Nat8l*) and Quintile 5 (*Spata3*), showing ChIP-Rx of SUZ12, MTF2 and H2AK119ub1 in ESCs treated for 7 days with Tazemetostat or DMSO control.
- (C) Genome browser tracks of representative genes from Quintile 1 (*Frem2* and *Cnr1*) and Quintile 5 (*Sgpp2* and *Dbx2*), showing ChIP-Rx of CBX7, JARID2, H3K27me3, SUZ12, MTF2 and H2AK119ub1 in ESCs treated for 7 days with Tazemetostat or DMSO control.
- (D) Average and tornado plots showing ChIP-seq enrichments of SUZ12 in WT, *Ezh1/2* dKO and *Ezh1*-KO / *Ezh2*-Y726D ESCs at 'maintained' Polycomb targets (n=2,175) grouped into quintiles based on CBX7 abundance difference between DMSO control or Tazemetostat treated cells, as described in Figure 4C.
- (E) Genome browser tracks of representative genes from Quintile 1 (*Nat8l*) and Quintile 5 (*Spata3*), showing ChIP-seq enrichments of SUZ12 in WT, *Ezh1/2* dKO and *Ezh1*-KO / *Ezh2*-Y726D ESCs.

Figure S4.

A

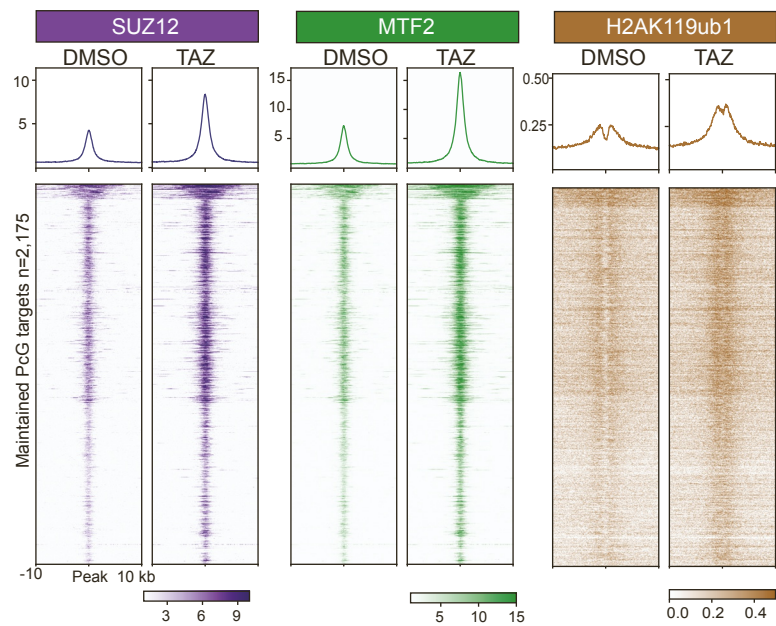

B

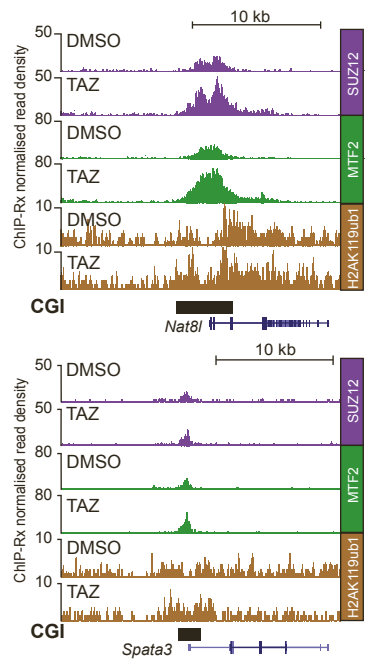

C

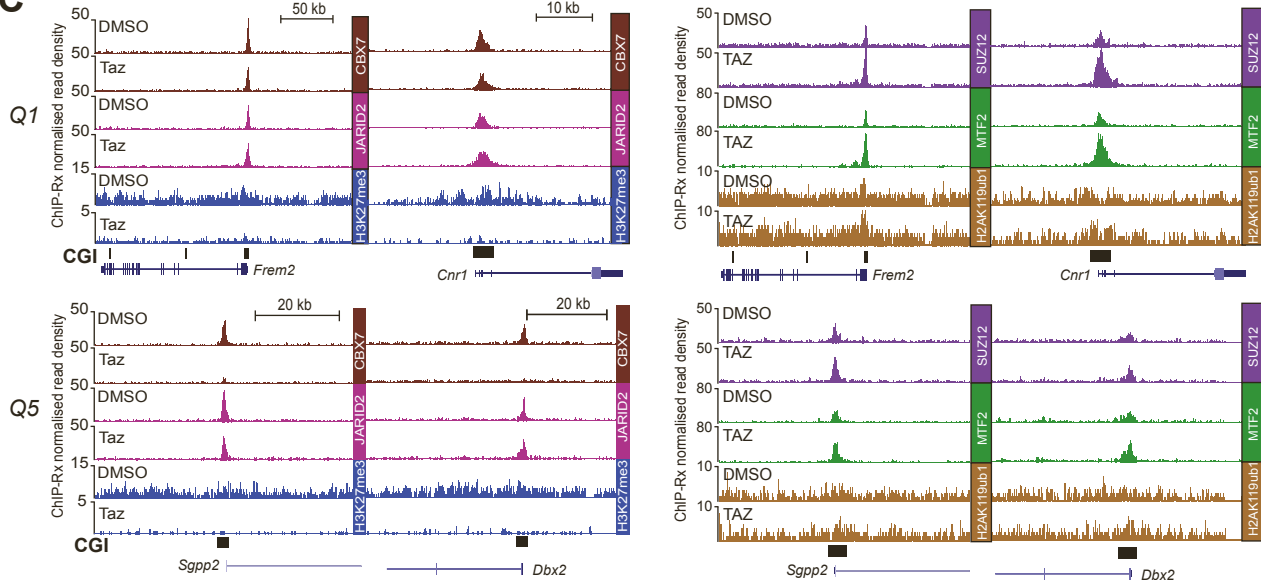

D

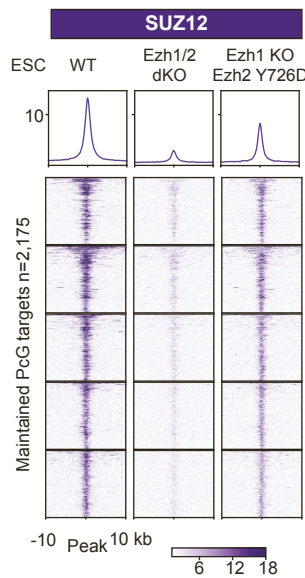

E

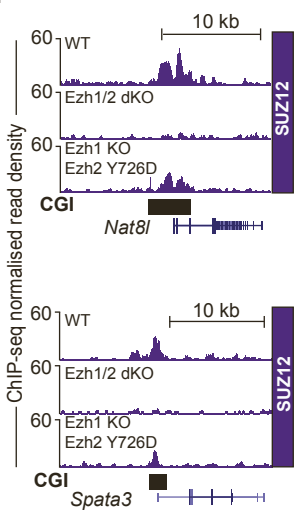

**Figure S5. Contrasting PRC2.1 and PRC2.2 binding profiles consistent with independent recruitment mechanisms, Related to Figure 5.**

(A) Genome browser tracks showing ChIP-Rx binding profiles of JARID2 in WT ESCs, WT, J2KO, TKO and QKO EpiLCs, and WT EpiLC H2AK119ub1 at the extended *HoxC* locus.

(B) Genome browser tracks showing ChIP-Rx binding profiles of MTF2 in WT ESCs, WT, J2KO, TKO and QKO EpiLCs, and ESC Bio-CAP (Long *et al.*, 2013<sup>2</sup>) at the extended *HoxC* locus.

(C) Genome browser tracks showing ChIP-Rx binding profiles of SUZ12 generated in this manuscript (purple), compared to those generated from Hojfeldt *et al.*, 2019<sup>3</sup> (blue) and Healy *et al.*, 2019<sup>1</sup> (dark cyan). Bio-Cap profiles (pink) and H2AK119ub1 (gold) are also included.

(D) Genome browser tracks showing SUZ12 ChIP-Rx enrichment in WT, TKO and J2KO EpiLCs as well as a merged track for TKO + J2KO SUZ12 enrichment, aligned with H2AK119ub1 ChIP-Rx and Bio-CAP CGI enrichment in WT EpiLCs at the expanded *HoxC* cluster.

(E) Heatmap representing the Pearson correlations between each of the indicated ChIP-Rx analyses in WT, J2KO and TKO EpiLCs, and ESC Bio-CAP (Long *et al.*, 2013<sup>2</sup>).

(F) A model representing the binding of PRC2 in WT, J2KO and TKO EpiLCs. PRC2.1 binding in J2KO cells (lacking PRC2.2) forms 'sharp' peak-like profiles, whereas PRC2.2 binding in TKO cells (lacking PRC2.1) forms 'broad' profiles.

Figure S5.

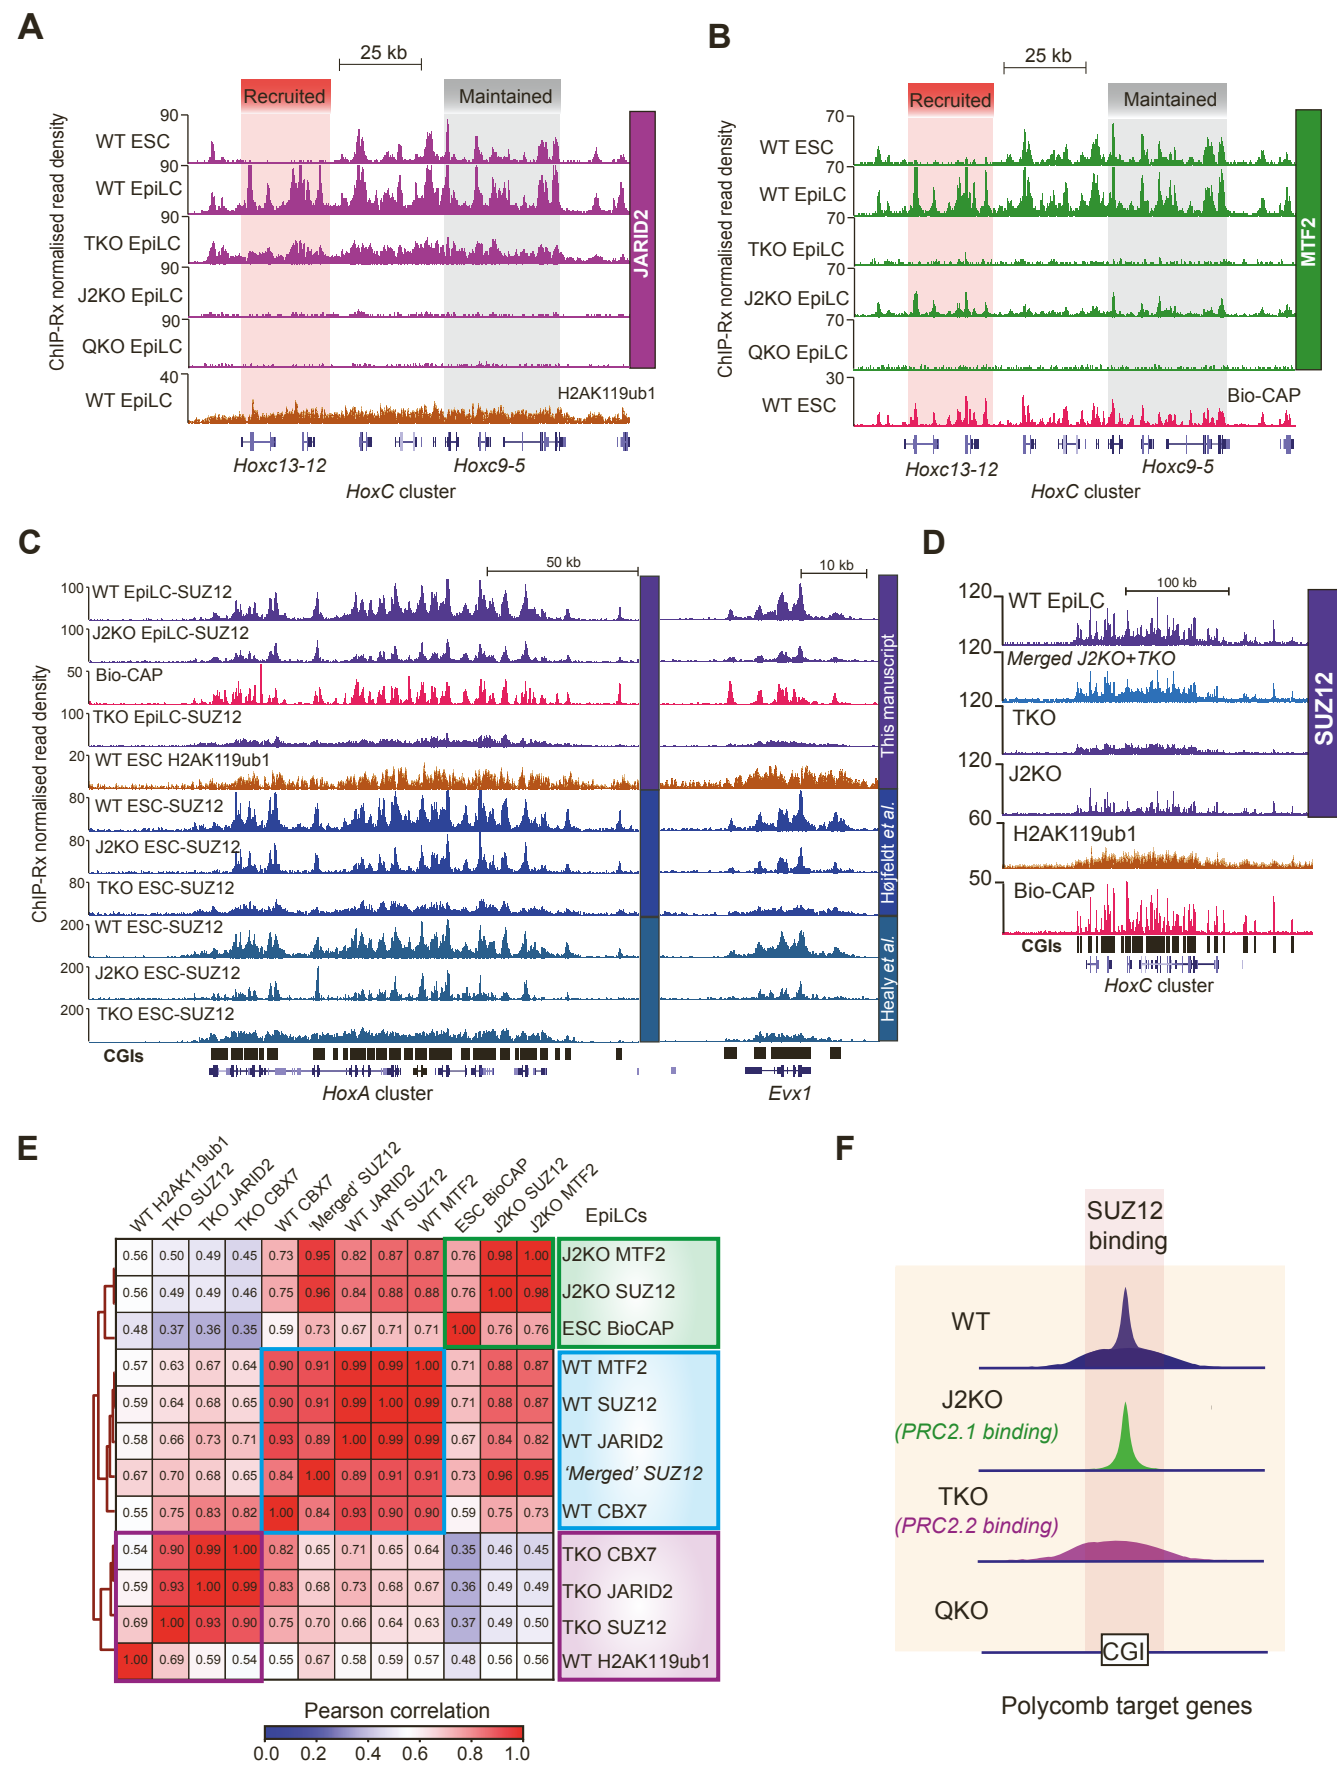

**Figure S6. DNA and histone modification binding activities of MTF2 and JARID2 facilitate the respective chromatin binding of PRC2.1 and PRC2.2, Related to Figure 6.**

(A) Schematic of the amino acid sequences of the EH domains from PHF1, MTF2 and PHF19 of human aligned with the same region of *Drosophila Pcl*.

(B) ChIP-qPCR of the indicated antibodies in parental QKO ESC, as well as QKO ESCs expressing FLAG-MTF2-L, FLAG-MTF2-L-EH<sup>mut</sup>, FLAG-MTF2-S or FLAG-MTF2-S-EH<sup>mut</sup>.

(C) Average and tornado plots showing ChIP-Rx enrichments of SUZ12 in the indicated ESC lines at all PRC2 bound promoters.

(D) Boxplot analyses of SUZ12 ChIP-Rx read counts for wild-type (WT), QKO and QKO ESCs rescued with either FLAG-MTF2-L or FLAG-MTF2-S at non-PRC2 associated promoters (n=15,369) and at intergenic regions (n=22,050).

(E) Average and tornado plots showing ChIP-Rx enrichments of SUZ12 in WT, QKO, QKO + JARID2 and QKO + JARID2-ΔUIM ESCs.

(F) Line plots representing the ChIP-Rx enrichment of SUZ12 in WT, QKO, QKO+JARID2 and QKO+JARID2-ΔUIM ESCs relative to their respective levels in WT ESCs.

(G) Genome browser tracks of CBX7 ChIP-Rx in QKO, QKO + JARID2 or QKO + JARID2-ΔUIM at UIM-dependent (left) and UIM-independent (right) gene loci.

(H) Average plots showing ChIP-Rx normalised enrichments for H2AK119ub1, H3K27me3, MTF2 and JARID2 in wild-type ESCs (data from Healy *et al.* 2019<sup>1</sup>) at UIM-dependent (red) and UIM-independent regions, as defined in Figure 6I.

Figure S6.

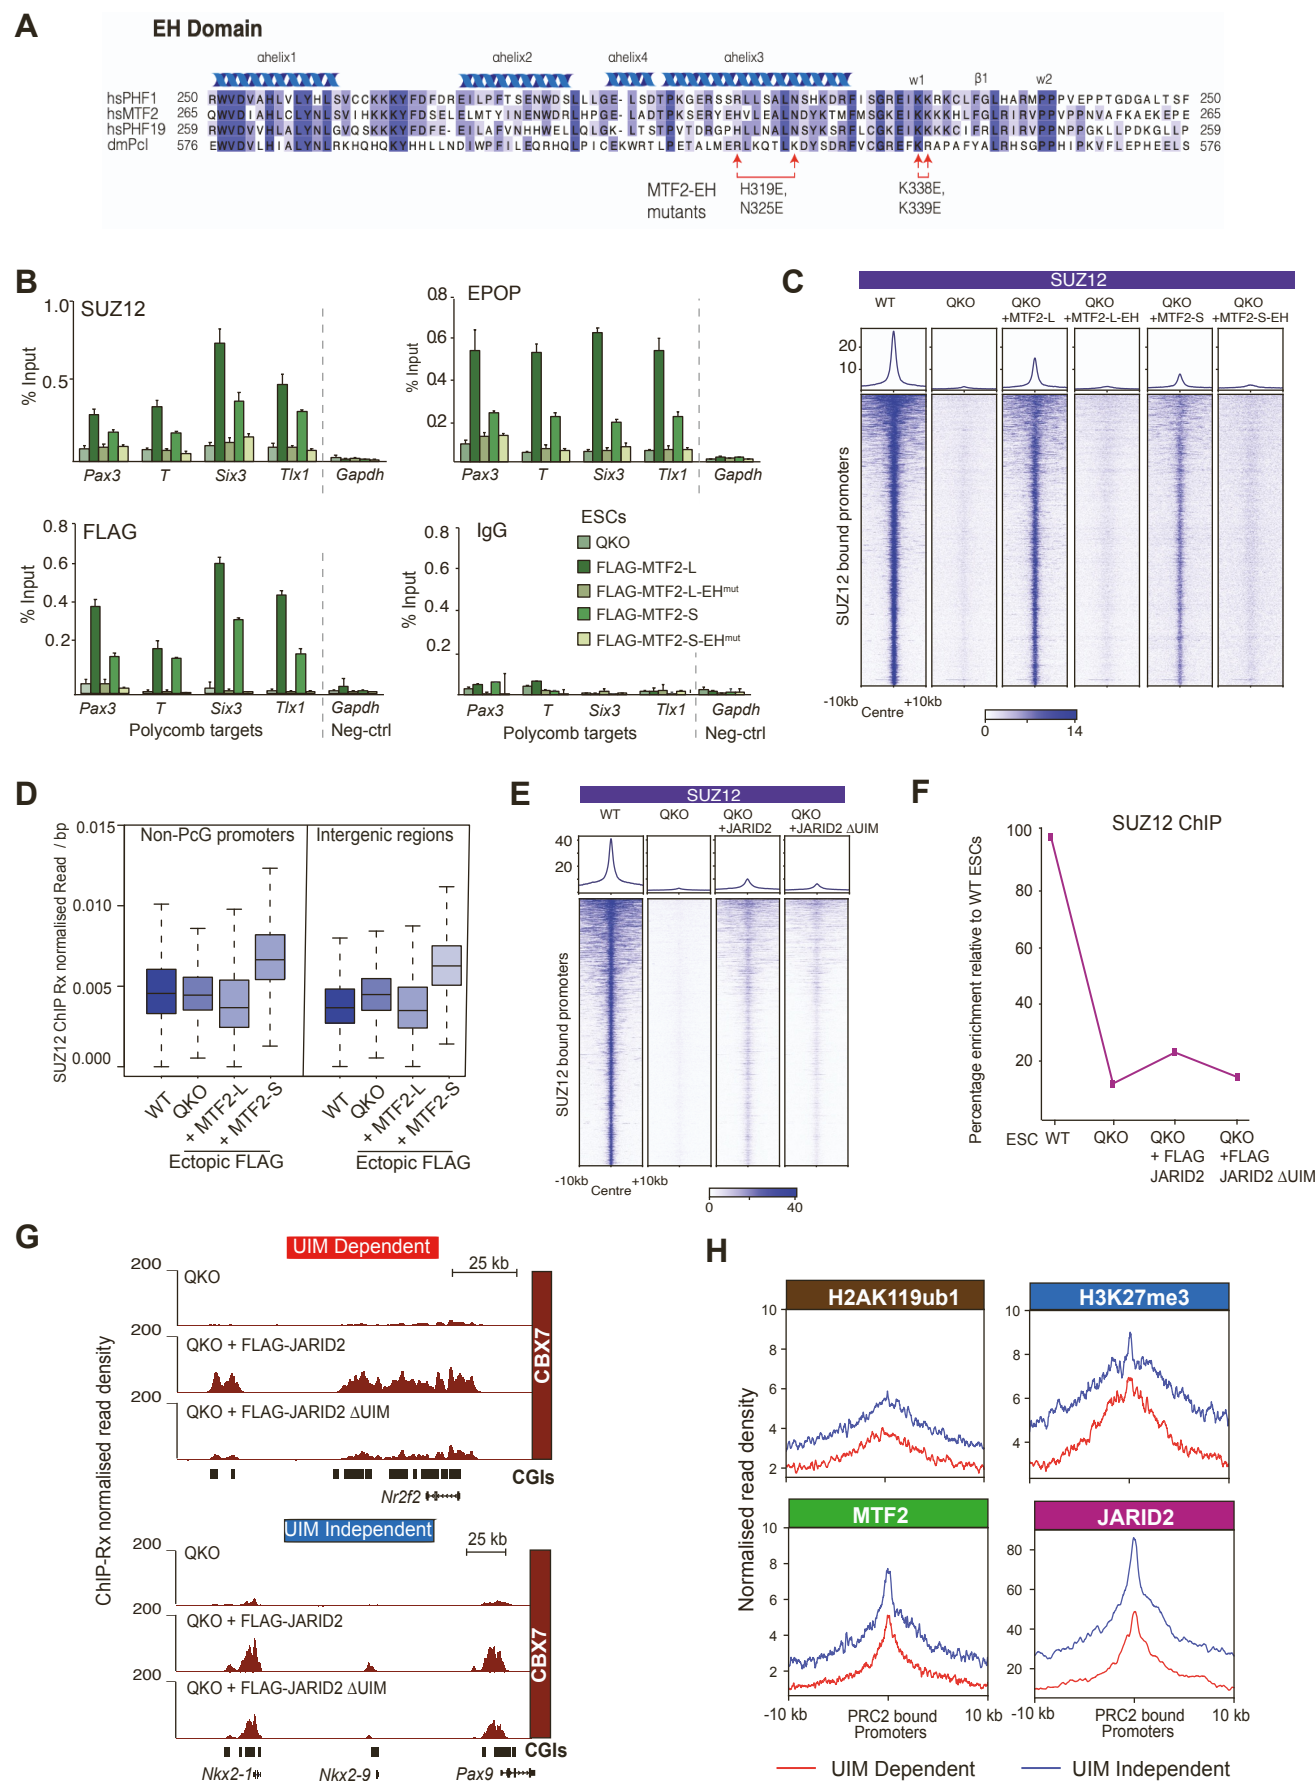

**Figure S7. PRC2.1 and PRC2.2 contributions on the extended *Tbx3* gene locus and on Polycomb target repression, Related to Figure 7.**

(A) Genome browser tracks showing H3K27ac ChIP-seq profile in WT ESCs, and WT, J2KO, TKO and QKO EpiLCs. Also shown are P300 and OCT4 ChIP-seq profiles in WT ESCs and EpiLCs at the extended *Tbx3* gene locus around the E1, E2, and E3 sites. The P300 and OCT4 ChIP-seq data were downloaded from Buecker *et al.*, 2014<sup>4</sup>.

(B) Genome browser tracks showing ChIP-Rx profiles of JARID2 and MTF2 in WT ESCs, WT, J2KO, TKO and QKO and QKO EpiLCs at the extended *Tbx3* gene locus around the E1, E2, and E3 sites.

(C) Bar plots representing the mRNA levels (RPKM from RNA-seq) of 'Recruited' Polycomb target gene *Tbx3*, as well as the 'Maintained' target genes *Tbx5* and *Lhx5* in WT ESCs, WT EpiLCs and QKO EpiLCs. Error bars represent standard deviation (n=3).

(D) Boxplots representing ChIP-seq signal of H3K27Ac at 'recruited' targets (n=398) in WT ESCs, WT, J2KO, TKO, QKO and *Pcgf2/4* KO EpiLCs. The \*\*\* represents a p-value < 0.001.

(E) ChIP-qPCRs of CBX7 at the S1, S2 and S3 regions, as well as the *Tbx3* promoter and negative control *Gapdh* promoter in WT and *Pcgf2/4* KO EpiLCs. Error bars represent standard deviation of technical triplicates.

(F) Volcano plots from RNA-seq comparisons of J2KO vs matched WT EpiLCs (left; called 'no PRC2.2'), TKO vs matched WT EpiLCs (middle; called 'no PRC2.1') and QKO vs matched WT EpiLCs (right; called 'no PRC2.1 & PRC2.2'). Indicated inside the panel are the numbers of differentially expressed (DE) genes, with a cut-off ( $|\log_2FC| > 1$ ,  $p_{adj} < 0.05$  by DESeq2). The number of Polycomb (PcG) target genes that are "Up" or "Down" is also indicated. (n=3).

Figure S7.

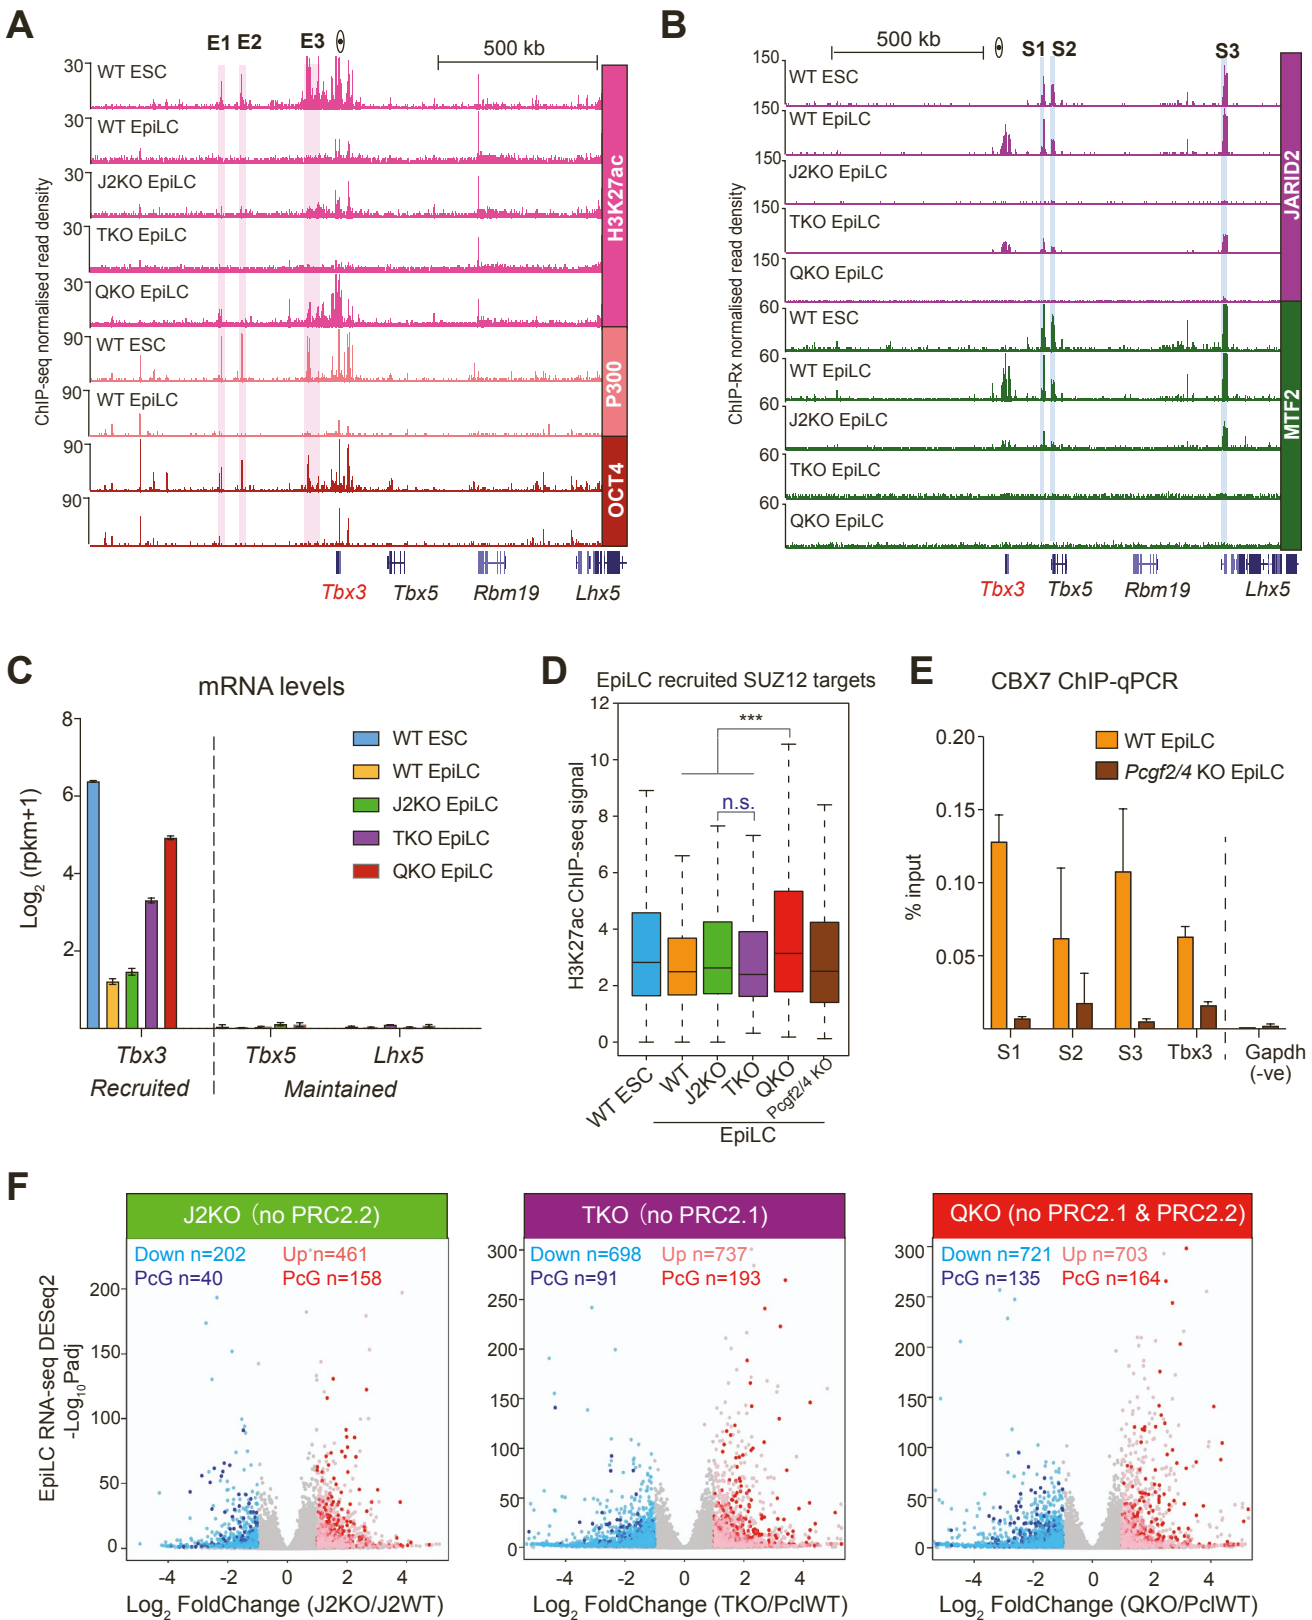

## References.

1. Healy, E., Mucha, M., Glancy, E., Fitzpatrick, D.J., Conway, E., Neikes, H.K., Monger, C., Van Mierlo, G., Baltissen, M.P., Koseki, Y., Bracken, A.P. (2019). PRC2.1 and PRC2.2 Synergize to Coordinate H3K27 Trimethylation. *Molecular Cell* 70, 437-452. 10.1016/j.molcel.2019.08.012.
2. Long, H.K., Sims, D., Heger, A., Blackledge, N.P., Kutter, C., Wright, M.L., Grutzner, F., Odom, D.T., Patient, R., Ponting, C.P., and Klose, R.J. (2013). Epigenetic conservation at gene regulatory elements revealed by non-methylated DNA profiling in seven vertebrates. *eLife* 2, e00348. 10.7554/eLife.00348.
3. Hojfeldt, J.W., Hedehus, L., Laugesen, A., Tatar, T., Wiehle, L., and Helin, K. (2019). Non-core Subunits of the PRC2 Complex Are Collectively Required for Its Target-Site Specificity. *Molecular cell*. 10.1016/j.molcel.2019.07.031.
4. Buecker, C., Srinivasan, R., Wu, Z., Calo, E., Acampora, D., Faial, T., Simeone, A., Tan, M., Swigut, T., and Wysocka, J. (2014). Reorganization of enhancer patterns in transition from naive to primed pluripotency. *Cell Stem Cell* 14, 838-853. 10.1016/j.stem.2014.04.003.

# Supplementary material for: PRC2.1- and PRC2.2-specific accessory proteins drive recruitment of different forms of canonical PRC1
**Source:** Mol Cell. 2023 May 4;83(9):1393–1411.e7. doi: 10.1016/j.molcel.2023.03.018
**Supplement:** Document S2. Article plus supplemental information

# PRC2.1- and PRC2.2-specific accessory proteins drive recruitment of different forms of canonical PRC1

## Graphical abstract

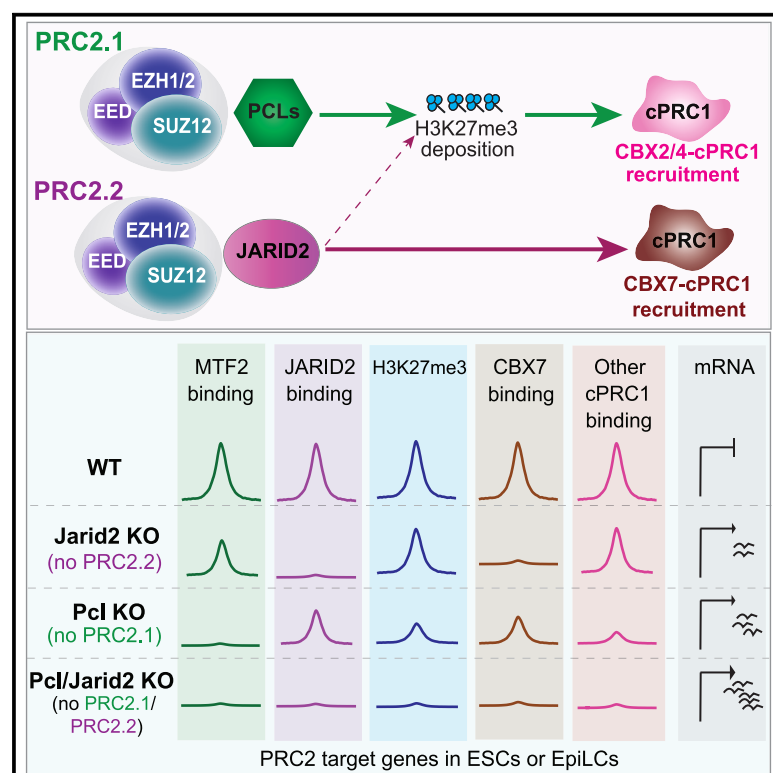

## Authors

Eleanor Glancy, Cheng Wang, Ellen Tuck, ..., Michiel Vermeulen, Diego Pasini, Adrian P. Bracken

## In brief

Glancy et al. reveal divergent molecular functions of PRC2 subcomplexes, PRC2.1 and PRC2.2, in mediating Polycomb target gene repression. PRC2.1 promotes the recruitment of CBX2/4-cPRC1 via H3K27me3 deposition, while PRC2.2 component JARID2 specializes in driving the recruitment of CBX7-cPRC1. These findings go a long way toward explaining why these two independent PRC2 subcomplexes have persisted throughout evolution.

## Highlights

- PRC2.1/PRC2.2 are co-recruited to promote *de novo* Polycomb target gene repression
- PRC2.1 binds in sharp peaks and specializes in CBX2/4-cPRC1 recruitment
- PRC2.2 binds in broader H2AK119ub1-like profiles and has weak H3K27me3 activity
- PRC2.2 component JARID2 specializes in CBX7-cPRC1 recruitment

## Article

# PRC2.1- and PRC2.2-specific accessory proteins drive recruitment of different forms of canonical PRC1

Eleanor Glancy,<sup>1,6</sup> Cheng Wang,<sup>1,6</sup> Ellen Tuck,<sup>1</sup> Evan Healy,<sup>1</sup> Simona Amato,<sup>2</sup> Hannah K. Neikes,<sup>3</sup> Andrea Mariani,<sup>2</sup> Marlena Mucha,<sup>1</sup> Michiel Vermeulen,<sup>3,5</sup> Diego Pasini,<sup>2,4</sup> and Adrian P. Bracken<sup>1,7,\*</sup>

<sup>6</sup>These authors contributed equally

<https://doi.org/10.1016/j.molcel.2023.03.018>

## SUMMARY

Polycomb repressive complex 2 (PRC2) mediates H3K27me3 deposition, which is thought to recruit canonical PRC1 (cPRC1) via chromodomain-containing CBX proteins to promote stable repression of developmental genes. PRC2 forms two major subcomplexes, PRC2.1 and PRC2.2, but their specific roles remain unclear. Through genetic knockout (KO) and replacement of PRC2 subcomplex-specific subunits in naïve and primed pluripotent cells, we uncover distinct roles for PRC2.1 and PRC2.2 in mediating the recruitment of different forms of cPRC1. PRC2.1 catalyzes the majority of H3K27me3 at Polycomb target genes and is sufficient to promote recruitment of CBX2/4-cPRC1 but not CBX7-cPRC1. Conversely, while PRC2.2 is poor at catalyzing H3K27me3, we find that its accessory protein JARID2 is essential for recruitment of CBX7-cPRC1 and the consequent 3D chromatin interactions at Polycomb target genes. We therefore define distinct contributions of PRC2.1- and PRC2.2-specific accessory proteins to Polycomb-mediated repression and uncover a new mechanism for cPRC1 recruitment.

## INTRODUCTION

Polycomb group proteins are chromatin-associated transcriptional repressors that are critical for maintaining cellular identity in higher eukaryotes.<sup>1–4</sup> They contribute to establishing cellular identity by being recruited to and displaced from key lineage genes during cell-fate transitions.<sup>5–9</sup> They function primarily as two multiprotein complexes, Polycomb repressive complex 1 (PRC1) and Polycomb repressive complex 2 (PRC2), both of which have histone-modifying activities.<sup>10</sup> Many of the genes encoding Polycomb group proteins are essential for embryonic development, while mutations in PRC2 member genes are associated with human growth disorders<sup>3</sup> and malignancies.<sup>10–14</sup> Despite these central roles in development and disease, the distinct mechanisms by which PRCs function are still poorly understood.

It is thought that interplay between different forms of PRC1 and PRC2 mediates Polycomb silencing. PRC2 is built around core subunits EZH1/2, EED, and SUZ12, in association with the histone-binding RBBP4/7.<sup>15</sup> The histone-methyl-transfer-

ases EZH1 and EZH2 are responsible for catalyzing mono-, di-, and tri-methylation of histone 3 at lysine 27 (H3K27me1/2/3) in higher eukaryotic cells.<sup>15–17</sup> SUZ12 bridges the enzymatic core of PRC2 with several accessory subunits, which regulate its activity and recruitment to chromatin.<sup>16,18–22</sup> Variant forms of PRC1 (vPRC1) catalyze mono-ubiquitination of histone H2A at lysine 119 (H2AK119ub1), which contributes to PRC2 binding and H3K27me3 deposition.<sup>20,23–28</sup> The H3K27me3 modification is then thought to contribute to canonical PRC1 (cPRC1) recruitment via binding of chromodomain-containing CBX proteins.<sup>29–31</sup> cPRC1 is then thought to contribute to stable gene repression via its 3D looping and chromatin compaction activities.<sup>32–36</sup>

PRC2 assembles into two mutually exclusive subcomplexes in mammals, PRC2.1 and PRC2.2.<sup>37–40</sup> PRC2.1 contains one of three Polycomb-like proteins (PHF1, MTF2, or PHF19), together with either PALI1/2 or EPOP,<sup>17,41–43</sup> while PRC2.2 contains JARID2 and AEBP2.<sup>37,44</sup> PRC2.1 and PRC2.2 are targeted to largely the same loci in mouse embryonic stem cells (ESCs), where they combine to coordinate deposition of H3K27me3.<sup>20,21,45,46</sup> The

extended homologous (EH) domain of Polycomb-like proteins is thought to promote binding of PRC2.1 to CG-rich DNA within C-phosphate-G (CpG) islands (CGIs), but the sequence specificity of this interaction is disputed.<sup>47–50</sup> Intriguingly, Polycomb-like proteins can also bind *in vitro* to H3K36me2/3 and more weakly to H3K27me3 via their N-terminal Tudor domain.<sup>51–54</sup> However, the potential functional relevance of these interactions remains unknown.<sup>16</sup> In contrast to PRC2.1, PRC2.2 members JARID2 and AEBP2 bind to H2AK119ub1, which enhances PRC2.2 histone-methyltransferase activity *in vitro*.<sup>26</sup> A ubiquitin-interacting motif (UIM) at the N terminus of JARID2 and an H2AK119ub1 binding pocket in AEBP2 are required for this interaction.<sup>24,55</sup> Supporting the link between PRC2.2 and H2AK119ub1, mouse ESCs with depleted H2AK119ub1 display a stronger reduction of PRC2.2 binding to chromatin, compared with PRC2.1.<sup>20,23,25,28,56</sup> However, despite emerging evidence of potential divergent roles during differentiation,<sup>57,58</sup> it is unclear why two PRC2 subcomplexes have persisted throughout evolution.

Here, we applied genetic and quantitative genomic approaches to study the roles of PRC2.1 and PRC2.2, using a model of naive to primed pluripotency.<sup>59,60</sup> This revealed that PRC2.1, PRC2.2, and cPRC1 are universally co-displaced from, and co-recruited to, Polycomb target genes during this cell-fate transition. Strikingly, we discovered distinct functions for PRC2.1- and PRC2.2-specific subunits in ESCs and during differentiation. While PRC2.1 is the dominant subcomplex for promoting the deposition of H3K27me3 at target genes in ESCs and epiblast-like cells (EpiLCs), we found that it is not sufficient to promote CBX7-cPRC1 recruitment and that it instead promotes the recruitment of CBX2-cPRC1 and CBX4-cPRC1. By contrast, although PRC2.2 only weakly contributes to H3K27me3 deposition, we show that JARID2 functions to drive CBX7-cPRC1 recruitment to Polycomb target genes. Our results assign independent functions to PRC2.1- and PRC2.2-specific accessory proteins and challenge the prevailing model of cPRC1 recruitment.

## RESULTS

### Co-recruitment and co-displacement of PRC2.1 and PRC2.2 during transition from naive to primed pluripotency

To explore the occupancy and dynamics of PRC2.1 and PRC2.2 subcomplexes during differentiation, we induced ESCs to undergo directed differentiation to post-implantation pre-gastrulation EpiLCs.<sup>59</sup> We confirmed this through downregulation of genes associated with naive pluripotency, including *Prdm14* and *Klf4*, and upregulation of genes associated with primed pluripotency, including *Fgf5* and *Dnmt3b* (Figure 1A). A key strength of this system for studying PRC2.1 and PRC2.2 is that the levels of MTF2 and JARID2 are stable during the 2-day directed differentiation (Figures S1A and S1B).

We performed quantitative chromatin immunoprecipitation sequencing (ChIP-seq) with exogenous reference genome spike-in (ChIP-Rx) of PRC2.1- and PRC2.2-specific subunits—MTF2 and JARID2, respectively—as well as the core PRC2 member SUZ12 (Figure 1B). We subdivided PRC2-bound target promoters based on fold changes in SUZ12 abundance between

ESCs and EpiLCs, thereby generating three categories: those with displaced SUZ12 ( $n = 78$ ), the majority that maintained SUZ12 ( $n = 2,175$ ), and those that recruited SUZ12 ( $n = 398$ ) (Figure 1B; Table S1). This revealed a remarkable co-recruitment and co-displacement of PRC2.1 and PRC2.2 during ESC-EpiLC differentiation (Figures 1B and S1C). Genome browser tracks of representative genes from each of the three categories are highlighted (Figure 1C). Further supporting the co-dynamics of PRC2.1 and PRC2.2, we did not find any evidence of specific recruitment of either subcomplex to unique sites in EpiLCs (Figure S1C). Notably, we also observed an accumulation of H3K27me3, vPRC1-mediated H2AK119ub1, and cPRC1 member CBX7 on PRC2-recruited genes (Figures 1C and S1D).

Next, we examined the mRNA levels of the three groups of Polycomb target genes during ESC-EpiLC differentiation. The expression of genes with PRC2.1/PRC2.2 displacement was increased, and this correlated with an accumulation of H3K27ac, whereas the expression of genes with co-recruitment of PRC2.1/PRC2.2 was repressed and correlated with a depletion of H3K27ac (Figures 1D and S1D). The maintained group of target genes, which had no change in PRC2.1 or PRC2.2 binding, remained in their repressed states both before and after differentiation (Figure 1D). Taken together, these data suggest that during the transition from naive to primed pluripotency, the co-displacement and co-recruitment of PRC2.1 and PRC2.2 are directly associated with transcriptional upregulation and downregulation of target genes, respectively.

### PRC2.1 drives H3K27me3 deposition while PRC2.2 component JARID2 drives CBX7-cPRC1 recruitment at *de novo* target genes

Next, we wanted to explore the relative contributions of PRC2.1 and PRC2.2 during this cell-state transition. To address this, we used a set of ESC lines we developed previously,<sup>20</sup> including “WT” (wild-type), “TKO” (lacking the three paralogous Polycomb-like proteins; PHF1, MTF2, and PHF19), “J2KO” (lacking JARID2), and “QKO” (lacking the three Polycomb-like proteins and JARID2), and induced them to differentiate to EpiLCs (Figure 2A). We again used ChIP-Rx to analyze the enrichment of core PRC2 subunit SUZ12, PRC2.2-specific JARID2, PRC2.1-specific MTF2, cPRC1 subunits CBX7 and PHC1, and PRC2-mediated H3K27me3 at the Polycomb-recruited sites (Figures 2B and S2A) and at sites that maintained Polycomb occupancy during the ESC-EpiLC differentiation (Figures 2C and S2B). The loss of PRC2.1 (TKO) had a stronger negative impact on H3K27me3 accumulation, compared with the loss of PRC2.2 function (J2KO), while the combined loss of both (QKO) reduced it to minimal levels (Figures 2B, 2C, S2A, and S2B). Notably, loss of the enzymatically dominant PRC2.1 in TKO and QKO cells caused H3K27me3 to focus around two peaks (Figure 2B). Intriguingly, a strong co-dependence between the two subcomplexes is evident from the fact that loss of JARID2 leads to reduced MTF2 recruitment and vice versa (Figures 2B, 2C, S2A, and S2B). The combined loss of JARID2 and Polycomb-like proteins was required for complete ablation of PRC2 recruitment and almost complete ablation of H3K27me3 enrichment (Figures 2B, 2C, S2A, and S2B), supporting previous results in ESCs.<sup>20,21,45</sup>

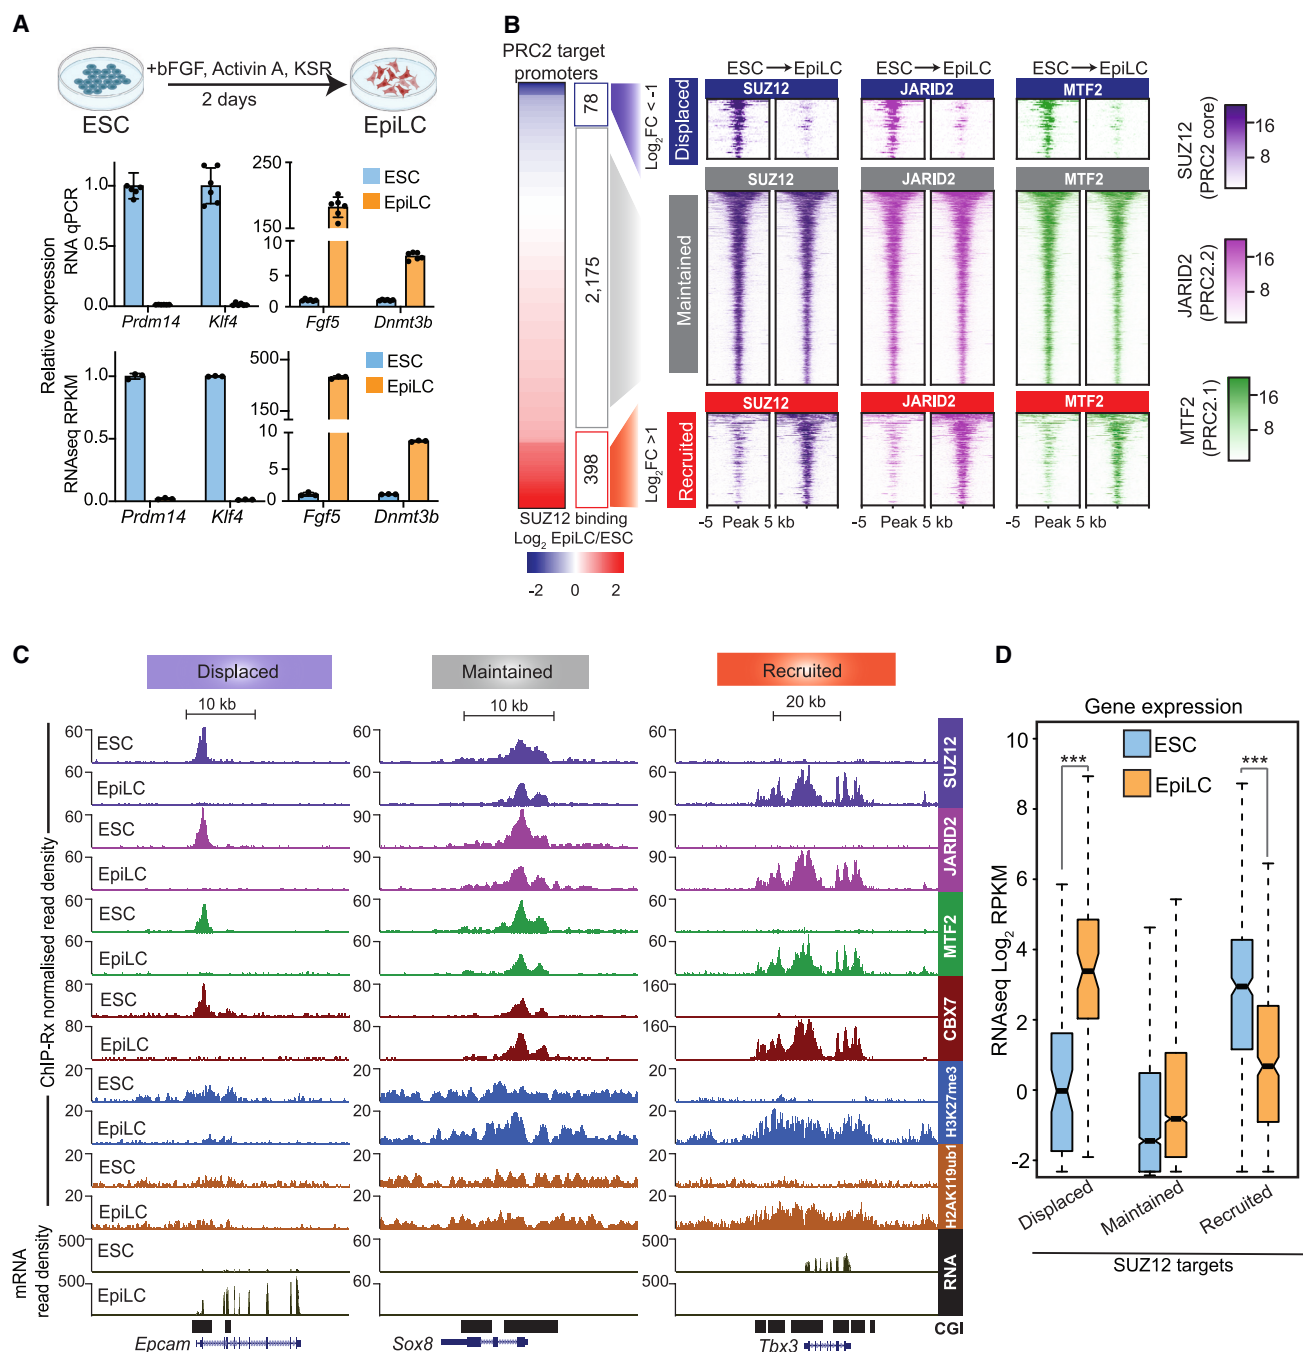

**Figure 1. Co-recruitment and co-displacement of PRC2.1 and PRC2.2 during ESC to EpiLC differentiation**

(A) Top: schematic of differentiation model. Bottom: bar plots showing the expression of ESC marker genes *Prdm14* and *Klf4*, and EpiLC marker genes *Fgf5* and *Dnmt3b* by qPCR ( $n = 2$ ) and RNA-seq ( $n = 3$ ). Error bars represent SD.

(B) Left: heatmap representing fold change in SUZ12 binding at PRC2 target promoters in ESC versus EpiLC cells. Indicated are three categories of PRC2 targets—displaced SUZ12 ( $\log_2FC < -1$  and  $p$  value  $< 0.05$ ;  $n = 78$ ), maintained SUZ12 ( $n = 2,175$ ), and recruited SUZ12 in EpiLC cells ( $\log_2FC > 1$  and  $p$  value  $< 0.05$ ;  $n = 398$ ). Right: tornado plots showing enrichments of indicated antibodies at displaced, maintained, and recruited promoters in ESCs and EpiLCs.

(C) Genome browser tracks showing ChIP-Rx for the indicated antibodies and RNA-seq profiles in ESC and EpiLC cells at *Epcam* (displaced), *Sox8* (maintained), and *Tbx3* (recruited).

(D) Boxplots presenting mRNA abundance of displaced, maintained, and recruited PRC2 target genes. \*\*\* $p$  value  $< 0.001$ .

See also Figure S1 and Table S1.

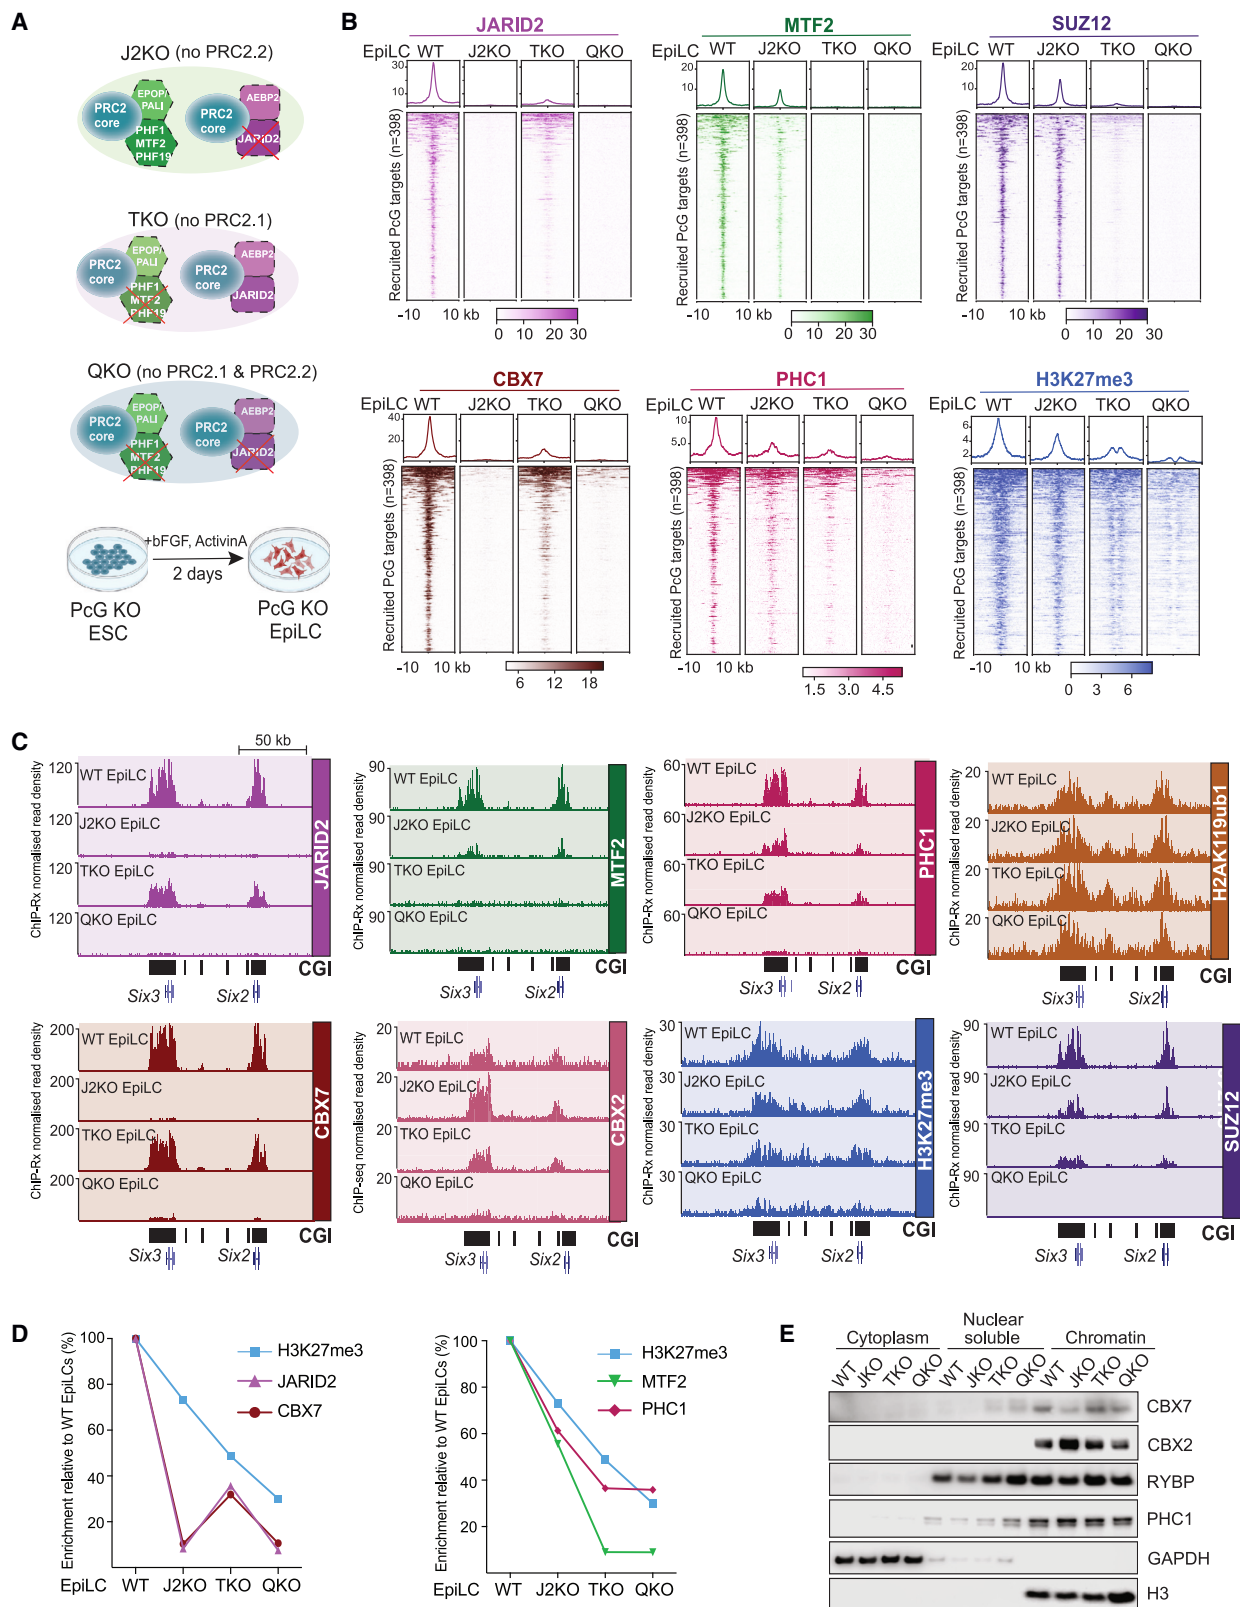

(legend on next page)

Remarkably, loss of PRC2.2-specific subunit JARID2 reduced CBX7-cPRC1 binding to background levels, whereas the loss of PRC2.1-specific MTF2 caused a much more moderate reduction in CBX7-cPRC1 binding at both increased and maintained target genes (Figures 2B, 2C, and S2A). This was particularly surprising since loss of JARID2 had a minimal impact on H3K27me3 accumulation (Figures 2B, 2C, S2A, and S2B). We also performed ChIP-Rx of CBX7 in EpiLCs generated from an independent *Jarid2*-null line and confirmed our observations (Figure S2C). We further confirmed the dependency of CBX7 on JARID2 in *Jarid2*-null ESCs (Figure S2D) and with an alternative CBX7 antibody (Figure S2E). Furthermore, we observed that disruption of CBX7-cPRC1 through *Pcgf2/4*-null EpiLCs did not affect JARID2 binding (Figure S2F), confirming that JARID2 acts upstream of CBX7-cPRC1. Since loss of JARID2 did not affect the stability of *Cbx7* mRNA or protein levels (Figures S2G and S2H), these data imply that JARID2 is necessary for enrichment of CBX7 at Polycomb target genes.

Since PHC1 is the most abundant PHC subunit in cPRC1 in ESCs,<sup>4</sup> we next performed ChIP-Rx of PHC1 in mutant and matched WT ESCs and EpiLCs (Figures 2B, 2C, S2A, and S2B). This revealed that in contrast to CBX7, which tracks with JARID2, PHC1 tracked more closely with MTF2 and H3K27me3 (Figures 2B–2D). This suggests that most cPRC1 complexes are predominantly dependent on the levels of H3K27me3 for their association with target genes. This prompted us to investigate the effects of loss of PRC2.1 and PRC2.2 on the recruitment of the other CBX proteins. Since *Cbx4* is not expressed in EpiLCs (Figure S1B), we performed ChIP-seq of CBX2 in mutant and matched WT EpiLCs (Figures 2C and S2B). This strikingly revealed that CBX2 had increased binding on Polycomb target genes in *Jarid2*-null cells. Furthermore, in contrast to CBX7, the total amount of CBX2 binding to chromatin is increased in *Jarid2*-null ESCs (Figure 2E). However, in QKO ESCs that lack *Jarid2* and the three Polycomb-like proteins, CBX2 binding was mostly lost from Polycomb target genes, likely as a consequence of the reduced H3K27me3. Finally, we found that vPRC1-mediated H2AK119ub1 accumulation was largely unchanged in the absence of PRC2 subcomplexes (Figures 2C and S2B), consistent with it acting upstream of PRC2 recruitment.<sup>20,23,28</sup>

Taken together, these data demonstrate that the PRC2.2 subunit JARID2 drives CBX7-cPRC1 recruitment to Polycomb target genes, whereas other cPRC1 formations are more reliant on H3K27me3, which is predominantly deposited by PRC2.1.

### JARID2 drives CBX7-cPRC1 recruitment while MTF2 drives CBX4-cPRC1 recruitment in ESCs

To further explore the respective functions of PRC2.1 and PRC2.2 in H3K27me3 deposition and cPRC1 recruitment, we

established an exogenous *de novo* recruitment assay in mouse ESCs (Figure 3A). We ectopically expressed either FLAG-tagged MTF2 or FLAG-tagged JARID2 in QKO ESCs (Figure 3B). Importantly, expression of FLAG-MTF2 or FLAG-JARID2 was sufficient to re-establish PRC2.1 and PRC2.2 formation, respectively (Figure 3A), and Polycomb target gene binding (Figure S3B). Our previous work established that the majority of Polycomb target genes in ESCs are co-occupied by PRC2.1 and PRC2.2, while a subgroup of 187 gene promoters was bound by PRC2.1 only.<sup>20</sup> Confirming the specificity of our assay, we found that the exogenous expression of FLAG-MTF2 promoted PRC2.1 binding at both “shared” and “PRC2.1 only” sites, whereas expression of FLAG-JARID2 promoted binding solely at the shared sites (Figure S3C). Consistent with its inability to bind to PRC2.1 only sites, FLAG-JARID2 was only capable of promoting CBX7 binding on PRC2.1/PRC2.2 shared sites (Figure S3C).

Strikingly, although exogenous FLAG-MTF2 promoted H3K27me3 deposition, it did not lead to CBX7 recruitment, whereas FLAG-JARID2 promoted CBX7 recruitment without promoting increases in H3K27me3 levels (Figures 3C and 3D). These results suggest that CBX7-cPRC1 is recruited, at least partially, independently of high levels of H3K27me3. Next, to directly compare the respective abilities of MTF2 and JARID2 to recruit CBX4-cPRC1 and CBX7-cPRC1 to target genes in ESCs, we repeated and extended the ectopic rescue assays (Figures 3E and 3F). In this experiment, we achieved higher levels of FLAG-JARID2, and this correlated with increased recruitment of CBX7 (Figures 3E and 3F). Strikingly, although FLAG-MTF2 was again not capable of promoting CBX7 recruitment, it was capable of recruiting CBX4 and PHC1 (Figures 3E and 3F). We believe this is due to a greater dependence of CBX4-cPRC1 on H3K27me3, which is largely mediated by MTF2-PRC2.1 (Figure 3C). It is also clear that PHC1 increases slightly upon FLAG-JARID2 expression, and this is likely representative of CBX7-PHC1-cPRC1 complexes (Figures 3E, 3F, and S3D).

We next speculated that PRC2-mediated methylation of residue K116 in JARID2 could serve as a binding substrate for the CBX7 chromodomain.<sup>61,62</sup> To test this, we ectopically expressed either WT JARID2 or a JARID2-K116R mutant in QKO ESCs (Figure S3E). This revealed that the K116R mutation had no effect on the ability of JARID2 to promote CBX7 recruitment to target genes, and it suggests further that CBX7 localization is not largely affected by partially impaired PRC2.2 enzymatic activity. We next used *Aebp2* knockout (KO) ESCs<sup>44</sup> and found that loss of AEBP2 has no consequence on the recruitment of CBX7 to target genes (Figures S3F and S3G). Furthermore, to rule out the possibility that JARID2 and CBX7 directly interact, we performed endogenous immunoprecipitation (IP) mass spectrometry of CBX7 in

**Figure 2. PRC2.1 drives H3K27me3 deposition while PRC2.2 drives CBX7-cPRC1 recruitment to Polycomb target genes**

- (A) Schematic of ESC lines used.  
(B) Tornado and average plots showing ChIP-Rx enrichments for the indicated antibodies at recruited Polycomb target genes ( $n = 398$  sites) in WT and mutant EpiLCs.  
(C) Genome browser tracks showing ChIP-Rx profiles of the indicated antibodies in WT and mutant EpiLCs at the maintained *Six3* and *Six2* gene loci.  
(D) Line plots representing ChIP-Rx enrichment of indicated antibodies in WT and mutant EpiLCs, relative to their respective levels in WT EpiLCs.  
(E) Western blot of the indicated antibodies on cytoplasm, nucleosol, or chromatin fractions of the indicated cell lines.  
See also Figure S2.

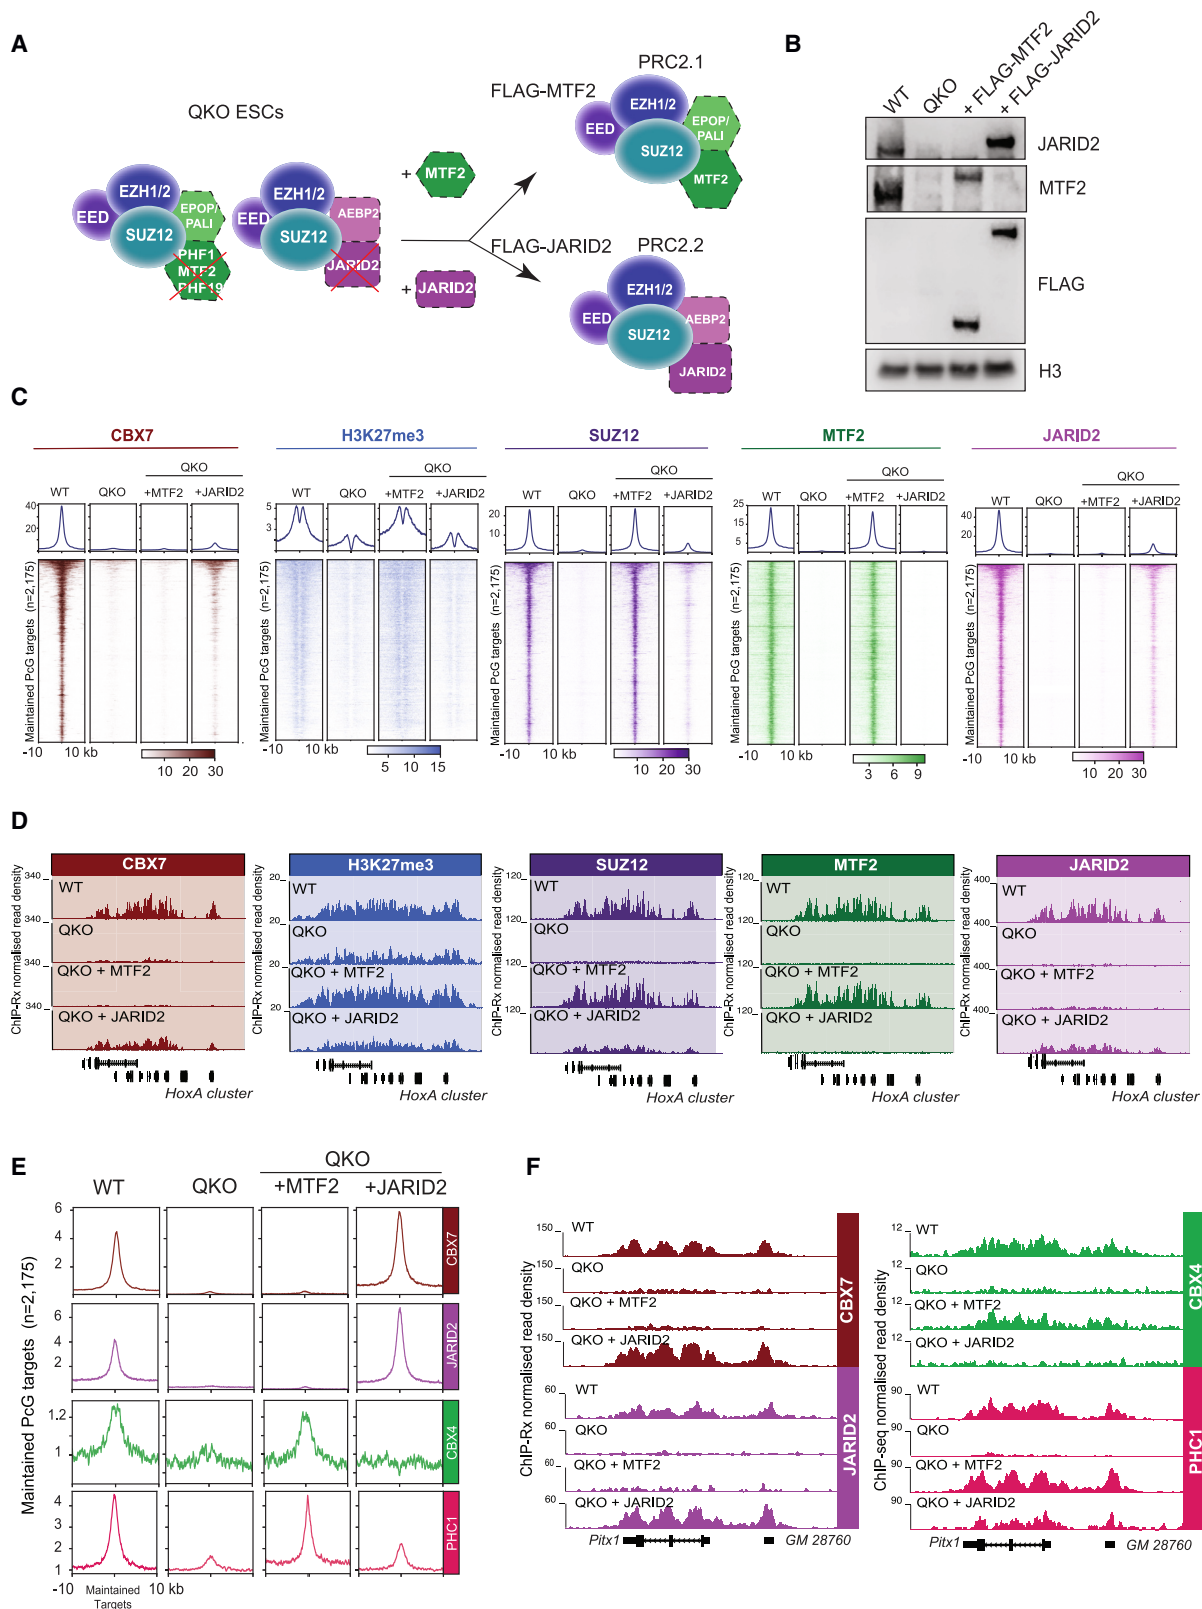

(legend on next page)

WT ESCs. This revealed that while we could detect the expected cPRC1 components, including PHC1/2/3 and PCGF2/4, we did not detect any PRC2 components above immunoglobulin G (IgG) negative control (Figure S3H).

Taken together, we have uncovered divergent functions for accessory proteins of PRC2.1 and PRC2.2 in the recruitment of different versions of cPRC1.

### CBX7-cPRC1 requires both JARID2 and H3K27me3 to bind to Polycomb target genes

To determine if H3K27me3 is required for CBX7-cPRC1 binding to Polycomb target genes, we treated WT ESCs with an inhibitor of PRC2 histone-methyltransferase activity (tazemetostat) for 7 days (Figure 4A). To test how this impacted the genome-wide occupancy and activities of PRC1 and PRC2, we performed genome-wide ChIP-Rx of H3K27me3, JARID2 and CBX7 (Figures 4B–4D) and SUZ12, MTF2 and H2AK119ub1 (Figures S4A–S4C). This revealed that even though CBX7 is overall reduced, it is not displaced from all target genes (Figure 4B), while tazemetostat effects on JARID2 binding were mild (Figure 4B). Interestingly, SUZ12, MTF2, and H2AK119ub1 increased on target genes (Figures S4A and S4B). We next divided Polycomb target genes into five quintiles, based on the CBX7 enrichment difference between DMSO and tazemetostat-treated cells, and plotted ChIP-Rx of CBX7, JARID2, and H3K27me3 (Figures 4C, 4D, and S4C). This revealed that CBX7 was largely retained on sites in quintile 1, while completely depleted from sites in quintile 5, and that its relative reduction on target genes correlated with reductions of JARID2 (Figures 4C, 4D, and S4C). However, an inherent limitation of this pharmacological approach, using an S-Adenosyl-L-methionine-competitive inhibitor, is that H3K27me3 is not 100% removed on all Polycomb target genes (Figure 4C).

This prompted us to take a genetic approach to evaluating if the complete loss of H3K27me3 would affect CBX7 binding to target genes. We availed of an ESC line CRISPR engineered to express a catalytically dead *Ezh2* (*Ezh2-Y726D*) in an *Ezh1* KO background.<sup>63</sup> We performed ChIP-Rx of H3K27me3 and ChIP-seq of SUZ12, JARID2, and CBX7 (Figures 4E, 4F, S4D, and S4E). This confirmed that we could induce a complete loss of H3K27me3 in matched *Ezh1/2* KO and *Ezh1* KO/*Ezh2-Y726D* mutant ESCs lines (Figures 4E and 4F). Importantly, while SUZ12 and JARID2 were present on Polycomb target genes in this latter context, confirming the formation of a stable PRC2, no CBX7 was bound to Polycomb target genes.

Taken together, we propose that while modifying the levels of JARID2 on Polycomb target genes controls CBX7-cPRC1 recruitment, the presence of H3K27me3 is also necessary.

### Contrasting PRC2.1 and PRC2.2 binding profiles are consistent with independent recruitment mechanisms

Since PRC2.1 and PRC2.2 bind to target genes in ESCs via independent mechanisms,<sup>16,20,24,48,50,64</sup> we sought to more closely explore their respective *de novo* recruitment profiles during ESC-EpiLC differentiation. We carefully monitored the recruitment profiles of PRC2.1 in the absence of PRC2.2 (J2KO) and separately monitored PRC2.2 in the absence of PRC2.1 (TKO). This revealed strikingly different binding profiles for each subcomplex (Figures 5A, S5A, and S5B). We first focused on PRC2 binding across the extended *HoxC* locus, which includes a region of *de novo* PRC2.1/PRC2.2 recruitment (spanning *Hoxc12-13*; red highlighted region) and another nearby region (spanning *Hoxc5-9*; gray highlighted region) where PRC2.1/PRC2.2 is maintained between ESCs and EpiLCs (Figures 5A, S5A, and S5B). In cells lacking PRC2.1 (TKO), SUZ12 was recruited in a broad, diffuse profile, whereas in cells lacking PRC2.2 (J2KO), SUZ12 was recruited in distinct peak-like profiles (Figure 5A). The broad profiles of SUZ12 in TKO EpiLCs mirrored JARID2 and CBX7 binding, as well as the broad and diffuse profiles of H2AK119ub1 (Figures 5A and S5A). By contrast, the distinct sharp peak profiles of SUZ12 in J2KO EpiLCs resembled MTF2 binding and mirrored the presence of CGIs (Figures 5A and S5B). Taken together, these distinct binding profiles of the PRC2 subcomplexes support previous evidence that PRC2.1 recruitment is dependent on CGIs, whereas PRC2.2 recruitment is dependent on H2AK119ub1.<sup>20,23,28,47,48</sup>

We next directly compared SUZ12 binding in J2KO and TKO cells with H2AK119ub1 profiles and with Bio-CAP-seq, a method used for capturing non-methylated CpG-rich DNA<sup>65</sup> (Figure 5B). This confirmed that in EpiLCs lacking PRC2.2 (J2KO), PRC2.1 consistently aligned precisely on CGIs. On the other hand, in cells lacking PRC2.1 (TKO), PRC2.2 tracked with H2AK119ub1 (Figures 5B, S5A, and S5B). Importantly, these data replicated across several published datasets,<sup>20,21</sup> and the merged binding profiles of SUZ12 from TKO and J2KO reflect WT profiles (Figures S5C and S5D). To further explore PRC2.1 binding specificity to CGIs, we compared the distance between the CGI center and SUZ12 peak center in WT EpiLCs and cells lacking either PRC2.2 (J2KO) or PRC2.1 (TKO) (Figure 5C). The distance was greater in cells lacking PRC2.1 (TKO), compared with cells lacking PRC2.2 (J2KO). We also examined the correlation between PRC2 binding, Bio-CAP, and H2AK119ub1 across all Polycomb contexts and plotted them into a hierarchical clustering heatmap. This revealed that the CBX7 and “merged” SUZ12 profiles, as well as the SUZ12, MTF2, and JARID2 ChIP-Rx of WT EpiLCs, all enriched in the same cluster (Figure S5E, blue box). This analysis further confirmed a positive correlation between PRC2.1 (MTF2 and SUZ12 in J2KO ESCs) and Bio-CAP (Figure S5E,

### Figure 3. JARID2 promotes CBX7-cPRC1 while MTF2 promotes CBX4-cPRC1 recruitment to Polycomb target genes in ESCs

- (A) Schematic of PRC2.1 or PRC2.2 rescue strategy in KKO ESCs.  
(B) Western blot analyses of the indicated antibodies on total protein extracts from KKO ESC rescue lines, described in (A).  
(C) Average and tornado plots showing ChIP-Rx enrichments of indicated antibodies at maintained Polycomb targets ( $n = 2,175$ ) in the relevant cell lines.  
(D) Genome browser tracks showing ChIP-Rx enrichments of indicated antibodies in the relevant cells at the extended *HoxA* locus.  
(E) Average plot showing ChIP-Rx and ChIP-seq enrichments of indicated antibodies at maintained Polycomb target genes ( $n = 2,175$ ) in the relevant cell lines.  
(F) Genome browser tracks showing ChIP-Rx and ChIP-seq enrichments of indicated antibodies in the relevant cell lines at the *Pitx1* locus.  
See also Figure S3.

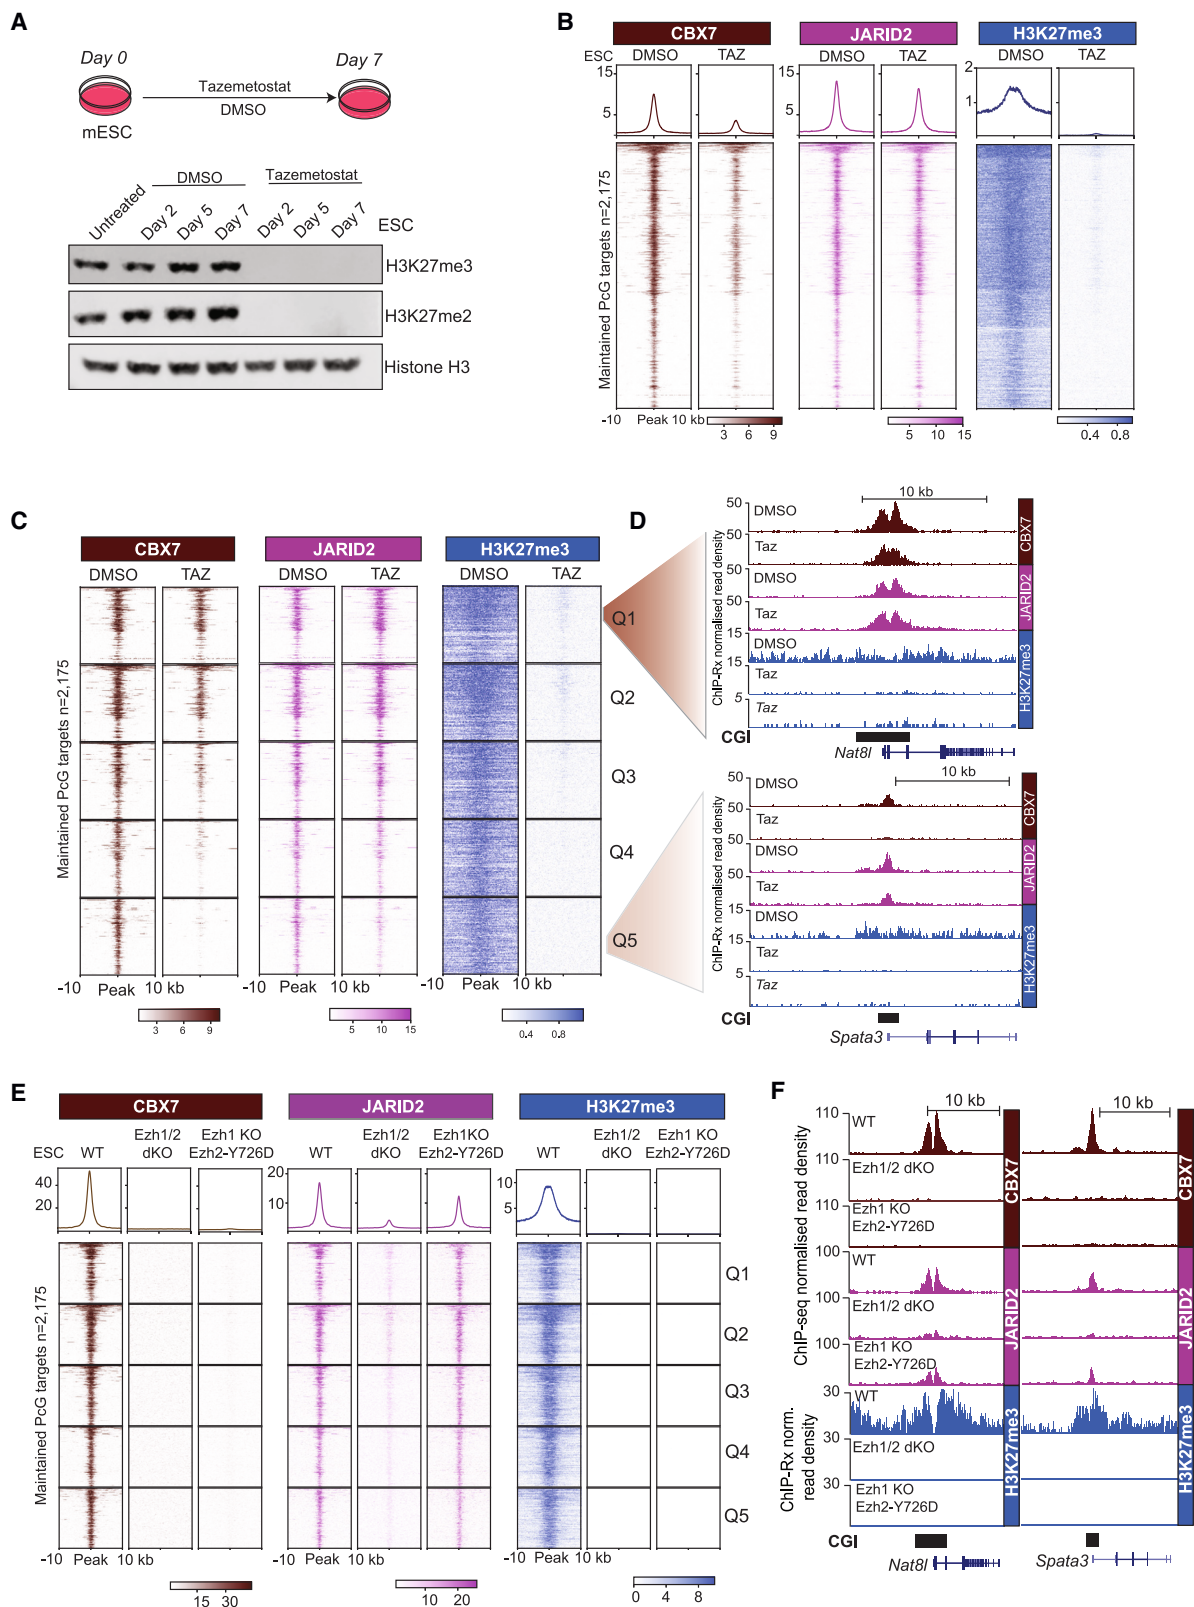

(legend on next page)

green box) and PRC2.2 (JARID2 and SUZ12) and CBX7 in TKOs with H2AK119ub1 (Figure S5E, purple box). Taken together, these analyses highlight a distinct shift in overall binding profiles depending on whether PRC2.1 or PRC2.2 is present.

Importantly, we corroborated these results using our exogenous *de novo* recruitment assay in QKO ESCs. Strikingly, exogenous FLAG-MTF2 recruited PRC2.1 in sharp peak-like binding profiles that overlapped with Bio-CAP, whereas exogenous FLAG-JARID2 recruited PRC2.2 and CBX7-cPRC1 to broad profiles, mirroring H2AK119ub1 at several independent Polycomb target genes (Figures 5D and 5E). Furthermore, the distance between the center of a CGI and SUZ12 peak was greater in FLAG-JARID2 compared with FLAG-MTF2 expressing ESCs (Figure 5F).

Taken together, these complementary systems establish that MTF2 directs PRC2.1 specifically to CGIs, whereas JARID2 is essential for directing PRC2.2 and CBX7-cPRC1 to broader regions, which mirror H2AK119ub1 deposition (Figure S5F).

### DNA and histone modification binding activities of MTF2 and JARID2 facilitate PRC2.1 and PRC2.2 chromatin binding

Next, we used our ectopic expression system to dissect the functional domains within the MTF2 and JARID2 proteins, which are necessary for the independent recruitment of PRC2.1 and PRC2.2, respectively. MTF2 is a multi-domain protein, containing a Tudor domain reported to bind *in vitro* to the H3K36me2/3 posttranslational modifications, and to a lesser extent to H3K27me3,<sup>51–54</sup> and an EH domain capable of binding DNA with high affinity.<sup>47,48,50</sup> The short isoform of MTF2 naturally lacks a Tudor domain, thereby facilitating a comparison between MTF2 with and without this domain. To disrupt MTF2-EH domain function, we introduced charge-swap mutations to two positively charged residues in the helix 3 region and to two conserved lysine residues in the wing 1 region (Figure S6A). To delineate the contributions of the MTF2-EH and MTF2-Tudor domains for targeting PRC2.1 to chromatin, we rescued QKO ESCs with FLAG-MTF2-L, FLAG-MTF2-L with the EH domain mutated (FLAG-MTF2-L-EH<sup>mut</sup>), FLAG-MTF2-S (lacking Tudor domain), and MTF2-S with the EH domain mutated (FLAG-MTF2-S-EH<sup>mut</sup>) (Figure 6A). Exogenous expression of each MTF2 protein was achieved to comparable levels, and initial ChIP-qPCR analyses of SUZ12, FLAG, and EPOF in the rescued QKO ESC lines revealed that expression of FLAG-MTF2-L rescued PRC2.1 binding at Polycomb target genes (Figures 6B and S6B). Strikingly, the disruption of the EH domain in either MTF2-L or MTF2-S

was sufficient to completely deplete PRC2.1 recruitment (Figures 6C, 6D, S6B, and S6C), consistent with previous findings.<sup>47,48,50</sup> Interestingly, exogenous expression of FLAG-MTF2-S, which lacks the Tudor domain, was capable of partially rescuing PRC2.1 binding, albeit to a lesser extent than FLAG-MTF2-L (Figures 6C, 6D, S6B, and S6C). However, while the PRC2.1 binding profile in the MTF2-S line still correlated with Bio-CAP peaks at CGIs (Figure 6D), its reduced binding at these sites was accompanied by moderate increases elsewhere in the genome (Figure S6D). Taken together, while these data support previous reports that the MTF2-EH domain is the primary mediator of PRC2.1 binding at CGIs, they also establish that the MTF2-Tudor domain further stabilizes PRC2.1 at these sites.

Next, to evaluate the contribution of the JARID2-UIM to the recruitment of PRC2.2 to Polycomb target genes, we ectopically expressed either WT FLAG-JARID2 or a truncated version, lacking the N-terminal region containing the UIM, in QKO ESCs (Figures 6E–6G). ChIP-Rx analysis of SUZ12 revealed that exogenous expression of FLAG-JARID2 partially rescued overall PRC2 binding at Polycomb target genes (Figures S6E and S6F). We identified a subset of target genes, including *Nr2f2* and *Hand2*, which was JARID2-UIM dependent, while another subcohort of target genes, including *Pax9* and *Nkx2-1*, was JARID2-UIM independent (Figure 6G). We next ranked all PRC2-bound promoters based on the difference in SUZ12 binding between FLAG-JARID2 and FLAG-JARID2-Δ UIM expressing ESCs (Figure 6H, left). Average plots of SUZ12 and CBX7 binding at the top 300 “UIM-dependent” and “UIM-independent” Polycomb target genes confirmed that the ability of PRC2.2 to recruit CBX7-cPRC1 was dependent on the JARID2-UIM at the UIM-dependent sites (Figures 6H, right and S6G). The UIM-dependent sites had lower enrichments of H2AK119ub1, H3K27me3, MTF2, and JARID2 in WT ESCs, compared with the UIM-independent sites (Figure S6H). This indicates that the UIM-dependent sites are weaker Polycomb target genes and therefore perhaps more susceptible to changes in stabilizing interactions. We anticipate that additional interactions such as those mediated by AEBP2 may contribute to PRC2.2 binding at UIM-independent sites in the absence of the JARID2-UIM.

### JARID2 promotes 3D chromatin looping through CBX7-cPRC1 at Polycomb target genes

To explore the potential contributions of PRC2.1 and PRC2.2 to 3D chromatin interactions at a *de novo* Polycomb target gene during ESC-EpiLC differentiation, we performed circular

#### Figure 4. CBX7-cPRC1 requires JARID2 and low levels of H3K27me3 to bind to Polycomb target genes

- (A) Top: schematic of experimental design. Bottom: western blot analyses for the indicated antibodies on total protein extracts.
- (B) Average and tornado plots showing ChIP-Rx enrichments of indicated antibodies at maintained Polycomb targets ( $n = 2,175$ ) in tazemetostat-treated or DMSO control ESCs.
- (C) Tornado plots showing ChIP-Rx enrichments of indicated antibodies in tazemetostat-treated or DMSO control ESCs at maintained Polycomb targets ( $n = 2,175$ ), grouped into quintiles based on CBX7 abundance difference between DMSO and tazemetostat-treated ESCs.
- (D) Genome browser tracks of representative genes from quintile 1 (*Nat8l*) and quintile 5 (*Spata3*), showing ChIP-Rx of indicated antibodies in tazemetostat-treated or DMSO control ESCs.
- (E) Average and tornado plots showing ChIP-seq and ChIP-Rx enrichments of indicated antibodies in WT, *Ezh1/2*-dKO, and *Ezh1* KO/*EZH2*-Y726D at maintained Polycomb targets ( $n = 2,175$ ) grouped into quintiles, as described in (C).
- (F) Genome browser tracks of indicated antibodies in *Ezh1/2*-dKO and *Ezh1* KO/*EZH2*-Y726D at representative genes from Q1 (*Nat8l*) and Q5 (*Spata3*). See also Figure S4.

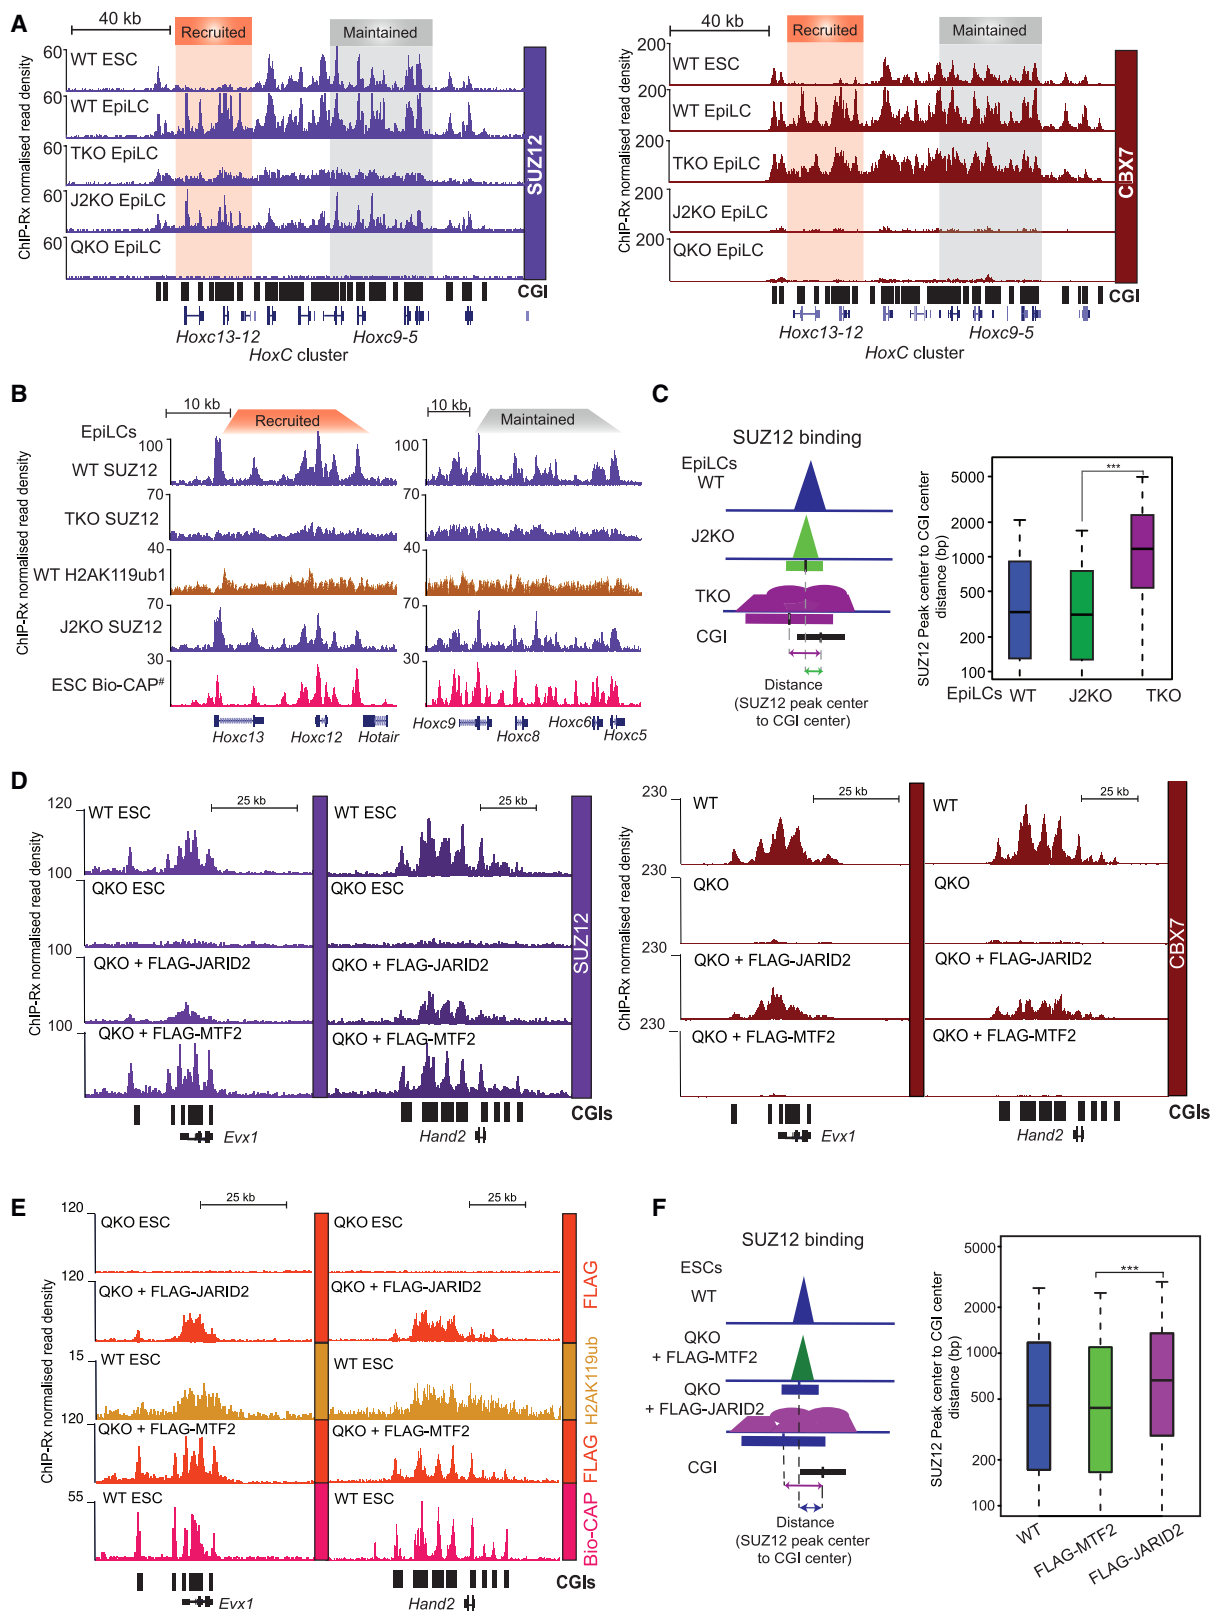

(legend on next page)

chromosome conformation capture sequencing (4C-seq) at the *Tbx3* promoter in WT ESCs, WT EpiLCs, and EpiLCs lacking key PRC2 accessory proteins (Figure 7A). In WT ESCs, the interactions that were lost during the transition to EpiLCs were located at H3K27ac-enriched, ESC-specific enhancers (e.g., E1, E2, and E3) (Figures 7A, 7B, and S7A). The p300 acetyltransferase and OCT4 were previously shown to bind to these three enhancer elements in ESCs<sup>66</sup> and are displaced upon differentiation to EpiLCs (Figure S7A). The sites that gained *de novo* interactions with the *Tbx3* promoter in WT EpiLCs were pre-bound distal SUZ12-enriched sites (e.g., S1, S2, and S3), which co-localized with JARID2, MTF2, and H3K27me3, and correspond to the promoters of the nearby *Tbx5* and *Lhx5* genes (Figures 7A and S7B). Both *Tbx5* and *Lhx5* are Polycomb repressed in both ESCs and EpiLCs and therefore classed among the “maintained” group of PRC2-bound genes (Figures 1B and S7C). Loss of PRC2.1, PRC2.2, or both caused concurrent increases in *Tbx3* expression and associated H3K27ac deposition at recruited target sites (Figures S7C and S7D). Strikingly, the *de novo* interactions with the *Tbx3* promoter did not occur in J2KO and QKO EpiLCs but were still able to form in TKO EpiLCs (Figures 7A and 7B). Importantly, JARID2 binding was maintained at these sites in TKO EpiLCs (Figures 7C and S7B). We next confirmed that cPRC1 subunits PHC1 and CBX7 are precisely co-localized with the PRC2 subcomplexes at S1, S2, and S3 regions in WT ESCs and EpiLCs, and CBX7 is not bound in J2KO and QKO cells (Figure 7C). We performed 4C-seq in *Pcgf2/4* KO EpiLCs (Figure 7C), in which the majority of CBX7 localization is lost (Figure S7E). The interactions between the *Tbx3* promoter and the pre-bound Polycomb promoter regions (S1, S2, and S3) were lost in the absence of cPRC1 (Figure 7C), despite unaffected JARID2 binding, and this correlated with impaired repression of *Tbx3* during EpiLC differentiation (Figures 7D and 7E). Taken together, these data suggest that the proper repression of this *de novo* Polycomb target gene during differentiation is at least partially dependent on the activities of JARID2 to promote the focal recruitment of CBX7-cPRC1, which in turn is required to establish long-range chromatin interactions to either create or expand a Polycomb-repressed domain.

Finally, to explore the consequences of impaired recruitment of the PRC2 subcomplexes on Polycomb target gene expression, we compared global RNA-seq of WT and PRC2-mutant EpiLCs (Figure S7F). The total number of differentially expressed direct target genes was greater in TKO EpiLCs, compared with J2KO EpiLCs (Figure S7F). While the number of differentially ex-

pressed genes did not vary much between TKO and QKO EpiLCs (Figure S7F), the degree to which genes such as *Tbx3* were upregulated in QKO compared with TKO and J2KO was significantly greater (Figures 7E–7G). We found that the level of impaired gene repression in cells lacking *Pcgf2/4* was similar to that for loss of JARID2, while there was a significantly greater increase in the impaired repression in QKO and TKO (Figures 7F and 7G).

Taken together, these data support a model whereby two distinct axes, directed by PRC2.1 and PRC2.2, combine for faithful repression of Polycomb target genes during differentiation. This occurs via a combination of PRC2.1-mediated broad H3K27me3 depositions and JARID2-dependent CBX7-cPRC1-mediated 3D looping, both of which contribute to the transition of the chromatin and transcriptional landscape.

## DISCUSSION

It has been unclear why two independent PRC2 subcomplexes, PRC2.1 and PRC2.2, have persisted throughout evolution. Here, through genetic KO and replacement of key specific subunits, we discover independent functions of PRC2.1 and PRC2.2 in mediating Polycomb target gene repression. PRC2.1 has a specialized role in promoting the majority of H3K27me3 deposition, which promotes CBX2/4-cPRC1 recruitment, whereas PRC2.2 component JARID2 drives recruitment of CBX7-cPRC1. Furthermore, we define how PRC2.1 and PRC2.2 are independently recruited to Polycomb target genes via the DNA and chromatin-binding abilities of their specific subunits MTF2 and JARID2. The combination of their respective actions in promoting H3K27me3 deposition, cPRC1 recruitment, and in turn 3D chromatin looping, ultimately establishes stable Polycomb domains and gene repression during a cell-fate transition.

### PRC2.1 and PRC2.2 are co-recruited during pluripotent-state transition to promote repression of *de novo* Polycomb target genes

We establish that PRC2.1 and PRC2.2 are co-displaced from and co-recruited to Polycomb target genes during ESC-EpiLC differentiation. While it is possible that PRC2.1 and PRC2.2 regulate divergent sets of target genes during differentiation, our focus here on direct Polycomb target genes does not provide supporting evidence. Notably, the distinct recruitment mechanisms of PRC2.1 and PRC2.2 via CpG and H2AK119ub1 binding, respectively, coupled with more restricted expression of key accessory proteins, could provide avenues for distinct target

### Figure 5. Contrasting PRC2.1 and PRC2.2 binding profiles consistent with independent recruitment mechanisms

(A) Genome browser tracks showing SUZ12 and CBX7 ChIP-Rx binding in the relevant cells at the *HoxC* locus. The red region represents recruited genes, whereas the gray region represents a group of maintained genes.

(B) Genome browser tracks of the indicated antibodies in the indicated cell lines. Bio-CAP tracks generated on wild-type ESCs, taken from GSE43512.<sup>65</sup>

(C) Left: schematic of assay design. Right: boxplot representing the distance between the SUZ12 peak center of WT, J2KO, and TKO EpiLCs and the center of the CGIs. \*\*\*p value < 0.001.

(D) Genome browser tracks of the indicated antibodies in the indicated cell lines at the extended *HoxC* locus.

(E) Genome browser tracks of the indicated antibodies in the indicated cell lines, as well as Bio-CAP, the extended *HoxC* locus.

(F) Boxplot representing the distance between the center of SUZ12 peaks in WT, and in QKO + FLAG-MTF2 or QKO + FLAG-JARID2.

See also Figure S5.

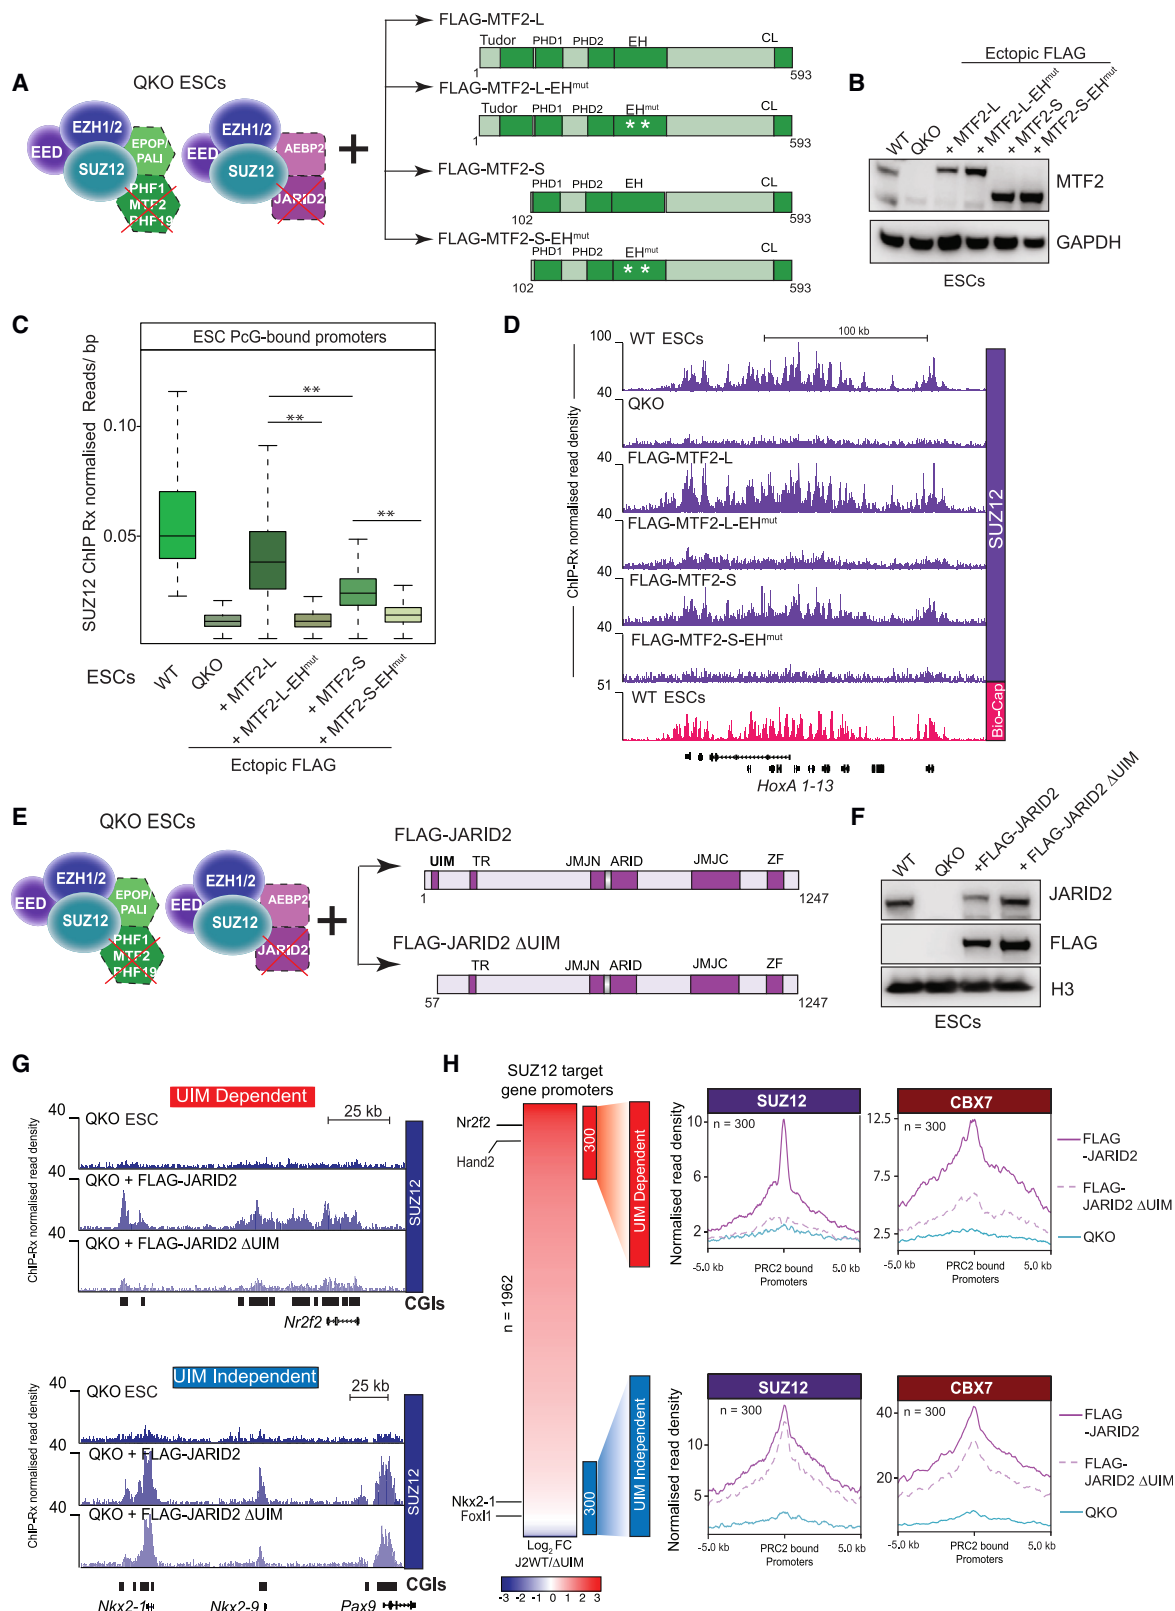

(legend on next page)

gene regulation in different cellular contexts and other stages during development. Despite this, the mouse KO phenotypes of *Jarid2* or *Mtf2* cause prenatal lethality—indicating both are required for early development.<sup>3,67–70</sup> However, in the absence of a mouse model lacking JARID2 and all three Polycomb-like proteins, it's not yet known if the combined loss of PRC2.1 and PRC2.2 functions would have a more severe developmental phenotype.

While PRC2.1 and PRC2.2 have been reported to be recruited to chromatin via alternative mechanisms,<sup>20,23,24,28,46–48,50</sup> we extend this by showing PRC2.1 binds precisely at CGIs, forming narrow peak-like profiles, whereas PRC2.2 binds in broader profiles, mirroring H2AK119ub1 deposition.

### JARID2 drives CBX7-cPRC1 recruitment while MTF2-PRC2.1 drives CBX2/4-cPRC1 recruitment

The prevailing model of cPRC1 recruitment involves its association with target genes through an affinity of chromodomain-containing CBX subunits for H3K27me3, and this facilitates subsequent Polycomb domain formation and compaction.<sup>29–32</sup> However, there are five cPRC1-associated CBX proteins (CBX2/4/6/7/8) expressed in mammalian cells. While each of their chromodomains have varying affinities for H3K27me3, all display a lower affinity, compared with their homologous *Drosophila* subunit dPc.<sup>71</sup> Although we show that CBX7 can immunoprecipitate vPRC1-PCGF1 and -PCGF6 proteins, their respective stoichiometries with CBX7 are more than 20-fold lower compared with cPRC1 member, PHC1. This, together with changes in PHC1 occupancy upon modulation of JARID2 levels, implies that CBX7 is recruited together with PHC1 in the context of cPRC1. Taken together, our data suggest that while CBX7-cPRC1 localization to target genes would appear to require at least low levels of H3K27me3, the extent of its recruitment is not modulated by changes in the level of H3K27me3 enrichment.

Interestingly, mammalian CBX chromodomains can bind to DNA as well as H3K27me3.<sup>72–74</sup> Similarly, the C terminus of JARID2 has been reported to have affinity for DNA.<sup>75</sup> While the exact mechanism of JARID2-dependent CBX7 recruitment is still unclear, a recent cross-linked IP mass spectrometry experiment suggested JARID2 and CBX7 are in close proximity at target sites.<sup>33</sup> We speculate that the recruitment mechanism could involve the ability of CBX7 to interact with DNA and histones,

in addition to its ability to bind to H3K27me3. Supporting this, cPRC1 has been reported to associate with target genes in the presence of PRC2, but absence of H3K27me3, in *Drosophila* larval tissues.<sup>76</sup> Taken together with our data, this raises the possibility of H3K27me3-independent associations of cPRC1 with chromatin. In fact, an interesting possibility is that JARID2 promotes CBX7-cPRC1 recruitment as part of the less enzymatically active EZH1-PRC2.

### Deciphering the DNA and histone-binding domains required for PRC2.1 and PRC2.2 recruitment

Here, using an exogenous rescue assay, we establish that the JARID2-UIM is not required for PRC2.2 binding at approximately half of all PRC2.2 target genes in ESCs. This subcohort of Polycomb target genes that do not require the JARID2-UIM is associated with higher enrichment of Polycomb proteins. Therefore, we speculate that the presence of AEBP2 provides sufficient interaction for PRC2.2 to bind at these loci. Additionally, the JARID2-ARID and -zinc finger DNA-binding domains may also play a role.<sup>75,77,78</sup>

We also decipher the contributions of the MTF2-EH and MTF2-Tudor domains for targeting PRC2.1 to target genes. We find that the EH domain is essential for targeting PRC2.1 to all target genes in ESCs, supporting previous studies.<sup>48</sup> Intriguingly, a direct comparison of the naturally occurring short and long MTF2 isoforms revealed that the Tudor domain also contributes to overall levels of PRC2.1 binding at target genes. However, its loss did not impair the specificity of PRC2.1 binding to CGIs. Furthermore, the short isoform lacking the Tudor domain had moderately increased binding at regions outside of Polycomb target genes. This suggests that the Tudor domain contributes to stabilizing PRC2.1 at CGIs. Potentially, it could engage with or “sample” H3K36me2 and/or H3K36me3 elsewhere throughout the genome and function to direct PRC2.1 away from these regions.

Overall, we have uncovered independent functions for PRC2.1 and PRC2.2, which reshape our understanding of the hierarchical recruitment model for Polycomb complexes. The prevailing model implicates H3K27me3 as the sole recruiting factor for CBX proteins in cPRC1. Instead, our results place JARID2 at the forefront of CBX7-cPRC1 recruitment. In addition, we elucidated the mechanisms through which the distinct PRC2.1 and PRC2.2 subcomplexes

**Figure 6. DNA and histone modification binding activities of MTF2 and JARID2 facilitate the respective chromatin binding of PRC2.1 and PRC2.2**

- Schematic of wild-type or mutant MTF2 rescue strategy.
- Western blot analyses using the indicated antibodies on total protein extracts in the indicated ESC lines.
- Boxplot of SUZ12 ChIP-Rx read counts in the indicated ESC lines at all PRC2-bound promoters. \*\*p value < 0.01.
- Genome browser tracks showing SUZ12 ChIP-Rx profile on the *HoxA* locus in the indicated cell lines. Note the y axis values are adjusted to facilitate the visualization of the tracks.
- Schematic of wild-type or truncated JARID2 rescue strategy.
- Western blot analyses using the indicated antibodies on total protein extracts in the indicated ESC lines.
- Genome browser tracks showing SUZ12 ChIP-Rx profile in the indicated cell lines at representative UIM-dependent (top) and UIM-independent (bottom) gene loci.
- Left: heatmap representing the fold change of SUZ12 binding at PRC2 target promoters in QKO + JARID2-WT or QKO + JARID2-ΔUIM. Right: average plots showing ChIP-Rx normalized read densities for SUZ12 and CBX7 at the UIM-dependent (n = 300) and UIM-independent (n = 300) regions, in QKO and JARID2 rescue ESCs.

See also Figure S6.

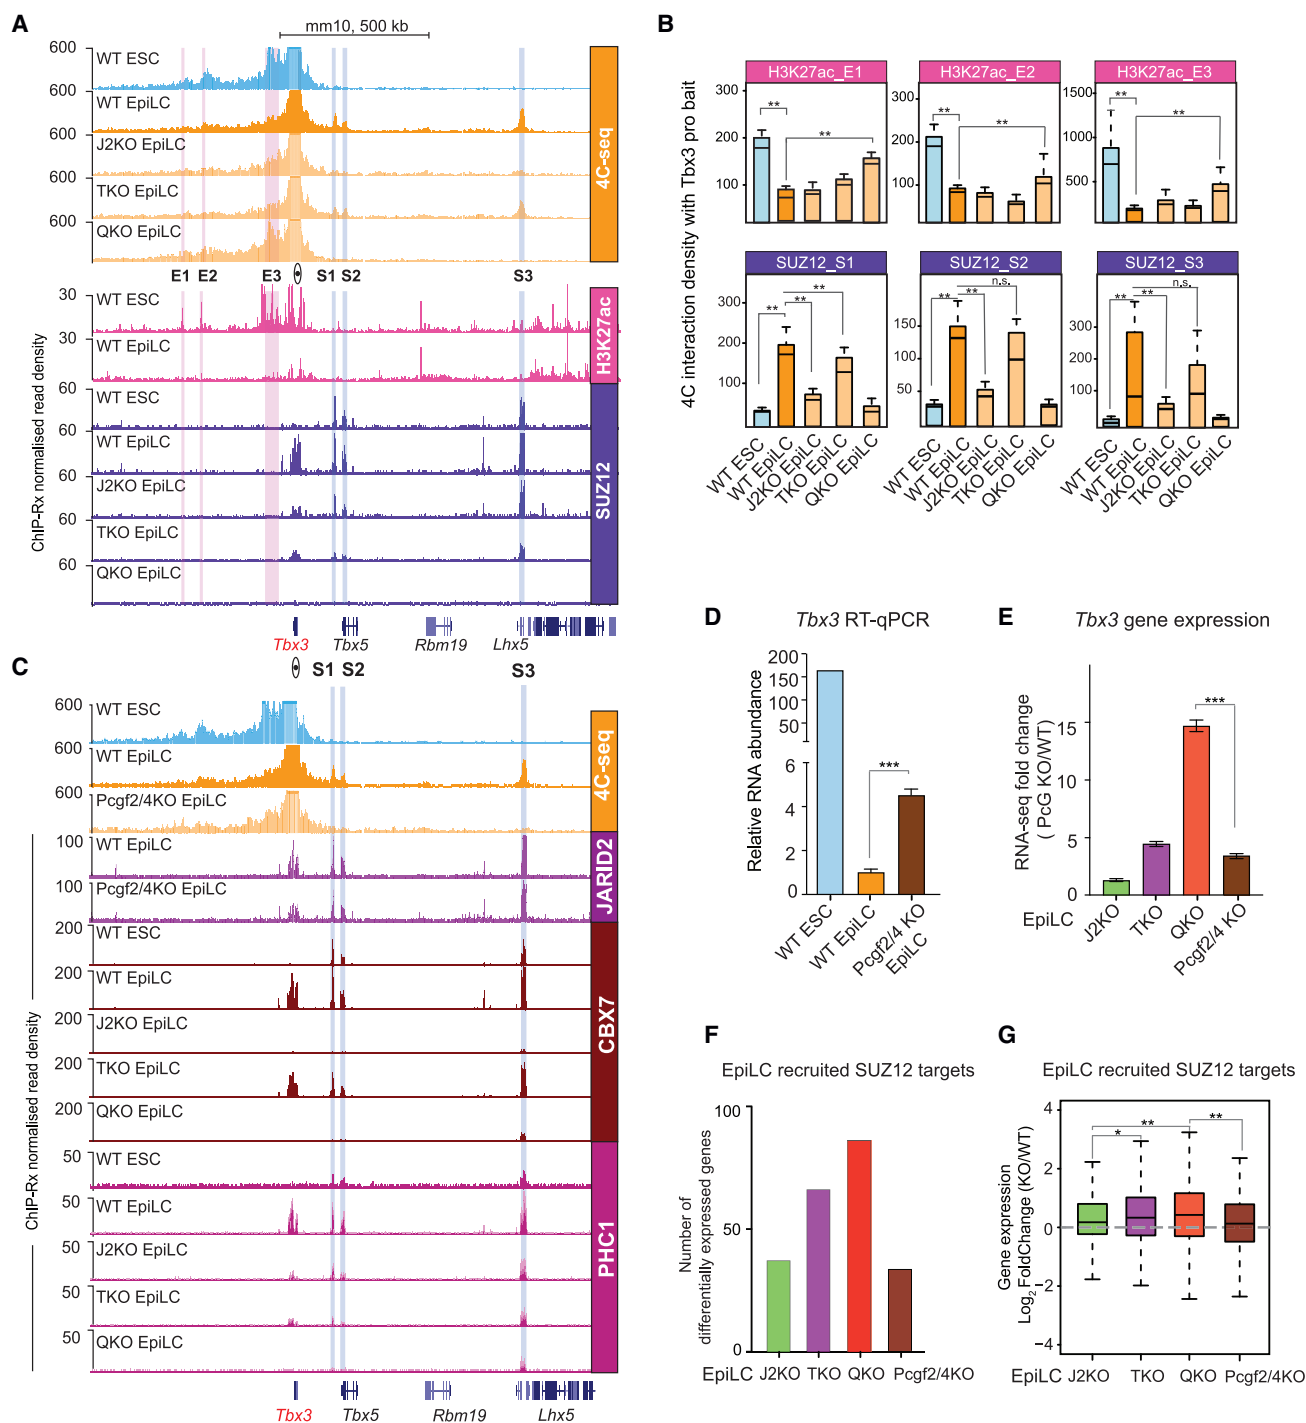

**Figure 7. PRC2.1-deposited H3K27me3 and PRC2.2-JARID2-recruited CBX7-cPRC1 cooperate to mediate Polycomb target repression**  
(A) Genome browser tracks showing 4C-seq analyses of the indicated cell lines using the *Tbx3* gene promoter as the viewpoint bait. SUZ12 and H3K27ac ChIP-Rx profiles are shown below. SUZ12-bound sites (S1, S2, and S3) are highlighted in blue, while the H3K27ac-enriched enhancers (E1, E2, and E3) are highlighted in pink.  
(B) Boxplots representing the 4C-seq densities at S1, S2, and S3 and E1, E2, and E3 in the indicated cell lines. \*\*p value < 0.01.  
(C) Genome browser tracks showing 4C-seq analyses of the indicated cell lines using the *Tbx3* gene promoter as the viewpoint bait. ChIP-Rx profiles of the indicated antibodies in the relevant cell lines are also shown.  
(D) Relative mRNA abundance of *Tbx3* in WT ESCs, and WT and *PcG2/4* KO EpiLCs. Error bars represent SD (n = 3).  
(E) Bar plots representing the fold change of *Tbx3* expression between WT and PcG mutant EpiLCs. \*\*\*p value < 0.001. Error bars represent SD (n = 3).

(legend continued on next page)

bind on chromatin and contribute to establish *de novo* Polycomb-mediated repression during the transition from naive to primed pluripotency. Together, these results reshape our understanding of the mechanisms governing Polycomb system function.

### Limitations of the study

Although the data provided in this paper show that JARID2 is essential for CBX7-cPRC1 association with Polycomb target genes, the precise mechanism remains elusive. While we establish that fellow PRC2.2 component AEBP2 does not have a role, further dissection of the domains within JARID2 will be necessary to evaluate how it exerts its control on CBX7-cPRC1. In addition, further studies are needed to compare the binding dependencies of all CBX proteins (CBX2/4/6/8) of cPRC1 and to dissect their likely divergent mechanisms of chromatin targeting. Finally, while we established that PRC2.1- and PRC2.2-specific accessory proteins drive the recruitment of different forms of cPRC1 to chromatin in pluripotent ESCs and pre-gastrulation EpiLCs, it will be important to further evaluate the biological significance of these findings in additional cellular contexts, including models of development and disease.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Cell culture
- METHOD DETAILS
  - Exogenous expression in mESCs
  - Inhibition of PRC2 histone methyltransferase activity
  - Preparation of nuclear lysates and western blotting
  - FLAG immunoprecipitation
  - Endogenous CBX7 immunoprecipitations
  - Mass spectrometry measurements and analysis
  - RNA extraction and RT-PCR analysis
  - Chromatin immunoprecipitations
  - 4C-seq assay
  - ChIP-seq and 4C-seq library preparation
  - RNA-seq library preparation
  - ChIP-seq analysis
  - CpG islands and Bio-CAP data analysis
  - RNA-seq analysis
  - 4C-seq analysis

### ● QUANTIFICATION AND STATISTICAL ANALYSIS

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.molcel.2023.03.018>.

### ACKNOWLEDGMENTS

We thank members of the Bracken lab for helpful discussions and critical reading of the manuscript. We are grateful to the Genomics Core Facility at University College Dublin for expertise with next-generation sequencing. E.G. was in part supported by a grant from the Science Foundation Ireland (SFI) under grant no. 15/IA/3104. E.T. was in part supported by an Irish Research Council Government of Ireland Postgraduate Scholarship (GOIPG/2019/3481). Work in the Bracken lab was supported by the Science Foundation Ireland under the SFI Investigators Programme (SFI/16/IA/4562) and the BBSRC-SFI (SFI/17/BBSRC/3415), as well as an Irish Research Council Advanced Laureate Award (IRCLA/2019/21). The Vermeulen lab is part of the Oncode Institute, which is partly funded by the Dutch Cancer Society (KWF). The work of the Pasini laboratory was supported by the Worldwide Cancer Research (22-0027); the Italian Association for Cancer Research, AIRC (IG-2017-20290 and IG 2022-27694); and by the European Research Council, ERC (EC-H2020-ERC-CoG-DissectPcG: 725268). S.A. and A.M. are PhD students at the European School of Molecular Medicine (SEMM).

### AUTHOR CONTRIBUTIONS

C.W., E.G., and A.P.B. conceived the project and designed the experiments. C.W. and E.G. conducted the majority of the experiments and bioinformatic analysis. M.M. and E.H. helped with the ESC cell culture and data analysis. E.T. performed part of the PRC2 rescue experiments. S.A., A.M., and D.P. contributed ChIP analyses of *Ezh1/2*-dKO and *Ezh1 KO/Ezh2-Y726D*. E.G. performed the endogenous CBX7 immunoprecipitations for downstream mass spectrometry analyses. H.K.N. and M.V. analyzed the mass spectrometry of CBX7 immunoprecipitations. E.G. wrote the first draft and, together with C.W. and A.P.B., edited and finalized the manuscript.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: July 10, 2022

Revised: January 19, 2023

Accepted: March 16, 2023

Published: April 7, 2023

### REFERENCES

- Blackledge, N.P., and Klose, R.J. (2021). The molecular principles of gene regulation by Polycomb repressive complexes. *Nat. Rev. Mol. Cell Biol.* 22, 815–833. <https://doi.org/10.1038/s41580-021-00398-y>.
- Schuettengruber, B., Bourbon, H.M., Di Croce, L., and Cavalli, G. (2017). Genome regulation by polycomb and trithorax: 70 years and counting. *Cell* 171, 34–57. <https://doi.org/10.1016/j.cell.2017.08.002>.
- Deevy, O., and Bracken, A.P. (2019). PRC2 functions in development and congenital disorders. *Development* 146, dev181354. <https://doi.org/10.1242/dev.181354>.
- Kloet, S.L., Makowski, M.M., Baymaz, H.I., van Voorthuisen, L., Karemaker, I.D., Santanach, A., Jansen, P.W.T.C., Di Croce, L., and

(F) Bar plots representing the number of DESeq2-identified differentially expressed recruited Polycomb target genes in the indicated EpiLCs (n = 3).

(G) Boxplots showing RNA-seq log<sub>2</sub>-fold change of WT compared with the respective KO EpiLCs. The gray dashed line indicates the y axis at 0. \*p value < 0.05 and \*\*p value < 0.01. Error bars represent SD (n = 3).

See also Figure S7.

How the deposited data were processed for this re-analysis (not part of the article)

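RNA-seq of mouse ESCs and EpiLCs was analysed in 36 libraries, with 3 in each of 12 groups. J2WT, J2KO, PclWT, TKO and QKO were measured at both stages, and WT and Pcgf2/4 KO in EpiLCs. Every library's condition was taken from its label. The authors prepared poly(A) RNA with NEBNext kits and aligned the reads to GRCm38 with STAR, and the deposited values are raw counts of reads per gene for each library, with no normalization. The column without strand was used. The kit does not mark strand, so reads of overlapping and antisense genes cannot be told apart, and genes with near-identical copies are uncertain. Counts in genes ranged from 6784578 to 18026492 per library (median 10472704), and 23.22% to 30.24% of reads were unmapped, mapped to several places, in no gene or in more than 1. Gene symbols, positions, TSSs and exon lengths came from GENCODE annotation of GRCm38, which held a symbol for 55141 of the genes in the files. The paper's own annotation was an Ensembl release of the same build.

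Levels are CPM scaled by TMM factors over all 36 libraries. RPKM was computed from the total of counts in genes and the union of a gene's exons, with 0.01 added before the log2 of a median. Each comparison was fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the libraries compared, over genes with a mean normalized count of at least 15. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1 were called. The standard error of a log2 fold change was derived from its F statistic. WT EpiLCs were compared with WT ESCs with line and stage in the model, each mutant with its matched WT at the same stage, and QKO with TKO directly. Contrasts of 4 groups tested whether effects differed between stages, lines or mutants. Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, and again with an estimated correlation. For lists, p-values were adjusted over the lists of a comparison. The mean log2 CPM of recruited targets, with a prior count of 2 and over 321 targets in every library, was compared between groups by a two-sided exact permutation test.

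Displaced, maintained and recruited targets are genes with a TSS within 2000 bp of a site in Table S1, and genes near sites of more than 1 class were left out. The gene lists covered naive, formative and primed, and general pluripotency, primitive streak and mesendoderm, neuroectoderm, primitive endoderm, trophoblast, 2-cell-like cells, germline, fibroblasts and feeders, Hox genes, PRC2 and PRC1 subunits, DNA methylation, imprinted genes, p53 targets, the integrated stress response, glycolysis and hypoxia, Y-linked genes, the mitochondrial genome and genes the paper names. Genes named in the text are members of these lists or, in each comparison, the 10 called genes with the largest fold change in each direction whose libraries did not overlap between groups, or, among recruited and displaced targets, the 5 called genes with the largest fold change in each direction. The lists, rule, comparisons and alternative settings were set before the data were examined, while the paper's figures had been seen. Names that are only clone accessions were removed from the ranking after its genes had been seen.

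The steps were tested on simulated counts with 100 genes changed at each of 2 sizes. At a log2 fold change of 1.5, edgeR recovered 94.9% of those tested in WT EpiLCs against ESCs, 100% in J2KO, 91.8% in TKO, 92.9% in QKO and 99% in Pcgf2/4 KO EpiLCs. Chance values for TKO and QKO, which share controls, came from 10 simulations of unchanged groups. Alternatives were DESeq2 1.42.0 at the paper's thresholds, RLE normalization, other count filters, protein-coding genes, the replicate number as a block, all libraries of a line family, each WT line alone, all WT EpiLC libraries as control for Pcgf2/4 KO, TSSs inside the site, an estimated correlation, and each library left out in turn. Figures were drawn in Python 3.11.15. Intervals and floors cover counting error only. ChIP-seq, proteomic and other experiments of the paper were not analysed here. Same-numbered PclWT EpiLC and ESC libraries deviated together from their group means in all 3 pairs, at correlations across genes of 0.359, 0.171 and 0.14, and replicate 1 of both stood out in rRNA genes, so by a limit of 0.1 the numbers were taken to pair the samples there. The highest correlation with another number was -0.169, 0.152 and 0.192, so only replicate 1 matched clearly. This comes from the data, as neither labels nor paper say what the numbers mark, and in no other 2 groups compared were all 3 pairs over 0.1. One gene of the planned comparisons is not reported here.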

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

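The tests of gene length, of ESCs or a swapped stage and of an ESC library for PclWT EpiLC replicate 1, and of undifferentiated cells and of a difference between lines or differentiations for the formative genes, were chosen only after the result was seen.

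Genes of chromosomes 1, 11 and 14 shifted together in TKO and QKO EpiLCs relative to PclWT, a signal by chromosome that the paper does not discuss. The median log2 fold changes were 0.41, -0.60 and 0.52 in TKO and 0.52, -0.52 and 0.60 in QKO. After the trend on GC content, exon length and mean level was removed, the smallest of these 6 medians had a size of 0.35, and without genes near a site of Table S1 it was 0.38, which argues against both as the whole cause. With each of the 3 chromosomes divided at its middle gene, both parts moved with the whole in ESCs and EpiLCs of both mutants, by at least 0.21, so a gain or loss of whole chromosomes in some cells of a line may account for the shifts. On chromosome 14 the parts were unequal, at 0.29 and 0.73 in TKO EpiLCs. PclWT EpiLCs themselves had a chromosome 11 median of 0.41 over J2WT and 0.55 over WT, and PclWT ESCs one of 0.42 over J2WT. J2WT EpiLCs had one of 0.05 over WT. These values argue against a chromosome 11 change in TKO and QKO alone, and place at least part of it in the control line. The medians of PclWT EpiLCs over J2WT and WT were -0.13 and -0.05 for chromosome 1 and -0.23 and -0.22 for chromosome 14. These were smaller than the shifts in TKO and QKO. No karyotype was analysed here.

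PclWT EpiLC replicate 1 stood far from the other WT EpiLC libraries, with 1.19% of counts in rRNA genes and 16.2% of reads mapped to several places. Its deviation from replicates 2 and 3 correlated with exon length across genes at a rank correlation of -0.668, against a size of at most 0.432 in the 33 libraries of other groups, and a length bias in this library may account for it. Lower depth is argued against, since replicate 2 thinned to the depth of replicate 1 had 22 genes over 2-fold from replicate 3, where replicate 1 had 1475, both over the 10819 genes compared in these tests. Naive genes kept a median of 11.5% of the PclWT ESC level in replicate 1, which argues against an ESC library under this label. Some ESCs in the culture cannot be told apart, since replicates 2 and 3 enter both terms of the correlation with the ESC difference (0.176), and of 12 naive genes 6 were lower and 5 higher in replicate 1.

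Genes of formative and primed pluripotency rose less in PclWT than in J2WT, a difference between groups, with 13 of 15 called lower and 0 higher (median log2 difference -1.93) and a mean log2 CPM of 5.42 against 7.50 in EpiLCs. Etv4 had a positive difference of 0.86, which passed on adjusted p alone. A difference in depth is argued against, since the median log2 difference of the list between J2WT and PclWT EpiLCs was 1.28, and 1.29 with J2WT thinned to the PclWT depth, 1.01 times as large. PclWT EpiLCs kept 4.7% more of the naive genes' ESC level than J2WT EpiLCs, where undifferentiated cells would have to make up a formative shortfall of 64.8%, so these do not account for the whole. Of 13 naive genes, 5 were called higher and 1 lower in the difference between PclWT and J2WT (median log2 difference 0.64). A part played by undifferentiated cells therefore stays open. TKO and QKO EpiLCs had a mean log2 CPM 0.48 above PclWT for this list, between the levels of the 2 WT lines. A difference between the lines and one between their differentiations cannot be told apart, since each line has 1 group of EpiLC libraries, and either may contribute.

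Among 33 tests of single libraries, of which chance gives about 1 in 20, PclWT ESC replicate 1 also stood far from the other WT ESCs, with 0.94% of counts in rRNA genes. J2WT ESC replicate 2 was the only WT ESC library with Fgf5 counts, at 0.193 CPM. The effect of the stage differed between PclWT and J2WT for 2903 genes, 1478 more positive and 1425 more negative in PclWT. Dnmt3b rose less in PclWT, by a log2 difference of -1.11, and so did Otx2, by -1.93. The effect of the genotype differed between EpiLCs and ESCs for 1576 genes in J2KO, 959 in TKO and 929 in QKO, and as many genes were called in 4 of 50 splits of the libraries in each case, the real one included (highest other split 1895, 1508 and 1806). The other 3 left the groups of 1 stage intact and exchanged libraries in the other, which turns the effect of the genotype itself into a difference between stages, so this count decides nothing on chance. The TKO effect differed from the J2KO effect for 3072 EpiLC genes, which 1 of 50 splits, the real one, reached (highest other split 1292), but the splits are of the same kind and decide nothing on chance here either. In ESCs, for which the paper reports no called genes, 1793 genes were called in J2KO, 1710 in TKO and 1700 in QKO. Chromosome 11 had a median log2 fold change of 0.50 and chromosome 14 one of 0.24 in J2KO EpiLCs. In Pcgf2/4 KO EpiLCs, 7 Y-linked genes were called lower, and the 4 listed Y-linked genes summed to 35.9 ± 2.02 CPM against 313 ± 12.2 CPM in WT. All of it was Ddx3y, with 1124 counts, while Eif2s3y, Uty and Kdm5d had 0.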

How the results depend on the processing

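The settings without chromosomes 1, 11, 14 and Y and without PclWT EpiLC replicate 1 in the line family were chosen after seeing the data. Of the values that answer a comparison, 628 were the same across settings other than left-out libraries, 69 were weaker, 20 moved, 4 were stronger and 2 reversed. A value could count as the same without keeping its direction. Bmi1 in Pcgf2/4 KO did so with a library left out, at -0.01 against 0.09. Of single named genes 805 were the same, 5 stronger and 7 weaker. The cause was not tested unless stated. Low counts left Sox8, Tbx5 and Lhx5 under the count minimum and untested, as they did Phf19 in TKO and QKO ESCs.

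Without a count filter, more genes were tested and more were called, with 5101 for WT EpiLCs against ESCs, 2221 in J2KO EpiLCs, 1446 in Pcgf2/4 KO EpiLCs, 1085 for QKO against TKO, and 3109, 2971 and 2973 in J2KO, TKO and QKO ESCs. Cbx7 in TKO EpiLCs stayed at 0.43 with an adjusted p of 0.0584, and the recruited median was 0.17 in J2KO and 0.31 in TKO. With J2WT libraries only, Jarid2 rose by 0.76 and the medians were -1.88 for recruited and 3.73 for displaced targets, and with PclWT libraries only they were -0.92 and 1.64. With all libraries of the line family, Jarid2 was at 0.18 in WT EpiLCs against ESCs (adjusted p = 0.00836) and 0.35 in QKO (adjusted p = 0.0133), and the recruited median at 0.18 in J2KO and 0.31 in TKO. That family without PclWT EpiLC replicate 1 gave 0.18 for Jarid2 in QKO (adjusted p = 0.00278) and a recruited median of 0.21 in TKO. In J2KO the recruited median was 0.22 with the TSS inside the site, 0.19 with DESeq2, 0.19 with RLE normalization and 0.16 without chromosomes 1, 11, 14 and Y, where the set test gave a camera p of 0.0504. Pcgf2 in the Pcgf2/4 KO stayed at 0.15 with DESeq2 but no longer passed. With all WT EpiLC libraries as control, Pcgf2 reversed to -0.14 and the recruited median to -0.07, with a set test p of 0.287.

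With the replicate number as a block, 2677 genes were called in the comparison WT EpiLC vs ESC genes, against 2823 without. In TKO, whose EpiLC libraries are not paired with PclWT by number, Cbx7 in TKO EpiLC libraries stayed at 0.43 and its adjusted p was 0.108 under the block, within 5.64e-06 to 0.139 over its settings, and the block took no other value that answers a comparison across the threshold and, among single named genes, took Phf1 in WT EpiLC vs ESC over 0.05 (-0.91, adjusted p = 0.0681).

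With an estimated correlation, the recruited set test gave p = 0.115 in J2KO, 0.134 in TKO and 0.144 in Pcgf2/4 KO, and the adjusted p was 0.173 for QKO against J2KO, Pcgf2/4 KO and TKO. At the preset correlation, without PclWT EpiLC replicate 1 the adjusted p was 0.0481 for QKO against J2KO and 0.0124 against Pcgf2/4 KO. For gene lists that no longer passed, the adjusted p follows with the list. For WT EpiLCs against ESCs it was 0.222 (formative), 0.317 (Hox) and 0.0836 (paper-named). In J2KO EpiLCs it was 0.188 (naive), 0.115 (formative and Y-linked), 0.232 (primitive endoderm and p53 targets), 0.223 (imprinted) and 0.257 (glycolysis). In TKO EpiLCs it was 0.112 (naive, formative and glycolysis), 0.137 (neuroectoderm and mitochondrial), 0.214 (2-cell-like), 0.0635 (Hox) and 0.435 (stress response). In QKO EpiLCs it was 0.376 (general pluripotency), 0.14 (primitive endoderm and glycolysis), 0.121 (germline and imprinted), 0.359 (stress response) and 0.172 (mitochondrial). In Pcgf2/4 KO EpiLCs it was 0.099 (naive, fibroblast and imprinted), 0.127 (formative), 0.199 (neuroectoderm), 0.0946 (glycolysis) and 0.256 (mitochondrial). For QKO against TKO EpiLCs it was 0.0948 (naive, primitive endoderm and imprinted), 0.287 (formative), 0.134 (neuroectoderm), 0.175 (2-cell-like), 0.176 (germline) and 0.12 (Hox). In J2KO ESCs it was 0.155 (naive, primitive streak, trophoblast and Y-linked), 0.187 (p53 targets) and 0.464 (stress response and mitochondrial). In TKO ESCs it was 0.0965 (naive and PRC2 subunits), 0.484 (primitive streak), 0.407 (germline), 0.0925 (imprinted) and 0.0698 (glycolysis). In QKO ESCs it was 0.0755 (naive, Hox and imprinted), 0.147 (PRC2 subunits) and 0.121 (glycolysis).

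With each library left out in turn, called genes ranged from 2666 to 2988 (WT), 1194 to 1255 (J2KO), 1391 to 1954 (TKO), 1423 to 1866 (QKO) and 740 to 834 (Pcgf2/4 KO). The adjusted p rose over 0.05 for Cbx7 in TKO without any library but PclWT EpiLC replicate 1 (log2 fold changes of 0.38 to 0.50 over all libraries left out), for Cbx7 in QKO without any QKO library (0.44 to 0.57) and for Pcgf2 without WT EpiLC replicate 2 or Pcgf2/4 KO EpiLC replicate 3 (0.12 to 0.19), and Jarid2 in QKO passed without PclWT EpiLC replicate 1 (0.16 to 0.42). The recruited median ranged from 0.16 to 0.21 in J2KO and 0.19 to 0.30 in TKO. Tbx3 ranged from 0.35 to 0.50 in J2KO, 2.10 to 2.39 in TKO, 3.86 to 4.17 in QKO and 1.65 to 1.92 in Pcgf2/4 KO, with an adjusted p under 0.05 throughout.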

Differences from the paper's values

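The paper's values below were read by eye from its figures. Alternatives are compared at a limit of 1.5-fold, for log2 values on the scale before the log. At the paper's stated thresholds, 59 recruited targets were differentially expressed in J2KO EpiLCs, and the paper's value is about 37 in Fig. 7F, read by eye. Of 14 alternatives set before the data were examined, with 52 to 76 targets, only the 1 without J2KO EpiLC replicate 3 comes within 1.5-fold of the paper's value, at 52. In J2KO EpiLCs 859 genes were higher and 361 lower, and the paper's values are about 460 and about 200 in Fig. S7F, read by eye. None of 12 alternatives comes within 1.5-fold of either, with 801 to 1432 genes higher and 342 to 789 lower. The ratio of Fgf5 between WT EpiLCs and ESCs was 739 here over both lines and about 400 in the paper's Fig. 1A, read by eye. Of 19 alternatives, DESeq2 and those without J2WT ESC replicate 1 or replicate 3 come within 1.5-fold, and the others do not. Without J2WT ESC replicate 2, which held all Fgf5 counts of WT ESCs, Fgf5 was at least 744-fold higher against a floor of 3 counts over the group, and the other 18 gave 265 to 826. The RPKM of Mtf2 was 88.9 in WT ESCs and 52.5 in WT EpiLCs, and the paper's values are about 140 and about 86 in Fig. S1B, read by eye. With J2WT libraries only both were lower than the paper's values but within 1.5-fold, at 99.2 and 61, and with PclWT libraries only, at 78.6 and 44.1, they were not.

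In Fig. 1D, read by eye, the paper's median log2 RPKM of displaced targets is about 0 in WT ESCs and about 3.3 in WT EpiLCs, and here it was -1.03 and 2.19. The ESC value comes within 1.5-fold with PclWT libraries only (-0.14) and not with J2WT libraries only (-1.92), and the EpiLC value with neither, at 2.03 and 2.34. For maintained targets the paper's medians are about -1.5 and about -0.9, and here they were -2.83 and -1.90, with neither line alone within 1.5-fold (-3.39 and -2.26 in ESCs, -2.22 and -1.59 in EpiLCs). The paper's recruited medians are about 2.9 in ESCs and about 0.6 in EpiLCs, and here they were 1.52 and -0.25. The ESC value comes within 1.5-fold with neither line alone (1.27 and 1.78), and the EpiLC value only with PclWT libraries (0.18, against -0.67 with J2WT). All 6 medians lie below the paper's, by 0.85 to 1.38, and with one shift of 1.07 on the log2 scale, chosen after the values were seen, all 6 come within 1.5-fold (0.04 and 3.26 for displaced, -1.76 and -0.83 for maintained, 2.59 and 0.82 for recruited targets in ESCs and EpiLCs). Both Mtf2 values also lie below the paper's, while the RPKM of Cbx7 came within 1.5-fold without a shift. Genes near the sites were assigned here from a copy of Table S1 without part of the maintained sites, and the paper states no value added before the log.

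The paper states that MTF2 and JARID2 levels were stable between the stages, citing a western blot and mRNA abundance. Only mRNA was compared here, which says nothing of the proteins. Mtf2 mRNA had a log2 fold change of -0.80 (standard error 0.08, edgeR adjusted p = 3.12e-06). Jarid2 mRNA had one of 0.17 (standard error 0.20, edgeR adjusted p = 0.504), and 0.76 in J2WT alone. The paper states that Cbx7 mRNA was unaffected in J2KO, and here its log2 fold change in EpiLCs was -0.29 (standard error 0.04, edgeR adjusted p = 1.3e-06), under the 2-fold size. The paper states that recruited targets rose more in TKO than in J2KO and Pcgf2/4 KO, where the camera adjusted p of the difference was 0.172 and 0.122, while QKO passed against both, at 0.000888 and 0.000201, though neither passed with an estimated correlation (adjusted p = 0.173 for both).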

Other observations

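Of the other gene lists, Hox genes and the genes the paper names passed between WT ESCs and EpiLCs at the preset correlation, and no list given here passed with an estimated one. Of 19 imprinted genes, 7 were higher and 1 was lower in EpiLCs (camera adjusted p = 0.0851, and adjusted p = 0.222 with an estimated correlation), and of 14 germline genes 7 were higher and 1 lower (adjusted p = 0.172). Hox genes fell in 4 of 8 cases (adjusted p = 0.00317, and adjusted p = 0.317 with an estimated correlation), among them Hoxc12, with 341 counts in ESCs and 1 in EpiLCs, a ratio of 346 (95% interval 61.7 to 13700). Of other lists, primitive streak and mesendoderm genes had 0 higher and 4 lower of 8 (camera adjusted p = 0.171, 0.31 with an estimated correlation), neuroectoderm 3 higher and 1 lower of 5 (camera adjusted p = 0.183, 0.402 with an estimated correlation), and primitive endoderm 2 higher and 4 lower of 11 (camera adjusted p = 0.171, 0.402 with an estimated correlation). Fibroblast and feeder genes had 3 higher and 0 lower of 4 (camera adjusted p = 0.171, 0.325 with an estimated correlation). Trophoblast genes had 2 higher and 1 lower of 5 (camera adjusted p = 0.967, 0.968 with an estimated correlation), and general pluripotency 2 higher and 1 lower of 6 (camera adjusted p = 0.594, 0.849 with an estimated correlation). DNA methylation genes had 2 higher and 1 lower of 7 (camera adjusted p = 0.555, 0.849 with an estimated correlation), and glycolysis and hypoxia genes 1 higher and 2 lower of 9 (camera adjusted p = 0.606, 0.849 with an estimated correlation). The integrated stress response had 1 higher and 1 lower of 6 (camera adjusted p = 0.735, 0.849 with an estimated correlation). Of p53 targets 1 of 7 was lower (adjusted p = 0.594), and of Y-linked genes 1 of 4 was higher (adjusted p = 0.948). The 6 mitochondrial genes had a median log2 fold change of -0.15 (adjusted p = 0.594) and the only 2-cell-like gene tested one of 0.04. Of the genes the paper names, 7 were higher and 9 lower of 31 (adjusted p = 0.0159, and adjusted p = 0.0836 with an estimated correlation). Their names were chosen by the study from these cells, so this count is not independent evidence.

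Among the 10 genes with the largest change in a direction in mutant ESCs were Ikzf1, Otx2, Esr1 and Olig2. Ikzf1, a lymphoid factor gene, had 197 counts in J2KO ESCs and 0 in J2WT ESCs, at least 64.8-fold higher. Otx2 had a log2 fold change of 6.76 (standard error 0.28, edgeR adjusted p = 3.47e-12) in QKO ESCs, and Esr1, which encodes an estrogen receptor, one of 8.47 (standard error 0.19, edgeR adjusted p = 4.9e-17) in TKO ESCs. Olig2, an oligodendrocyte lineage gene, had 553 counts in PclWT ESCs and 1 in TKO ESCs, a ratio of 554 (95% interval 99 to 21900). Of fibroblast and feeder genes, 3 of 3 were lower in Pcgf2/4 KO EpiLCs (camera adjusted p = 0.000729, and adjusted p = 0.099 with an estimated correlation), and Dcn, a proteoglycan gene, had a log2 fold change of -4.05 (standard error 0.38, edgeR adjusted p = 4.83e-12). Y-linked genes were lower in 4 of 4 cases in TKO EpiLCs (adjusted p = 1.43e-09, and adjusted p = 0.0489 with an estimated correlation), and in 4 of 4 in QKO EpiLCs (adjusted p = 7.85e-14, 0.0201 with an estimated correlation), TKO ESCs (1.32e-22 and 0.0102) and QKO ESCs (1.25e-20 and 0.0116). The 4 genes summed to 7.99 ± 0.549 CPM in QKO and 228 ± 30.7 CPM in PclWT EpiLCs. Displaced targets were lower in QKO than in TKO EpiLCs, with 21 of 75 lower (camera p = 9.89e-24, and p = 0.0011 with an estimated correlation). In Pcgf2/4 KO EpiLCs 12 of 76 were lower (camera p = 1.28e-12, and p = 0.0138 with an estimated correlation).

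Other splits of the libraries were counted for each comparison. For WT EpiLCs against ESCs, 1 of 50 splits, the real one, called 2823 genes and the highest other called 9. A chance split of these libraries is thus an unlikely source, though the other splits mix the stages, which raises the spread. Chance between cultures cannot be excluded, as the libraries of a group may be technical replicates. Comparisons of 3 libraries against 3 have 10 splits, too few for a share under 0.05. The real split was 1 of 10 in each, with 1220 genes in J2KO EpiLCs, 1809 in TKO, 1771 in QKO, 740 in Pcgf2/4 KO and 615 for QKO against TKO, and with 1793, 1710 and 1700 in J2KO, TKO and QKO ESCs, where the highest other split called 0 in each. Between TKO and QKO ESCs, which share controls, fold changes correlated across genes at 0.841 with a covariance of 0.506, against 0.503 and 0.00883 in simulated unchanged groups.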
